# Convergent pairs of highly transcribed genes restrict chromatin looping in *Dictyostelium discoideum*

**DOI:** 10.1093/nar/gkaf006

**Published:** 2025-01-22

**Authors:** Irina V Zhegalova, Sergey V Ulianov, Aleksandra A Galitsyna, Ilya A Pletenev, Olga V Tsoy, Artem V Luzhin, Petr A Vasiluev, Egor S Bulavko, Dmitry N Ivankov, Alexey A Gavrilov, Ekaterina E Khrameeva, Mikhail S Gelfand, Sergey V Razin

## Abstract

*Dictyostelium discoideum* is a unicellular slime mold, developing into a multicellular fruiting body upon starvation. Development is accompanied by large-scale shifts in gene expression program, but underlying features of chromatin spatial organization remain unknown. Here, we report that the Dictyostelium 3D genome is organized into positionally conserved, largely consecutive, non-hierarchical and weakly insulated loops at the onset of multicellular development. The transcription level within the loop interior tends to be higher than in adjacent regions. Loop interiors frequently contain functionally linked genes and genes which coherently change expression level during development. Loop anchors are predominantly positioned by the genes in convergent orientation. Results of polymer simulations and Hi-C-based observations suggest that the loop profile may arise from the interplay between transcription and extrusion-driven chromatin folding. In this scenario, a convergent gene pair serves as a bidirectional extrusion barrier or a ‘diode’ that controls passage of the cohesin extruder by relative transcription level of paired genes.

## Introduction

*Dictyostelium discoideum* (hereinafter referred to as Dicty) is a haploid amoeba which inhabits the forest soil and undergoes a starvation-triggered developmental program. This program consists of aggregation into a multicellular organism, proto-tissue emergence and spore formation (1). Dicty is widely used as a model organism for studying such processes as transcription bursts (2), chemotaxis (3–5), cellular signaling (6,7), autophagy (8), facultative multicellularity (9), altruism (10) and host–pathogen interactions (11,12).

Dicty’s genome has a low GC-content (22.4%), similar to *Plasmodium* (13), and up to 10% of its genome consists of repeats. *Dictyostelium intermediate repeat sequence* (DIRS) clusters (14) seem to serve as centromeres, as they are colocalized with the centromeric histone H3 variant (15) and feature high levels of H3K9me3 (16). Telomeres are partially formed by ribosomal DNA (rDNA)-like elements (17). Approximately 240 genes are involved in transcription regulation, chromatin remodeling and histone modifications (18). Histone marks are generally identical to the ones in animals, with the exception of the H3K27 methylation, which is absent in Dicty (19). Only a few whole-genome studies of Dicty’s chromatin structure and dynamics in development have been published by now. A recent work (20) emphasizes the role of MCM1, AG, DEFA, SRF (MADS)-box transcription factors, like mef2A and srfA, whose deletion causes delays of aggregation initiation and extends the time needed to complete the aggregation. It is worth noting that, the deletion of *smcl1* gene, encoding the cohesin-core subunit, completely blocks the development at the aggregation stage (probably due to impaired mitosis). *Smcl1* gene overexpression also slowed down the formation of multicellular fruit body. Hundreds of long non-coding RNA (lncRNA) loci are potentially involved in multicellular development (21), and the transcription factor GtaC has been found to play a prevailing role in the process of early aggregation, including cyclic adenosine monophosphate (cAMP) signaling and cell differentiation (22). Dicty’s chromatin seems to be organized into di-nucleosome units with unknown function (23). However, nothing is known about the 3D organization of the Dicty genome.

The spatial structure of chromatin in most eukaryotes is believed to be predominantly formed by a balance between compartmental segregation and loop extrusion (24). The former is believed to be a driving force for spatial segregation of active and repressed genome loci, shaped by differences in both physicochemical properties and concentrations of activating and inhibiting chromatin-associated factors (25). Loop extrusion is an ATP-dependent DNA translocation, mediated by the structural maintenance of chromosomes (SMC) proteins, such as cohesin and condensin. Loop extrusion progresses until the extruder is released or encounters a barrier. One of the thoroughly studied extrusion-limiting factors for cohesin in vertebrates is CTCF (CCCTC-binding factor), which directly interacts with cohesin, thereby stabilizing it on the chromatin (26,27). At the vast majority of loop anchors in mammalian genomes, CTCF and cohesin co-localize (28). Other obstacles for loop extrusion are MCM complexes (29) that have the same cohesin-interacting domain as CTCF (26) and stalled replication forks (30). Non-extruding cohesin complexes mediate cohesion of sister chromatids and also appear to be obstacles for loop extrusion (31), while bacterial extruding SMC-complexes can traverse one another *in vivo* (32).

Finally, recent studies across various organisms, including bacteria (33), fission and budding yeast (30,34,35) and mammals (36,37), suggest that transcribed genes can be barriers to loop extrusion. Some studies (37,38) suggest that RNA polymerase II itself may act as a semi-permeable barrier for loop extrusion, while others (39) propose that RNA–DNA hybrids (R-loops) could physically interact with cohesin. Although the exact mechanism of this phenomenon remains unknown, it has been noted that highly transcribed genes in convergent orientation are less permeable barriers compared to stand-alone active genes (40). Additionally, it has been proposed that cohesin might be stalled by macromolecule condensates formed at active promoters and enhancers (41,42).

Here, we performed *in situ* Hi-C to study the chromatin spatial organization in Dicty during development, coupled with transcriptome profiling, polymer simulations and molecule dynamics of cohesin which is a putative extruder in Dicty chromatin. Our data suggest that the Dicty 3D genome is organized into loops, which seem to be formed by loop extrusion. Pairs of highly transcribed convergent genes appear to be transcription-tunable barriers for the extrusion. Loops partition the genome into highly transcribed regions, which frequently contain functionally related genes.

## Materials and methods

### *Dictyostelium discoideum* cultivation and storage

*Dictyostelium discoideum* AX4 strain was obtained from the dictyBase Stock Center (strain ID: DBS0237637). Culture was started from the frozen stock on SM agar plates (1 g of anhydrous glucose, 1 g of Proteose Peptone A (Lab M; #MC011), 0.1 g of yeast extract, 1.5 g of agar, 8.62 10 × KK2 buffer, MilliQ water to 100 ml; after autoclaving, 415 μl of 1 M MgSO_4_ was added (43)). 10 × KK2 buffer composition (for 50 ml): 1.1 g of KH_2_PO_4_, 0.458 g of K_2_HPO_4_ × 3H_2_O, MilliQ water to 50 ml. Frozen stock was thawed and mixed with 10 ml of the modified HL5 axenic growth medium (44) in a 100-mm plastic Petri dish (2.5 g of Tryptose (Lab M; #MC008), 2.5 g of Proteose Peptone A (Lab M; #MC011), 2.5 g of yeast extract, 5 g of anhydrous glucose, 1.27 ml of 1 M KH_2_PO_4_, 0.65 ml of 1 M Na_2_HPO_4_, MilliQ water to 500 ml; note that in our experience, not all Tryptoses and Peptones are suitable for the *Dictyostelium* axenic growth). The dish was incubated for 30 min at 20°C. The medium was removed, and attached cells were rinsed off from the dish by pipetting in 10 ml of fresh HL5 medium. Cells were harvested for 5 min at 400 *g* (room temperature; hereinafter 20°C). 100 μl of the mixture of fresh overnight culture of *E. coli* DH5α and 0.5–2 × 10^6^*Dictyostelium* cells was spread on 100-mm SM agar plates using a sterile glass spatula. Plates were inverted, placed in a humid chamber (plastic bag with wet filter paper) and incubated at 20°C for 5–7 days. After the appearance of growth plaques, cells were scraped using a bacteriological loop and inoculated in 100 ml of modified HL5 axenic growth medium supplemented with 1 × penicillin/streptomycin (Thermo Fisher Scientific; #15140122) or kanamycin (Thermo Fisher Scientific; #15160054) in a 500-ml glass flask and incubated at 20°C with shaking at 200 rpm. Cultures were maintained at a density of 0.2–1 × 10^6^ cells per ml for no more than 3 weeks. For long-term storage, cells from fresh culture were harvested for 5 min at 400 *g* (4°C) and resuspended in ice-cold HL5 medium supplemented with 5% of dimethylsulfoxide (DMSO, Sigma-Aldrich; #D8418) to a concentration of 5 × 10^6^ cells per ml. The suspension was aliquoted into 1.8 ml cryovials, incubated at −80°C for 12 h in an alcohol-free cell freezing container and stored in liquid nitrogen.

### Multicellular development

Induction of multicellular development was performed by starvation on KK2 agar plates according to previously published protocol (43) with several modifications. A total of 3 × 10^8^ of cells from fresh axenic culture in HL5 medium (1–2 days, 0.5–1 × 10^6^ cells per ml) were harvested for 10 min at 400 *g* (room temperature), washed once with 50 ml of ice-cold 1 × KK2 buffer and once with 50 ml of ice-cold Development buffer (5 mM Na_2_HPO_4_, 5 mM KH_2_PO_4_, 1 mM CaCl_2_, 2 mM MgCl_2_). The pellet was resuspended in 1 ml of Development buffer. The suspension was spreaded on 150-mm Petri dishes with 1.5% agar prepared on 1 × KK2 buffer. Dishes were wrapped with the Parafilm, placed in a humid chamber and incubated at 22°C for 2 (starvation), 5 (early aggregation) and 8 h (late aggregation). The development progress accompanied by the appearance of characteristic spiral-like patterns formed by migrating cells has been monitored by visual inspection of the cell layer at the agar surface. At each time point, cells were rinsed off from the agar surface by pipetting in 10 ml of ice-cold 1 × KK2 buffer. Cells were then harvested for 5 min at 400 *g* (4°C). Pellet was resuspended in 10 ml of ice-cold 1 × KK2 buffer, the suspension was splitted into two aliquots in a ratio of 1:4, and cells were harvested as described above. The cell pellet from the smaller aliquot was snap-frozen in a liquid nitrogen for the subsequent RNA isolation. The cell pellet from the larger part was resuspended in 50 ml of 1 × KK2 buffer and used for the Hi-C library preparation.

### Hi-C library preparation

Hi-C libraries were prepared as described in (45) with several modifications. Cells were cross-linked in 50 ml of 1 × KK2 buffer supplemented with fresh 2% formaldehyde (Sigma-Aldrich; #F8775) for 10 min at room temperature. Excess of formaldehyde was quenched with 125 mM glycine for 5 min. Cells were centrifuged (1000 *g*, 10 min, 4°C), resuspended in 100 μl of 1 × PBS, snap-frozen in liquid nitrogen and stored at −150°C. Defrozen cells were lysed in 1.5 ml of Isotonic buffer (50 mM Tris–HCl pH 8.0, 150 mM NaCl, 0.5% [v/v] NP-40 substitute, 1% [v/v] Triton X-100, 1 × Protease Inhibitor Cocktail [Bimake; #B14001]) on liquid ice for 15 min. Cells were centrifuged at 5000 *g* for 7 min, resuspended in 100 μl of 1.12 × DpnII buffer (NEB; #B0543S) and pelleted again. The pellet was resuspended in 200 μl of 0.1% SDS in 1.12 × DpnII buffer and incubated at 65°C for 10 min without shaking. Then, 330 μl of 1.12 × DpnII buffer and 52.7 μl of 20% Triton X-100 were added, and the suspension was incubated at 37°C for 1 h with shaking (1400 rpm). Next, 600 U of DpnII restriction enzyme (NEB; #R0543M) were added, and the chromatin was digested overnight (14–16 h) at 37°C with shaking (1400 rpm). On the following day, 200 U of DpnII restriction enzyme were added, and the cells were incubated for 2 h. DpnII was then inactivated by incubation at 65°C for 20 min. After DpnII inactivation, the nuclei were harvested for 10 min at 5000 *g* in a pre-cooled centrifuge (4°C), washed twice with 200 μl of 1.2 × NEBuffer 2.1 (NEB; #B7202S) and resuspended in 125 μl of 1.2 × NEBuffer 2.1. Cohesive DNA ends were biotinylated by the addition of 25 μl of the biotin fill-in mixture (0.025 mM dCTP [Thermo Fisher Scientific; #R0151], 0.025 mM dGTP [Thermo Fisher Scientific; #R0161], 0.025 mM dTTP [Thermo Fisher Scientific; #R0171], 0.025 mM biotin-14-dATP [Thermo Fisher Scientific; #19524–016] and 0.8 U/μl Klenow enzyme [NEB; #M0210L]). The samples were incubated at 37°C for 90 min with shaking (900 rpm). Nuclei were pelleted at 5000 for 5 min, resuspended in 100 μl of 1 × T4 DNA ligase buffer (Thermo Fisher Scientific; #EL0011) and pelleted again. The pellet was resuspended in 400 μl of 1 × T4 DNA ligase buffer, and 50 U of T4 DNA ligase (Thermo Fisher Scientific; #EL0011) was added. Chromatin fragments were ligated at 22°C for 6 h with shaking (1400 rpm). The cross-links were reversed by overnight incubation at 65°C in the presence of Proteinase K (100 μg/ml; Sigma-Aldrich; #P2308) and 1% of SDS. After cross-link reversal, the DNA was purified by single phenol–chloroform extraction followed by ethanol precipitation with 20 μg/ml of glycogen (Thermo Fisher Scientific; #R0561) as a co-precipitator. After precipitation, the pellets were dissolved in 100 μl of 10 mM Tris–HCl (pH8.0). To remove residual RNA, samples were treated with 20 μg of RNase A (Thermo Fisher Scientific; #R1253) for 45 min at 37°C. To remove residual salts and DTT, the DNA was additionally purified using Agencourt AMPure XP beads (Beckman Coulter; #A63881). Biotinylated nucleotides from the non-ligated DNA ends were removed by incubating the Hi-C libraries (2 μg) in the presence of 6 U of T4 DNA polymerase (NEB; #M0203L) in NEBuffer 2.1 supplied with 0.025 mM dATP (Thermo Fisher Scientific; #R0141) and 0.025 mM dGTP at 20°C for 4 h. Next, the DNA was purified using Agencourt AMPure XP beads. The DNA was then dissolved in 500 μl of sonication buffer (50 mM Tris–HCl [pH 8.0], 10 mM EDTA, 0.1% SDS) and sheared to a size of ∼100–500 bp using a VirSonic 100 (VerTis). The samples were concentrated (and simultaneously purified) using AMICON Ultra Centrifugal Filter Units (Millipore; #UFC503096) to a total volume of ∼50 μl. The DNA ends were repaired by adding 62.5 μl of MilliQ water, 14 μl of 10 × T4 DNA ligase reaction buffer, 3.5 μl of 10 mM dNTP mix (Thermo Fisher Scientific; #R0191), 5 μl of 3 U/μl T4 DNA polymerase, 5 μl of 10 U/μl T4 polynucleotide kinase (NEB; #M0201L), 1 μl of 5 U/μl Klenow DNA polymerase, and then incubating at 25°C for 30 min. The DNA was purified with Agencourt AMPure XP beads and eluted with 60 μl of 10 mM Tris–HCl (pH 8.0). To perform an A-tailing reaction, the DNA samples were supplemented with 7.5 μl of 10 × NEBuffer 2.1, 1.5 μl of 10 mM dATP, 1.5 μl of MilliQ water and 4.5 μl of 5 U/μl Klenow (exo-) (NEB; #M0212S). The reactions were carried out for 30 min at 37°C in a PCR machine, and the enzyme was then heat-inactivated by incubation at 65°C for 20 min. The DNA was purified using Agencourt AMPure XP beads and eluted with 100 μl of 10 mM Tris–HCl (pH8.0). Biotin pulldown of the ligation junctions: 10 μl of MyOne Dynabeads Streptavidin C1 (Thermo Fisher Scientific; #65 001) beads washed two times with the TWB buffer (5 mM Tris–HCl [pH 8.0], 0.5 mM EDTA [pH 8.0], 1 M NaCl, 0.05% Tween-20), resuspended in 200 μl of 2 × Binding buffer (10 mM Tris–HCl [pH 8.0], 1 mM EDTA, 2 M NaCl) and added to 200 μl of DNA. Biotin pulldown was performed for 30 min at 25°C with shaking. Next, beads with captured ligation junctions were washed once with 1 × Binding buffer, once with 1 × T4 DNA ligase buffer, and then resuspended in 50 μl of adapter ligation mixture comprising of 41.5 μl of MilliQ water, 5 μl of 10 × T4 DNA ligase reaction buffer, 2.5 μl of Illumina TruSeq adapters and 1 μl of 5 U/μl T4 DNA ligase. Adapter ligation was performed at 22°C for 2.5 h, and the beads were sequentially washed twice with 200 μl of TWB, twice with 200 μl of CWB (10 mM Tris–HCl [pH 8.0] and 50 mM NaCl), and then resuspended in 25 μl of MilliQ water. Test PCR reactions containing 4 μl of the streptavidin-bound Hi-C library were performed to determine the optimal number of PCR cycles required to generate an amount of PCR products sufficient for sequencing. The PCR reactions were performed using KAPA High Fidelity DNA Polymerase (Kapa Biosystems; #08201595001) and Illumina PE1.0 and PE2.0 PCR primers (10 pmol each). The temperature profile was 5 min at 95°C, followed by 6, 9, 12, 15 and 18 cycles of 20 s at 98°C, 15 s at 65°C and 20 s at 72°C. The PCR reactions were separated on a 2% agarose gel containing ethidium bromide, and the number of PCR cycles necessary to obtain a sufficient amount of DNA was determined based on the visual inspection of gels (typically 8–12 cycles). Four preparative PCR reactions were performed for each sample. The PCR mixtures were combined, and the products were purified with Agencourt AMPure XP beads. Libraries were sequenced on an Illumina Novaseq 6000 by 100-bp paired-end reads.

### RNA-seq library preparation

10^8^ of cells from fresh culture (1–2 days, 0.5–1 × 10^6^ cells per ml) or from development plates were harvested for 5 min at 400 *g* (room temperature), washed with 5 ml of 1 × KK2 buffer and snap-frozen in a liquid nitrogen. RNA extraction was carried out using an RNeasy Mini kit (Qiagen) following the manufacturer’s instructions. RNA quality was assessed using capillary electrophoresis with a Bioanalyzer 2100 (Agilent). For library preparation, a TruSeq RNA Sample Prep kit v2 (Illumina) was used following the manufacturer’s instructions. After preparation, libraries were quantified using a Qubit fluorometer and quantitative PCR and sequenced with HiSeq 2000 with read lengths of 51 nt.

### Hi-C analysis

#### Raw read processing

Hi-C paired-end reads were processed using distiller-nf pipeline version 0.3.3 with default parameters. In summary, the reads were initially mapped to *Dictyostelium discoideum* reference genome using bwa mem (0.7.17-r1188). Subsequently, the mapped reads were processed into pairs of aligned reads using pairtools (0.3.1-dev.1) with walks-policy ‘mask’. Only reads mapped with a mapping quality (MAPQ) of 30 or higher were considered as potential contact pairs. Multimappers, one-sided mapped reads and potential PCR duplicates were filtered out. The resulting set of pairs was converted into 100-binned contact matrices using cooler (0.8.7).

#### Correlation calculation

To evaluate the reproducibility of Hi-C replicates, correlation coefficients were calculated using the Python implementation of HiCRep v0.2.6. This process involved generating a correlation matrix, where each cell represents the correlation between two Hi-C samples. Subsequently, the correlation matrix was visualized as a heatmap, with annotations indicating the HiCRep coefficient values. The heatmap visualization is available in Supplementary Figure S1B.

#### Subsampling and merging replicates

The impact of read depth on feature calling is well-documented (46). Given that and the high correlation between replicates, we opted to merge them. Specifically, we retained reads from the six main scaffolds, subsampled them to ∼22 million reads each, and merged them with samples from the corresponding developmental stage.

#### Scaling plot

The scaling plot (i.e. the *P*_c_(*s*) curve) was constructed using the expected_*cis* function from cooltools v0.5.4. Parameters used for this analysis include ignore_diags = 2, smooth = True, aggregate_smoothed = True. The plot was generated in log-log coordinates to better visualize the relationship between genomic distance and average contact frequency.

#### Compartments

The genome-wide eigenvector for Supplementary Figure S1D was computed at a resolution of 100 kb resolution and phased with GC-content using the eigs_*cis* function from cooltools v0.5.4.

#### Average Rabl configuration

The average Rabl heatmap represents the mean frequencies of interchromosomal interactions, emphasizing chromatin contacts enriched due to the Rabl configuration of chromosomes. Sampled and filtered Hi-C maps at 100 kb resolution were subjected to an iterative correction procedure using cooler software (v0.8.6) (47). The following command was applied: ‘cooler balance –trans-only –min-nnz 300’. The matrices of interchromosomal contacts were extracted from the resulting maps and rotated so that the centromere appeared near the upper left corner. Chromosome 2 was excluded from the further analysis due to a unique large loop that interferes with the Rabl structure. Next, each rotated matrix was normalized by its mean value with NaN values ignored and rescaled to a common size of 25 × 25 using the ‘lib.numutils.zoom_array’ function from the cooltools package (v0.4.1) with the parameters ‘same_sum = False, order = 1’. The resulting matrices of trans interactions were superimposed one upon the other, and the mean value for each pixel was calculated again ignoring NaN values, Finally, the resulting matrix was log2-transformed.

#### Las-loops

Due to the relatively low number, las-loops were annotated manually at 4 kb resolution using HiGlass.

#### Long non-coding RNAs

The list of lncRNAs in Dicty was obtained from (21). The count matrix for genes was sourced from (48), and it was TPM-normalized. lncRNAs were assigned to be anchor-associated if their gene intersected with any las-loop anchor.

#### Loop annotation using LASCA

Dicty Hi-C maps in cool format with 2000 bp resolution were subjected to analysis using the LASCA pipeline (49) (https://github.com/ArtemLuzhin/LASCA_pipeline). The following functions and corresponding parameters were applied:

1. Get_pvalue_v7 (resolution = 2000, bin_coverage = 0.0, distance_bins = 20)
2. convert_to_log10_square_matrix
3. Get_qvals_mtx_v2(distance_bins = 20)
4. cluster_dots (min_cluster_siz = 3, q_value_treshold = 0.01, filter_by_coverage = False)
5. Get_coordinates(Intensity = True, as_intervals = True)

In summary, *P*-value matrices were generated with *Get_pvalue_v7* function, which were then converted to log10 with the convert_to_log10_square_matrix function. Subsequently, final *q*-value matrices were generated using *Get_qvals_mtx_v2* function. The coordinates of each loop were determined using the *Get_coordinates* function, with the center being defined as the brighter pixel in the cluster.

#### Loop annotation using Chromosight

Another software of choice utilized in the analysis is chromosight v1.6.3 (50). The following parameters were employed: –min-dist 6000 –max-dist 45 000 –pearson 0.2 using subsampled merged Hi-C maps at 2000 bp resolution. Subsequently, the resulting loop set was selected as loops called by both tools, ensuring consistency and reliability in the identified loops.

### Proportion of shared loop anchors

Visual observations confirmed that while loop calling algorithms generally perform well, there is a tendency to make errors when defining loop anchors ± 1 bin to any side. In order to mitigate these biases and ensure the accuracy of our results, we developed a simple algorithm. This algorithm calculates the fraction of 1-bin loop anchors from any Dicty developmental stage that intersects 3-bin (1 bin offset) or 5-bin (2 bins offset) loop anchors from another stage. The intersections were computed using the *overlap* function from the bioframe v0.4.1.

### Consecutive loops

To distinguish between consecutive and stand-alone loops, we utilized the *closest* function from the bioframe v0.4.1 package. Loops that were located within a distance not exceeding 2 kb (1 bin offset) from any other loop were categorized as consecutive loops. Conversely, loops with a distance >2 kb to the nearest loop were classified as stand-alone loops.

### Loop hierarchy plot

To assess loop hierarchy, we only considered loops with a chromosight score >0.2 and a *q*-value <0.05. We then constructed an artificial dataset by pairing the starts of loops with index *N* and the ends of loops with index *N* + *m*, where *m* ranged from 0 to 3.

### Average chromatin feature of different organisms

To compare the average features of different organisms, S-stage *S. cerevisiae* MicroC-XL data from (51) at a resolution of 1600 bp, spermatogonia-stage Hi-C of *D. melanogaster* from (52) at a resolution of 5 kb and *in situ* Hi-C of human GM12878 lymphoblastoid from (53) at a resolution of 5 kb.

### Average Hi-C plot

To create an average Hi-C plot, we utilized coolpuppy v1.0.0 (54). All maps were normalized by expected values, which were calculated using the *expected_cis* function from cooltools v0.5.4 with ignore_diags = 2. The plotpup module from coolpuppy was employed to generate figures.

For average convergent gene pair (CGP) with different expression levels, additional settings were applied: rescale = True, rescale_size = int(1 + flank * 2// resolution), rescale_flank = 10, flank = 20_000, local = True, flip_negative_strand = True. The flip_negative_strand flag was used to orient HL-CGPs such that highly transcribed genes are positioned to the left, and weakly transcribed ones to the right of each other.

For average interactions between CGP at given distances, the following settings were added: mindist = 500, maxdist = 30 000, by_distance=[5 000, 10 000, 20 000, 30 000], flank = 20 000.

### Stripe intensity quantification

For stripe intensity quantification, we first constructed a pileup (stack) of interaction frequencies matrices using the cooltools.pileup function. This function extracts the interaction matrix for specified chromosomal regions, incorporating a defined size for the flanking regions (flank) around the central region.

Since stripes typically emerge at the coordinates [0, matrix_size/2] and [matrix_size/2, 0], we selected a section at 25% of the matrix size in the direction of the loop. To quantify the stripe intensity, we calculated the perpendicular intensities and averaged them over several pixels, with a padding size ('pad) of 3 in our case.

### Loop strength

To calculate loop strength, an average was computed in the 3 × 3 vicinity around the middle pixel in the matrix, normalized by expected values.

### El-loops

To annotate elongated loops and distinguish them from regular loops, the following steps were implemented:

1. Compute the 5′ and 3′ medians by calculating the median of the stack data along the specified dimensions. The 5′ median is computed along the rows within a 5-bin segment with a 2-bin offset to the central pixel, while the 3′ median is computed along the columns within the same 5-bin segment.
2. Calculate the fold-change as the logarithm of the ratio of 5′ track intensity to 3′ track intensity.
3. Classify all loops falling between the 20th and 80th percentiles of fold-change as ‘regular,’ while loops with fold-change values outside this range are categorized as ‘elongated’ loops.

### Insulation score

The insulation score (IS) for each genomic bin was calculated by averaging the interaction frequencies between the bin and its neighboring bins within the specified window size. This process enabled quantification of the degree of insulation or boundary strength for each genomic region. Lower ISs indicate stronger insulation, suggestive of the presence of boundaries between genomic domains.

The IS computation using *cooltools insulation* involved several key parameters, including resolution and window size. The genome was partitioned into bins of 2 kb in size. Multiple window sizes were tested, including 6, 10 and 20 kb. After evaluation, the window size of 20 kb was selected for downstream analysis, as it best aligned with visual observations in Higlass.

### Convergence score

The gene convergence profile was calculated as in (55).

### Convergent gene pair annotation

CGPs were annotated as two genes in convergent orientations, with each gene being the closest neighbor to the other and situated within a maximum distance of 8 kb from each other.

Divergent gene pairs (DGPs) were annotated as two genes located in divergent orientations, with each gene being the closest neighbor to the other and situated within a maximum distance of 8 kb from each other.

#### Loop anchor-associated convergent gene pair (LA-CGP) annotation

CGP was assigned to a loop anchor if their intergenic is fully located within any loop anchor with 1-bin offset.

#### Gene length groups of CGPs

To separate loop anchor-associated convergent gene pairs (LA-CGPs) into distinct groups, the sum of the lengths of the two genes and the intergenic distance were utilized. A threshold was established based on the medians of these value distributions.

#### Expression groups of CGPs

CGPs were categorized into several groups based on their expression levels, with a low-expression group defined as having <2 TPM (Transcripts Per Million) and a high-expression group set with a threshold >8 TPM.

If one gene in the pair was assigned to the low-expression group and the other gene to the high-expression group, then the pair was oriented with the highly expressed gene located to the left and the low-expressed gene located to the right.

### RNA-seq analysis

#### RNA-seq preprocessing

The reads were mapped to the *D. discoideum* genome (version 2.7) using *hisat2* with default parameters, except for setting the maximum intro length set to 3100 bp. Only unique mapped reads were retained based on the mapq parameter, and duplicates were removed using the *samtools markdup* utility.

For downstream analysis, only genes with at least 1 count in 2 samples were selected. DESeq2 (56) was used for normalization of read counts and estimation of variance.

#### Trajectory gene clusters

First, the count matrix was rlog-transformed using DESeq2. This transformation helps to stabilize the variance across the mean, making the data more suitable for downstream analysis.

Next, the (1 – correlation) matrix was computed for all genes. This matrix reflects the dissimilarity between genes based on their expression profiles across samples.

Subsequently, the *k*-means algorithm was applied to cluster the genes into four clusters, which represent trajectory gene clusters (TGCs). *K*-means clustering partitions the genes into groups based on similarity in their expression profiles.

Finally, a UMAP plot was generated using the *umap* package for Python v0.5.3.

### Loops groups identified by trajectory gene clusters coverage

Loop clusterization was performed using the *k*-means algorithm, with the coverage by TGCs serving as an input data.

### Best match average score

The best match average (BMA) score facilitates the assessment of functional similarity between genes, providing a quantitative measure of their biological relatedness (57). The BMA score between two genes based on their Gene Ontology (GO) term associations was computed using a custom Python script. The score was calculated through the following procedure:

1. Obtain the list of GO terms associated with the two genes.
2. Calculate the Lin similarity score for each pair of GO terms.
3. Compute the maximum similarity score for each GO term in the associations of the two genes.
4. Calculate the BMA score by summing the maximum similarity scores for both genes and dividing by the total number of unique GO terms associated with the genes.

### Enrichment analysis with permutation test

To assess whether a genomic feature ($A$) is non-randomly colocalizes or avoids another feature ($B$), a permutation (shuffle) test was conducted, according to the following procedure:

1. The intersection between features $A$ and $B$ ($A \cap B$) was calculated using bedtools intersect with a fraction overlap threshold of 0.1 (option *f* = 0.1).
2. To perform shuffling, bedtools shuffle was utilized with the option chrom = True to maintain the chromosome structure while randomizing the locations of the features.
3. For each shuffle, the intersection between the shuffled feature $A$ and feature $B$ (${A_s} \cap B$) was calculated.
4. The number of shuffle iterations was set to 1000 (${N_s}$ = 1000).
5. The *P*-value was computed as the minimum of the ratios ${N_{{A_s} \cap B\; > \;A \cap B}}$/${N_s}$ and ${N_{{A_s} \cap B < \;A \cap B}}$/${N_s}$, where ${N_{{A_s} \cap B\; > \;A \cap B}}$ represents the number of shuffles where the intersection between shuffled $A$ and $B\;$is greater than the number of observed intersection $A \cap B$, and ${N_{{A_s} \cap B < \;A \cap B}}$ represents the number of shuffles where the intersection is smaller than the observed intersection.

### Enhancer-like elements annotation

The data utilized in this study was sourced from (20). Histone modifications, specifically H3K4me1 and H3K27ac ChIP-seq data, underwent preprocessing using the nf-core/chipseq pipeline v1.2.2. Similarly, ATAC-seq was preprocessed using the nf-core/atacseq pipeline v2.0. In cases where peaks from H3K3me1 and H3K27ac intersected, their union was taken. Then this union was intersected with ATAC-seq peaks.

### Coverage track generation

The *bamCoverage* tool is employed to generate coverage tracks in BedGraph format from the indexed BAM file. This process involves specifying parameters such as the bin size for resolution, normalization using base pair per million (BPM), applying a smoothing function, centering reads to ensure accurate representation and providing the effective genome size for proper scaling.

### Logistic regression

Loop anchors were predicted using a logistic regression classifier implemented in scikit-learn library (v.1.0.2). Dicty genome was divided into 2 kb bins which were labeled as either loop anchors or non-anchors. Five bins from the ends of each chromosome were excluded from the analysis. Loop anchor bins were further classified into three categories: insulating/non-insulating anchors of el-loops and anchors of ordinary loops. Since it is possible for a bin to be an anchor of two loops of different types, each bin could belong to more than one category. When fitting the model and predicting loop anchors of one category, bins with loop anchors of other categories were ignored.

Total expression was assigned to a bin as a single feature, representing total RNA-seq expression in the bin adjacent to the left bin and the bin adjacent to the right bin. Convergent expression was assigned to a bin as two features: RNA-seq expression on the plus strand in the bin adjacent to the left bin and expression on the minus strand in the bin adjacent to the right bin. Chromosomes 1, 2, 4, 5 and 6 were used to fit the logistic regression model, and chromosome 3 was used to predict loop anchors.

### Polymer simulations of 3D genome

For simulations of loop extrusion, we utilized the classical bead-spring polymer model, implemented through OpenMM (58) and the polychrom toolkit (https://github.com/open2c/polychrom), to simulate 3D genome contact maps at 250 bp resolution. Similar to previous loop extrusion simulations (33,37,59), we first sampled trajectories of extruder and polymerase movement on a linear DNA lattice with custom Python code based on previous works. Extruders loaded onto the lattice, moving bidirectionally unless obstructed, while polymerases progressed from gene start to end sites without stalling. Extruders followed specific rules for head-to-head, head-to-tail and tail-to-head collisions with polymerases. The 1D lattice dynamics served as input for a 3D polymer model, where each extruder created an additional bond and was repositioned to the new location at each 1D step.

First, we run simulations of four CGPs with the gene properties (position and orientation) corresponding to the average of the genome. We run the parameter sweep of speed ratio between extruder and polymerase, polymerase transcription rate, *in silico* Hi-C contact distance and extruder lifetime, and established an initial optimal range of parameters optimizing Hi-C loop strength between neighboring (*N*) and *N* + 1 CGPs.

We then extended simulations to two 250-kb regions of the Dicty genome, simulating polymerase and cohesin movement proportional to transcriptional activity. Using RNA-Seq data, we mapped genes to a 1D lattice, assigning relative polymerase initiation rates. Polymer simulations produced *in silico* Hi-C maps, varying key parameters, and comparing to experimental Hi-C maps using Pearson correlation coefficients. Results indicated optimal parameters varied by genomic region, emphasizing the complexity of parameterizing genomic simulations.

For comprehensive whole-genome simulations, we divided the genome into 250-kb windows, excluding low-mappability regions, and ran polymer simulations for each, varying extruder lifetimes and speed ratios. Globally optimal parameters were identified, producing visually similar *in silico* maps to experimental Hi-C maps, despite regional variations.

For more information on the simulation setup and the parameter sweep, see Supplementary Data.

### Multiple alignment

Protein sequences were obtained from the UniProt database (60).

Multiple alignment was performed using MUSCLE v3.8.31 (61), and the alignment was visualized using Jalview v2.11.3.2 (62).

### Molecular modeling

The three-dimensional molecular model of Dicty cohesin was constructed using AlphaFold (v.2.3.1, (https://github.com/google-deepmind/alphafold) (63) in multimer mode with all other parameters set to default values. The final structure consisted of the following segments of domain sequences: 1–178, 1171–1337 of SMC1; 1–165, 1039–1195 of SMC3; 726–809 of Rad21. The most confident model with ipTM + pTM score equal to 0.843 was selected for further analysis.

The positioning of ATP molecules in their binding sites, as well as closest amino acid residues, magnesium ions and catalytic water molecules, was carefully refined based on available crystalline structures of ATP-cohesin complexes and previous computational investigation of ATP hydrolysis by human cohesin (64–66). We utilized the CHARMM-GUI web server (67–69) to manipulate model structure (including the introduction of target amino acid substitutions) and generate molecular mechanics (MM) topologies and input files for molecular dynamics (MD) simulations. The system was dissolved in a cubic 109 × 109 × 109 ${^3}$ water box and sodium and chloride ions were added to neutralize the solution and adjust NaCl concentration to physiological levels (150 mM). AMBER ff14SB (70), TIP3P (71) and GAFF2 (72) force field models were used to parametrize protein, water and ATP molecules, respectively.

To investigate the effect of certain amino acid substitutions on the efficacy of ATP binding and hydrolysis, we estimated the change of ligand binding free energy ($\Delta \Delta {G_{{\rm bind}}}$) upon these mutations. For that purpose, we utilized the Quantum Mechanics/Molecular Mechanics–Poisson-Boltzmann Surface Area (QM/MM-PBSA) method (73). This method, an extension of the classical MM-PBSA (74), allows us to compute the gas-phase part of the binding free energy at a higher level of theory.

The motivation to employ a hybrid Quantum Mechanics/Molecular Mechanics (QM/MM) approach in this study comes from two primary considerations. First, the complex coordination environment of ATP that, in particular, includes catalytic water molecules and magnesium ion accompanied by its own orientational water molecules poses a challenge for accurate description using purely MM force fields. Similarly, the chemical processes occurring within the active site of the protein require a more sophisticated modeling approach. Second, the results obtained from quantum mechanical calculations generally offer higher accuracy compared to classical methods. However, it’s worth noting that the utilization of the hybrid methodology forced us to omit the entropic contribution to binding energy due to its poor convergence within short QM/MM MD simulations (0.001–0.01 ns). Nonetheless, we believe its impact on our findings to be minimal within the scope of this study.

We performed all molecular dynamics simulations employing NAMD (v.2.14) software (75). The typical setup included the usage of Langevin thermostat (*T* = 300 K), Nosé-Hoover Langevin piston barostat (*P* = 1 atm), integration step 1 fs and the absence of any bond constraints. The non-bonded cutoff was set to 9 Å, and the long-range electrostatics was computed using particle mesh Ewald (PME) methodology. In the case of QM/MM MD, we utilized the NAMD/ORCA (v.5.0.1) program interface (76). The QM part was described at the B3LYP/D3BJ/6–31G** level of theory (77) and consisted of ATP, magnesium ion, catalytic and orientational water molecules, as well as the amino acid residue closest to nucleoside. QM–MM interactions were treated in terms of electrostatic embedding, with Mulliken atomic charges computed for the quantum subsystem at every step of molecular dynamics. We used the link atom scheme to resolve the boundary effects.

Four substitutions were studied: one ($S35{R^{SMC1}}$) is located within one of two ATP binding cassettes, and two ($S37{A^{SMC3}}$ and $L1278{F^{SMC1}}$) within another. $V1270{I^{SMC1}}$ was relatively far away from both active sites and thus was not included in the QM part of our setup. $\Delta \Delta {G_{{\rm bind}}}$ was calculated as the difference between QM/MM-PBSA binding energies of the variants with conservative and mutant residue. Each system was pre-equilibrated by pure MM energy minimization, followed by a 5 ns production MD run while the active site configuration was kept frozen. Then, the QM forces were activated, and 0.005 ns QM/MM trajectory was computed with frames being stored every 50 fs. The latest 50 frames underwent binding energy calculation, and the result was averaged. To perform QM/MM-PBSA, we adopted the MMPBSA.py script (78) provided with the AmberTools package (79). ATP with magnesium ion and catalytic and orientational water molecules were considered as a ligand, and the resting protein was considered as a receptor. All Poisson-Boltzmann and SASA/mbondi2 parameters were set to default (80).

## Results

### Features of the Dicty 3D genome

We analyzed the spatial organization of the Dicty genome using *in situ* Hi-C (28) in four life cycle stages. These are axenically growing vegetative cells and three stages of starvation-induced multicellular development: migrating cells, early and late aggregates (2, 5 and 8 h of starvation, respectively; Figure 1A). Notably, Dicty cells are haploid throughout the multicellular development. Despite the data on DNA replication and cell divisions during Dicty development are controversial, several lines of evidence suggest that during early stages Dicty cells do not replicate DNA and do not divide (discussed in (81)). To construct Hi-C maps, we used the DpnII restriction enzyme, cutting the Dicty genome into fragments with a median length of 292 bp. Despite a relatively low GC-content of the Dicty genome (22.4%), this length is comparable to the average length of DpnII restriction fragments in organisms with more GC-balanced genomes, such as budding yeast, fruit fly and human (Supplementary Figure S1A). After merging of Hi-C reads from biological replicates (Supplementary Figure S1B), we obtained 46.6–55.2 million unique contacts (Supplementary Table S1) that enabled us to analyze the Dicty 3D genome with the resolution up to 500 bp.

Whole-genome maps show that Dicty chromosomes are weakly segregated from each other and establish prominent *trans* contacts (Figure 1B). The strongest contacts are formed between chromosome termini enriched with DIRS, whose clusters likely serve as centromeres (Figure 1B, black arrows) (17). The AX4 strain carries a large inverted duplication on chr2 (Figure 1B, highlighted in red). The 3′-end of this duplication contains a partial copy of the DIRS element (17,82), and this region interacts with the DIRS-containing termini of other chromosomes (Figure 1B, blue arrows). Thus, Dicty chromosomes are arranged in an unusual Rabl configuration, where chr2 forms a large loop between DIRS-containing loci (Figure 1C). This configuration is preserved during all analyzed development stages (Supplementary Figure S1C).

As revealed by both visual inspection and compartment analysis using principal components, Dicty chromosomes lack a detectable partitioning into A/B compartments (83) (Supplementary Figure S1D), similar to yeast chromosomes. This is likely caused by the high density of TSSs: 72, 51, 11 and 1 TSSs per 100 kb on average for Dicty, budding yeast, fruit fly and human cells, respectively. As a consequence, Dicty genome is not apparently ‘barcoded’ with large active and repressed regions.

However, we observed numerous spot contacts which are formed between loci separated by several Mb and even *in trans* (Figure 1D). Using manual annotation, we identified 12 and 11 large-scale contacts (further referred to as *las-loops*) in vegetative cells and late aggregates, respectively (Supplementary Table S2). Notably, those las-loops are visually absent in migrating cells and early aggregates. A remarkable feature of the las-loops is the formation of a rosette-like structure, where several loci interact with each other *in cis* and *in trans* (up to 9 las-loops in the rosette). All identified las-loops are stage-specific (Supplementary Figure S1E), this implies that the las-loop profile could be linked to regulation of cell physiology. Indeed, we found that the las-loop anchor loci are significantly enriched (*P* < 0.001, Mann–Whitney *U*-test, MWU) with genes of lncRNAs, previously identified in Dicty (21) (Figure 1E). At a specific development stage, only a minor fraction of lncRNA loci are involved in the las-loop network, but the majority of las-loop anchors (71%) contain at least one lncRNA gene. Moreover, the las-loop formation correlates with an active transcription state of lncRNA genes located in the anchor loci (Figure 1F). This potentially indicates that the transcription of at least some lncRNA genes in Dicty cells is controlled by the formation of active chromatin hubs (84) or transcription factories (85).

**Figure 1.**
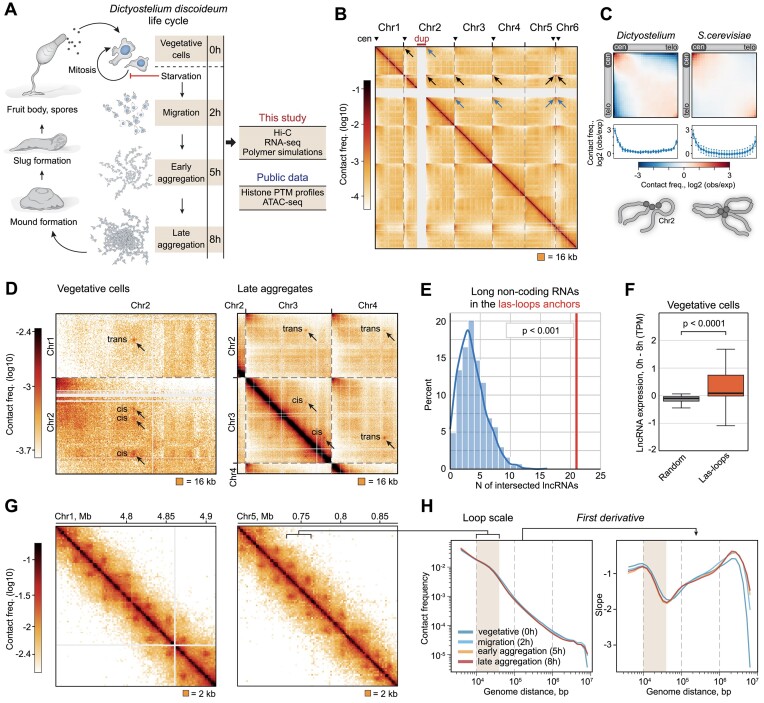
Features of Dicty 3D genome. (**A**) Short schematic of the Dicty multicellular development. (**B**) Whole-genome Hi-C map. Centromeres are marked with triangles. Arrows show contacts between centromeres and the DIRS-containing region downstream of large duplication on chr2 (indicated as 'dup'). Note that *Dictyostelium* chromosomes are acrocentric. (**C**) Rabl configuration averaged over all chromosomes in Dicty and *Saccharomyces cerevisiae*. The profile of contact frequency along the main diagonal is shown below the heatmap. (**D**) Representative examples of large-scale loops (las-loops). The resolution is 16 kb. (**E**) Enrichment of lncRNAs in las-loop anchors. *P*-value in the permutation test. (**F**) Difference of the expression level between vegetative cells (0 h) and late aggregation stage (8 h) for randomly picked lncRNAs (gray) and lncRNAs from los-loop anchors identified in vegetative cells. *P-*value in the MWU. (**G**) Contact maps demonstrating the presence of regular loops. The resolution is 2 kb. (**H**) *P_c_*(*s*) (left panel) and its first derivative (right panel) for the development stages. The range of genomic distances corresponding to loop sizes is indicated as ‘loop scale.’

### Arrays of consecutive loops as a distinctive feature of the Dicty 3D genome

At short genomic distances, Dicty chromatin is routinely organized into short loops that can be easily seen by visual inspection of the heatmaps (Figure 1G). Accordingly, the analysis of the contact probability dependence on the genomic distance *P_c_*(*s*) has shown a hump at the distance of 10–40 kb for all development stages (Figure 1H). It should be noted that the *P_c_*(*s*) curve reflects genome-wide averaged contact frequency between loci separated by a given genomic distance. Although the shape of the *P_c_*(*s*) curve (the presence of a hump) indicates regular folding patterns (such as chromatin loops), the size of these structures could only be estimated approximately. To systematically analyze the loop profile, we annotated loops by both LASCA (49) and Chromosight (50). The intersection of their outputs provided an annotation that aligned closely with visual assessments. For each development stage, we identified ∼1300 loops, which covered 65–68% of the genome (Supplementary Table S3). These loops display unique properties that differentiate them from typical patterns of chromatin folding in other organisms. To contrast the features of loops in Dicty, we compared them to cohesin-dependent interphase loops in human (53), condensin-dependent S-phase loops in yeast (51), and potentially unrelated to loop extrusion topologically associated domains (TADs) in Drosophila (52).

First, the loop profile in Dicty is nearly identical at all development stages (Figure 2A), with the majority of discrepancies between stages caused by false positive and false negative calls. Second, the loop size varies in a surprisingly narrow range from 10 to 40 kb (Figure 2B, left panel; Supplementary Figure S2A). This sharply contrasts with the data from human and fruit fly cells, where the loops and TADs identified at a comparable map resolution vary from 40 kb to 3 Mb (75-fold (28)) and from 3 kb to 460 kb (153-fold (86)), respectively. Finally, ∼70% of Dicty loops are organized into sequential arrays, with up to 10 loops per array (Figure 2B, right panel).

**Figure 2.**
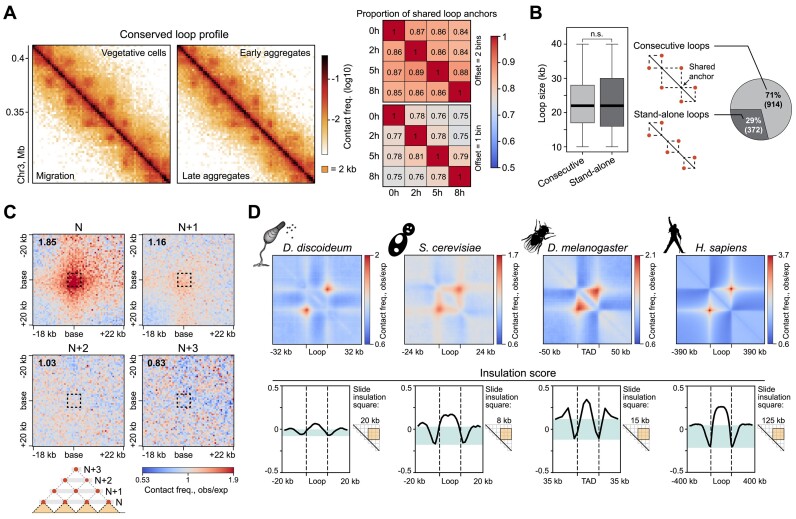
Dicty chromosomes are partitioned into largely consecutive, non-hierarchical and weakly insulated loops. (**A**) Left: representative example of a region with conserved loop profile. The resolution is 2 kb. Right: proportion of loop anchors conserved in pairwise comparisons of development stages. (**B**) Proportion and size distribution of consecutive and stand-alone loops in vegetative cells, n.s., non-significant difference in the MWU. (**C**) An averaged loop between adjacent anchors (*N*), and between anchors separated with one (*N* + 1), two (*N* + 2) or three (*N* + 3) anchors. (**D**) Averaged loops/TADs (upper panel) and median profile of the IS in different organisms. The dashed lines show loop anchors/TAD boundaries. The size of the sliding window for the IS calculation is shown to the right of the profiles. Data source: *S. cerevisiae*, Micro-C XL in S-phase cells (51); *D. melanogaster*, Hi-C in spermatogonia (52); *H. sapiens*, Hi-C in GM12878 lymphoblastoid cells (53).

Within these arrays, adjacent loops have a shared anchor and hereinafter are referred to as *consecutive loops*. A remarkable feature of consecutive loops is an almost complete absence of hierarchical interaction between their anchors. In other words, each anchor within an array forms a loop with only the two nearest partners (Figure 2C). This suggests that only a subset of loops is formed in each individual cell at a given moment of time, and that the presence of adjacent loops in the same cell at the same time is infrequent. In contrast, loops in human (87) and TADs in fruit fly (88) interphase cells, as well as loops in budding yeast S-phase cells (89) are often nested: the large TADs and loops are composed of smaller ones. Further, unlike the TAD boundaries and anchors of yeast S-phase loops, Dicty’s loop anchors are weak insulators (Figure 2D and Supplementary Figure S2B). This is manifested in the enrichment of contacts inside human and yeast loops, and fruit fly TADs, but not inside Dicty loops (Figure 2D). Thus, Dicty loops are not compacted into self-interacting domains. Finally, we observed moderately weak contact stripes originating from the Dicty loop anchors, similar to loops in mammalian cells (Figure 2D, left panel; Supplementary Figure S2C).

### Functionally linked genes grouped within loop interiors

We proceeded with the analysis of biological relevance of chromatin looping for the Dicty genome functioning. 

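Dicty cells live as single amoebae and gather into multicellular aggregates when they are starved. RNA-seq was performed for vegetative cells (0 h), migrating cells (2 h), early aggregates (5 h) and late aggregates (8 h), with 2 libraries per stage and 8 libraries in total. The authors mapped the reads to version 2.7 of the genome, kept uniquely mapped reads, removed duplicates and deposited the number of reads counted on each of 17169 genes, without normalization. The total counts of the replicates were 3827172 and 2913552 in vegetative cells, 2558552 and 2757680 in migrating cells, 2554846 and 2586049 in early aggregates, and 2892779 and 2350557 in late aggregates. After the removal of duplicates, the highest count per base pair of a gene was between 1.63 and 1.90 in the libraries. A count of 3 was used as the floor in the fold bounds of named genes. No gene was left out of the tests, clusters or medians for lying under it. The floor corresponds to between 0.784 and 1.28 CPM, here the count scaled to the total of the library. Such limits cover counting error only. Across genes, the log2 CPM values of replicates correlated with Pearson's r between 0.990 and 0.994, and their counts differed by more than the sampling noise, with a chi-square per degree of freedom between 2.57 and 3.67. Positions of 13234 genes were taken from the RefSeq annotation of the same genome version. The other 3935 genes had no position there and held between 1.49% and 1.79% of the counts. TPM values were computed from the counts over the gene span. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 8 libraries over the 13463 genes with at least 1 count in 2 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2, which the paper's methods name, was run as an alternative.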

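In edgeR's test, 9649 of the 13463 genes differed between the stages at the threshold. From 0 h to 2 h, 2541 genes were higher and 2892 lower. From 2 h to 5 h, 3214 genes were higher and 3198 lower, and from 5 h to 8 h, 2165 were higher and 2302 lower. Between vegetative cells and late aggregates, 4141 genes were higher and 4289 lower. The choice that moved these numbers most was a minimum absolute log2 fold change of 1, under which 2831 genes passed from 0 h to 2 h, 3930 from 2 h to 5 h, 2510 from 5 h to 8 h and 6293 from 0 h to 8 h. When a library was left out in turn, between 0 and 4 of the genes called in a comparison changed the sign of their fold change. In the rlog values of all kept genes, the first principal component held 68.6% of the variance and the second held 16.8%.

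**Figure D1:**
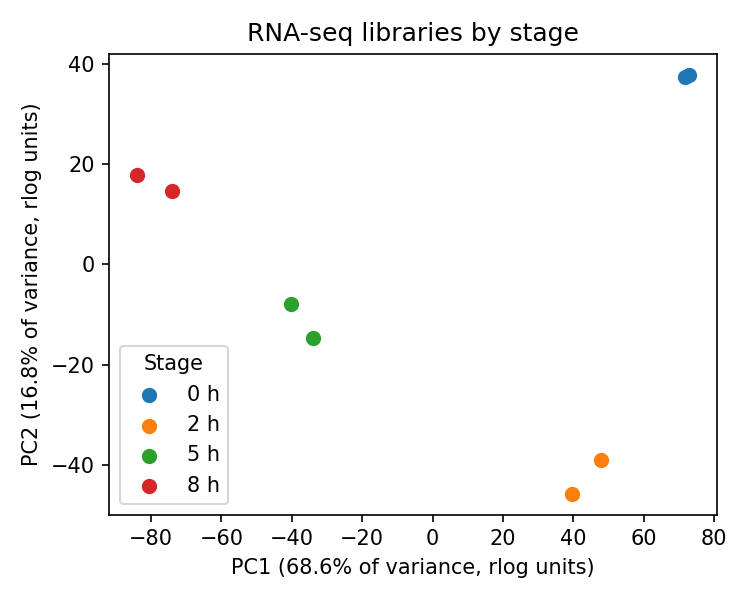
Scores of the 8 RNA-seq libraries on the first principal component (horizontal axis, 68.6% of variance) and the second (vertical axis, 16.8%), in rlog units. Each point is a library, colored by stage, and the replicates of a stage lie beside each other.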

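Genes of cAMP signaling, which aggregating cells switch on, were followed as a check of the stage labels. The adenylyl cyclase gene acaA (DDB_G0281545; chromosome 3, 4958602 to 4963128) rose from 8.48 ± 1.62 TMM-normalized CPM (SD, n = 2) in vegetative cells to 919 ± 76.2 TMM-normalized CPM (SD, n = 2) in late aggregates. Its log2 fold change was 6.78 (standard error 0.19, taken as the fold change over the square root of edgeR's F statistic; adjusted p = 2.48e-13). The adhesion gene csaA (DDB_G0289073; chromosome 5, 2342795 to 2344339) had a log2 fold change of 5.79 (adjusted p = 1.47e-12 in edgeR's test). The phosphodiesterase gene pdsA (DDB_G0285995) and the transcription factor gene gtaC (DDB_G0277589) had log2 fold changes of 1.23 and 2.60. Counts corrected for duplicate removal, a setting chosen after the data were seen, gave higher values for all of these genes. The log2 fold changes were then 7.00 for acaA, 6.48 for csaA, 1.65 for pdsA and 2.78 for gtaC. Genes were also ranked by edgeR's fitted log2 fold change, which for a gene at or under the floor depends on the prior count, so the order is not one of measured folds. The 3 genes at the top for a rise were DDB_G0279337 on chromosome 3, at least 321-fold higher in late aggregates, DDB_G0267888 on chromosome 1, at least 204-fold higher, and DDB_G0294585 on chromosome 3, at least 529.7-fold higher. Their counts in vegetative cells were at or under the floor, so these values are lower bounds. The 3 genes at the top for a fall, with 0 counts in late aggregates, were DDB_G0267610, at least 33.9-fold lower, fscF (DDB_G0292064), at least 29.7-fold lower, and DDB_G0288917, at least 23.1-fold lower. Each bound was computed with library totals and with TMM-normalized library sizes, and the smaller is given.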

As revealed by previous studies (22,48,81) and our RNA-seq data (Supplementary Figure S3A and B, and Supplementary Table S4), even the immediate early stages of the Dicty multicellular development, such as starvation and aggregation, are accompanied by large-scale changes in gene expression program. To characterize these changes, we described expression of each gene during development as a series of transitions between consecutive stages or *development trajectory* (81). 

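The rlog values of the 13463 kept genes were clustered by k-means with 4 clusters on the matrix of 1 minus the correlation between genes, and each trajectory gene cluster (TGC) was named by the shape of its mean trajectory. The cluster highest at 2 h (TGC-1) held 1990 genes, or 14.8%. The cluster falling from 0 h to 8 h (TGC-2) held 4766 genes (35.4%), and the cluster rising from 0 h to 8 h (TGC-3) held 4994 genes (37.1%). The cluster lowest at 2 h (TGC-4) held 1713 genes (12.7%). The clusters were also computed from the replicate 1 libraries and the replicate 2 libraries separately. The adjusted Rand index between these clusterings, which is 0 for unrelated and 1 for identical clusters, was 0.476 (bootstrap SD over genes 0.00629). With edgeR's filterByExpr, which kept 9980 genes with more counts, it was 0.694. The sizes depended on the setting. With filterByExpr, where fewer genes were clustered, TGC-1 held 1147 genes, TGC-2 3874, TGC-3 3992 and TGC-4 967. When k-means was run on the standardized trajectories of all kept genes, TGC-1 held 3102 genes, TGC-2 3915, TGC-3 3938 and TGC-4 2508.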

We performed k-means clustering of gene expression values and identified four robust clusters of genes with similar development trajectories (Figure 3A), hereinafter named TGCs.

**Figure 3.**
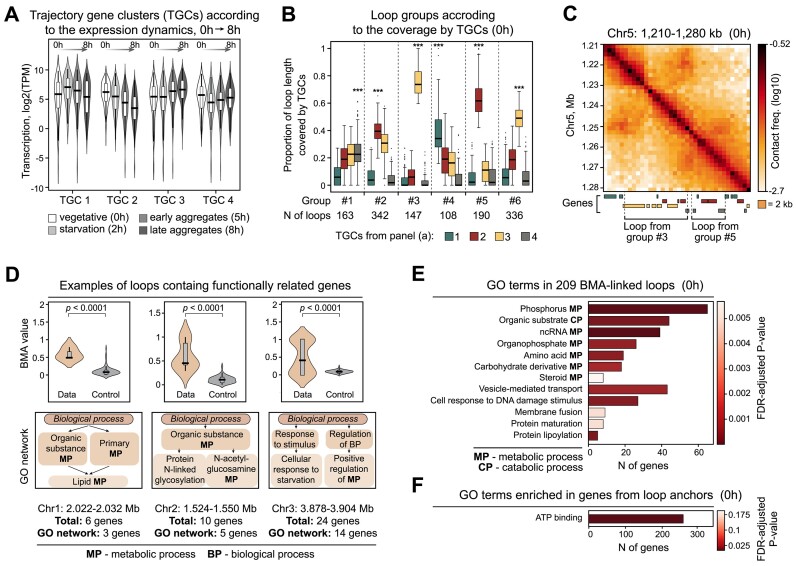
Loops are functional domains of the Dicty genome. (**A**) TGCs identified according to changes in expression level during development (development trajectories). (**B**) Coverage of genes from different TGCs within loop groups identified by *k*-means, with coverage by TGC as an input. The number of loops in each cluster is indicated. ***P < 0.001 in the permutation test. (**C**) Representative examples of loops preferentially covered by genes from different TGCs (gene colors correspond to TGC colors from panel B). (**D**) Representative examples of loops containing functionally related genes as revealed by the BMA analysis of GO terms. The higher is the BMA value of a loop, the more prominent are functional relationships between genes within the loop. *P*-value is calculated with the permutation test. The key terms from the GO network of the loop are shown. (**E**) GO terms of 167 loops containing functionally related genes, according to the BMA analysis. (**F**) GO terms for genes located at loop anchors. All analyses utilize loops from the vegetative cells.

Loops in vegetative cells could be clearly grouped according to the coverage by genes of these four TGCs (Supplementary Figure S3C; a principal scheme of genes clustering into TGCs and grouping of loops based on coverage by different TGCs is shown in Supplementary Figure S3D). 

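For each of the 1286 loops of vegetative cells, the length of its genes was summed by TGC. On average, the TGC with the largest share held 60.0% of the length of the genes assigned to a TGC. When TGC labels were permuted among genes, the mean was 57.5% (permutation test, one-sided p = 0.001, the smallest that 1000 draws can give). When the labels were shifted along each chromosome, the mean was 58.6% (one-sided permutation p = 0.001, again the smallest possible). Such shifts keep neighboring labels together but part them from the lengths and counts of their genes. The permutation by shifts gave p = 0.0609 with edgeR's filterByExpr and p = 0.123 when only genes lying fully between the inner edges of the anchors were counted, so the excess over shifted labels did not pass the threshold of 0.05 under these settings.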

Loop groups #2, #3 and #5 are of particular interest since they harbor almost exclusively the genes whose expression tends to either gradually decrease (genes belonging to TGC-2, red boxplots) or increase (genes belonging to TGC-3, yellow boxplots) upon the progression from vegetative cells to late aggregates (Figure 3B and C).

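In 534 of the 1286 loops, at least 60% of the length of genes assigned to a TGC belonged to TGC-2 or to TGC-3. The labels shifted along the chromosomes gave 472 such loops on average (one-sided permutation p = 0.003). In the loop on chromosome 5 from 1220001 to 1250000, drawn in Figure 3C, 5 of 9 genes were higher and 3 lower in late aggregates than in vegetative cells, with a median log2 fold change of 0.63. Its DDB_G0288241 had a log2 fold change of 2.07 (adjusted p = 3.03e-09 in edgeR's test), and roco9 (DDB_G0288183), whose start lies outside the loop, had 1.88. In the neighboring loop, from 1252001 to 1268000, none of 5 genes was called higher and 2 were called lower, with a median of -1.51. Its mms19 (DDB_G0288217) had a log2 fold change of -2.53 (adjusted p = 1.93e-08 in edgeR's test) and DDB_G0288215 had -1.55. From the coverage of loops by TGCs, the paper states that these loop groups hold almost only genes whose expression falls or rises over these stages.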

Further, among the loops identified in vegetative cells, 167 loops (13%) contained genes with highly similar networks of GO terms, as revealed by the BMA analysis (BMA-loops; Figure 3D, Supplementary Table S5; see Materials and Methods for the details). These GO networks are enriched with terms related to phosphorus, amino acids, carbohydrates and steroid metabolic processes, as well as to vesicle-mediated transport, and response to DNA damage (Figure 3E), suggesting the potential role of these genes in the response to changes in environmental conditions. Together, these observations indicate the presence of functionally related gene islands within the Dicty genome, and that such islands are demarcated with loop anchors. Interestingly, genes located in loop anchors are significantly enriched (*P* < 0.001) in only one GO term (‘ATP binding’, Figure 3F).

### Convergent gene orientation at loop anchors

We analyzed the functional properties of Dicty loops. The preliminary visual inspection of the Hi-C maps revealed different types of loops. Some of them have a nearly symmetrical circular shape, while others are clearly elongated along one of the Hi-C map axes (see Figure 1G and Figure 2A for examples). To identify such ‘elongated loops’ (referred to as el-loops) systematically, for each loop, we calculated the ratio between the sums of contacts along the two Hi-C map axes (Figure 4A,B, see Materials and Methods for the details) and separated loops into three categories (Figure 4C, left panel): symmetrical (ordinary loops), elongated in the 3′-direction and elongated in the 5′-direction.

**Figure 4.**
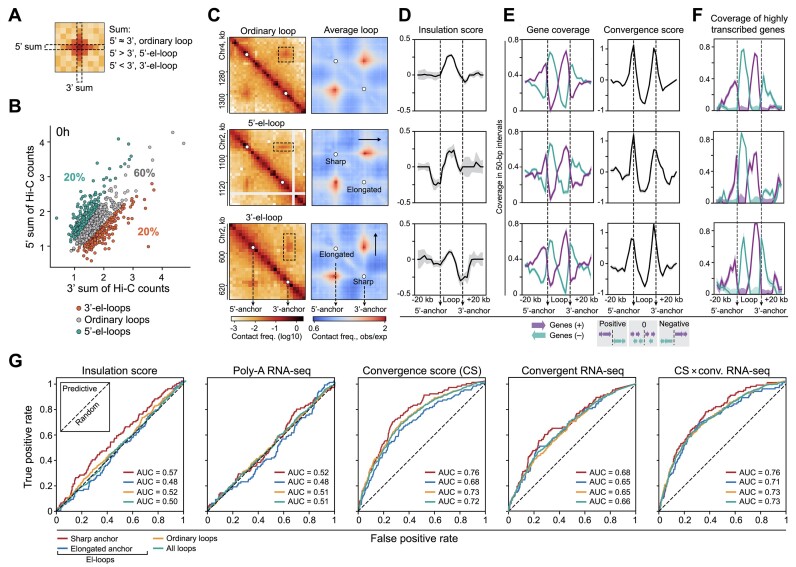
The loop anchor positions are determined by convergently oriented genes. (**A**) Schematic of the Hi-C count calculation for the identification of elongated loops (el-loops). (**B**) Distribution of sums of Hi-C counts for individual loops in vegetative cells. (**C**) Left: representative examples of ordinary loops and el-loops. The resolution is 2 kb. Right: averaged ordinary loops and el-loops. Sharp and elongated anchors of el-loops are indicated. (**D**) Median profiles of the IS in vegetative cells. Bootstrap standard error is indicated. (**E**) Median profiles of the gene coverage (left) and convergence score (right). Genes transcribed from the plus and minus strand are shown in violet and aqua, respectively. (**F**) Median coverage of genes with high transcription level (above the median in vegetative cells). (**G**) Prediction of loop anchors of different types in vegetative cells using logistic regression models based on the genome-wide profiles of IS, transcription (Poly-A RNA-seq), convergence score (CS), transcription of convergent genes (Convergent RNA-seq) and RNA-seq-weighted CS. The receiver operating characteristics (ROC curves) and the AUC (area under the curve) values are shown. All analyses utilize loops from the vegetative cells.

To check robustness of el-loop calling, we averaged subsections of Hi-C map over el-loop coordinates (Figure 4C, right panel). This resulted in strong insulation at the sharp anchors of el-loops, while elongated anchors of el-loops and anchors of symmetrical loops do not insulate well (Figure 4D and Supplementary Figure S4A). Nothing is known about the presence of the functional homologs of mammalian and *Drosophila* insulator proteins in Dicty. We hypothesized that insulation barriers could be established by moving RNA polymerase on DNA, as has been previously shown in bacteria (33), yeast (35), and some higher eukaryotes (37,90). We thus tested the possibility that the loop morphology (as well as loop formation *per se*) could be linked to the transcription at the anchor loci.

Firstly, we found that the gene order is remarkably non-random in both el-loops and ordinary loops. Inside loops, genes transcribed from the plus strand are primarily located at the 3′-anchor, while genes transcribed from the minus strand are overrepresented at the 5′-anchor, and outside a loop the arrangement of genes is opposite (Figure 4E, left panel, and Supplementary Figure S4B,C). To estimate general tendency in gene orientation, we calculated convergence score (55) and observed a strong peak of convergence score at the median profile around loop anchors (Figure 4E, right panel, and Supplementary Figure S4D). Therefore, the loop anchors are sites of convergent gene orientation, which is reminiscent of recent findings in dinoflagellates where the contact domain boundaries coincide with the junctions between convergent gene arrays (91,92).

Secondly, we noted that looped architecture is linked to the gene activity at the convergent positions. Genes adjacent to the loop anchors are actively transcribed, and the transcription level is higher at sharp insulating anchors of el-loops (Figure 4F). 

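The TPM of genes overlapping a loop anchor bin or the 2 kb on each side of it was summed for vegetative cells. Over the 498 el-loops, the median was 157 TPM at sharp anchors and 120 TPM at elongated anchors. The log2 difference between the sharp and the elongated anchor of a loop, with a pseudocount of 1, was 0.66 on average (standard error 0.13, 2-sided sign-flip permutation test, p = 1e-05, the smallest that 100000 draws can give), and the sharp anchor was higher in 294 of 498 el-loops. With CPM in place of TPM, the setting that lowered it most, the difference was 0.51. Over the 2244 anchors of all loop types, the median was 131 TPM. Anchors shifted along the chromosomes gave a median of 147 TPM, and 0.3% of the shifted sets lay below the value at the loop anchors. From gene orientation and transcription at anchors, the paper proposes, as a hypothesis that it goes on to test, that both could contribute to where anchors lie.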

Notably, this pattern is not restricted to the loops only, since the IS at a given genomic bin significantly anti-correlates with the transcription level within this bin (Spearman’s *ρ* = −0.47, *P* < 0.01; Supplementary Figure S4E; we should note the large negative values of IS mean low number of contacts between flanks of a locus, and thus means high insulation at a locus). In particular, this correlation is prominent at TSSs of differentially expressed genes, which hints at a possible role of RNA-polymerase II as a barrier for spatial interactions in chromatin (Supplementary Figure S4F).

As a whole, these observations suggest that convergently oriented genes and high transcription levels could be contributing to the determination of the loop anchor positions. To test this hypothesis, we applied logistic regression based on the combination of insulation level, gene convergence and transcription level to predict loop anchor positions (Figure 4G). 

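A logistic regression on the transcription of the bins next to each 2-kb bin was fitted on chromosomes 1, 2, 4, 5 and 6 and tested on chromosome 3, for vegetative cells. For all loop anchors, the AUC was 0.444 (95% interval 0.419 to 0.469 from 1000 bootstraps of 50-kb blocks). It was 0.465 (0.414 to 0.515) for sharp anchors, 0.549 (0.497 to 0.605) for elongated anchors and 0.434 (0.401 to 0.467) for anchors of ordinary loops. With a single feature, the AUC depends only on the order of the bins and the sign of the fitted coefficient. The coefficient was 0.0092 for all anchors, 0.0814 for sharp anchors, -0.0347 for elongated anchors and 0.00686 for anchors of ordinary loops, so elongated anchors were predicted from low and the others from high transcription. The bins of an inverted duplication on chromosome 2, from 2268088 to 3763698, were left out, a setting chosen after the data were seen. For all anchors, the coefficient was then -0.0535 and the AUC was 0.556 (0.531 to 0.581). The coefficient was also negative for anchors of ordinary loops (-0.0560) and elongated anchors (-0.102). For sharp anchors it stayed positive, at 0.0283, and the AUC was again 0.465.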

Unexpectedly, both the IS and the transcription level were poor predictors for positioning of anchors, including insulating anchors of el-loops. This suggests that high transcription and insulation at the genomic bin are insufficient to create a prominent chromatin loop. Although the transcription level of convergent pairs ('convergent RNA-seq' in Figure 4G) is a slightly better predictor than the total transcription level, the best predictor for all types of anchors is the convergence score *per se* (Figure 4G, middle panel). Interestingly, the combination of the transcription level of convergent genes and the convergence score produces only a mild improvement of predictions (Figure 4G, rightmost panel). Finally, we noticed that the high level of convergent (Figure 5A and Supplementary Figure S4G), but not divergent transcription (Figure 5B) is associated with high loop strength. We also observed that the emergence of new loops at the late aggregation stage frequently correlates with an increase in transcription level at anchor loci (e.g. see Figure 5C).

**Figure 5.**
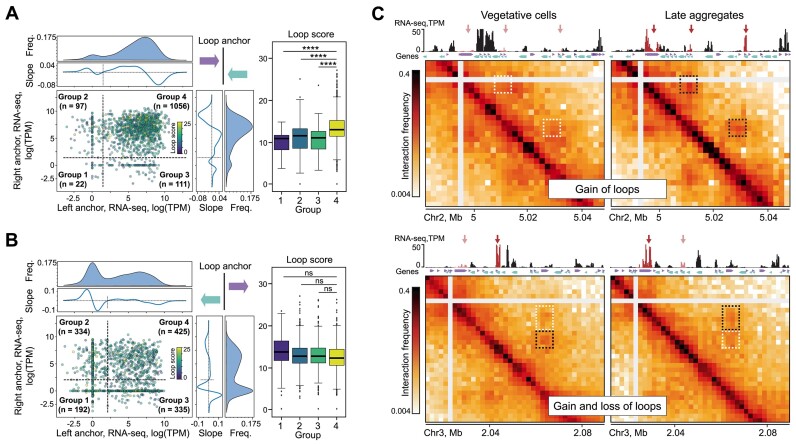
Loop strength is linked to transcription level. (**A**) Left: scatterplot showing the level of convergent transcription in a 2-kb vicinity of loop anchors in the vegetative cells (0 h). Dots are colored according to the loop score calculated as a sum of the obs/exp Hi-C counts in the 3 × 3 pixels area around the pixel identified as a loop (the higher is the score, the brighter is the loop in the Hi-C map). The thresholds of the loop score (dashed lines) are selected as arguments of the minima of the density profiles (frequency curves shown at the top and to the right of the scatter plots). *n* is the number of loops in the group. Right: Loop score distribution within loop groups defined in the left panel. *P*-values in the MWU. (**B**) The same as (A), but based on the level of divergent transcription; n.s., non-significant difference in the MWU. (**C**) Examples of loops specific for vegetative cells (0 h) and late aggregates (8 h). Newly appeared and lost loops are marked with black and white dashed rectangles, respectively. RNA-seq profile: transcription level differences at loop anchors are highlighted with red.

### Convergent gene pairs as highly transcribed genome units

Since loop anchors are sites of convergent gene orientation, and convergent transcription is associated with high loop strength, we further focused on the detailed analysis of CGPs in the Dicty genome. In total, we identified 4672 CGPs (Supplementary Table S6; see Materials and Methods for the details) that are shown to be significantly enriched at loop anchors (*P* < 0.001, permutation test) and underrepresented in the loop interiors (Supplementary Figure S5A). On average, CGPs are transcribed 2.2-fold higher than other genes (*P* < 0.0001, MWU; Figure 5A). Anchor-associated CGPs that are located in the 4-kb vicinity of any loop anchor demonstrate 12-fold higher transcription (*P* < 0.0001, MWU). Inside loops, CGPs and other genes are transcribed at a similarly high level, while outside loops both are less active, but again, transcription in CGPs is 4.4-fold higher than in other genes (*P* < 0.0001, MWU). 

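Strands were not used here, so convergent and other genes were taken together. Each gene was placed by its midpoint, so a long gene that reaches an anchor could be counted as inside or outside. In vegetative cells, the median was 42.6 TPM for 4385 genes inside loops, 15.2 TPM for 4733 genes with their midpoint within 2 kb of an anchor bin and 8.44 TPM for 4028 genes outside loops. Genes inside loops were thus transcribed 5.05-fold higher than genes outside (permutation test, p = 1e-05, the smallest that 100000 draws can give) and 2.80-fold higher than genes at anchors (p = 1e-05 in the same permutation test). Genes are not independent replicates. A permutation test by circular shifts of the loops along the chromosomes gave p = 0.001 for both folds, the smallest that 1000 shifts can give, and p = 0.0539 for the 1.81-fold difference between anchors and outside. All 585 genes of the inverted duplication on chromosome 2 lay outside loops, and their median total over the libraries was 3 counts. Without them, genes inside loops were 2.20-fold higher than genes outside (p = 1e-05 in the permutation test), and the fold between anchors and outside was 0.785 (p = 0.0114 in the permutation test). With genes of at least 1 count in 2 samples, the folds were 1.95 between inside and outside and 1.79 between inside and anchors, and with the anchor bin only the latter was 4.20 (p = 1e-05 for each in the permutation test). With any overlap of the gene in place of its midpoint, the fold between inside and anchors was 2.31 (p = 1e-05 in the permutation test). These settings were chosen after the data were seen.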

Finally, when comparing genes that are not organized in CGPs (non-convergent genes), their average transcription level is ∼10-fold higher inside loops as compared to anchors (*P* < 0.0001, MWU) and loci outside of loops (*P* < 0.0001, MWU; beige violin plots in Figure 6A). This suggests that (i) CGPs in the Dicty genome form gene complexes which ensure relatively high transcription levels regardless of the genome location, and (ii) Dicty loops are chromosome neighborhoods, which promote transcription of non-convergent genes.

**Figure 6.**
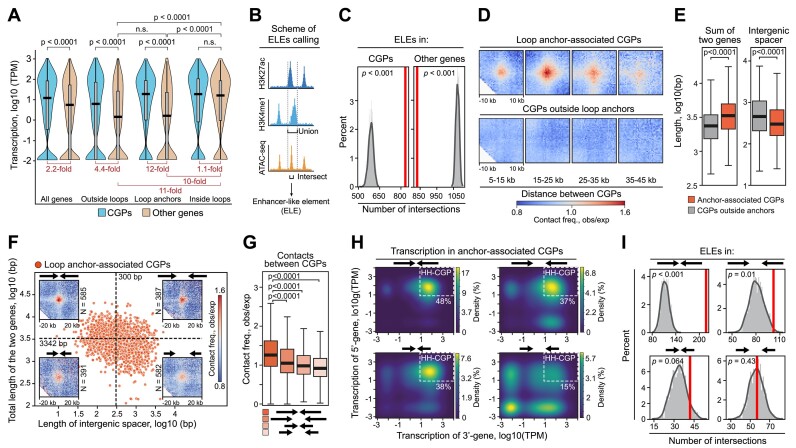
Structural and functional properties of convergent gene pairs in vegetative cells. (**A**) Transcription level of CGPs and other genes located in different positions along the genome relative to loops. *P*-value in the MWU; n.s., non-significant difference. The fold changes between the median transcription level of convergent gene pairs and other genes are shown in red. (**B**) Schematic of the ELE annotation by intersection of ATAC-seq peaks with the union of H3K27ac and H3K4me1 peaks. Reanalyzed data from (20). (**C**) Enrichment of ELEs in CGPs and all other genes. *P*-value in the permutation test. (**D**) Averaged interaction between CGPs separated by different genomic distances. (**E**) Total length of the two genes (left panel) and length of intergenic spacers (right panel). *P*-values in the MWU. (**F**) Distribution of the intergenic spacer length and the total length of two genes in anchor-associated CGPs. The median values are indicated and shown by dotted lines. Averaged contacts between CGPs are shown at the corners. Schematic representation of CGP composition and the numbers of CGPs and are shown above and below the heatmaps, respectively. (**G–I**), Pairwise contact frequencies (G), kernel density estimate (KDE) plots of transcription level (H) and enrichment of ELEs (I) in four groups of CGPs assigned in panel (F). The white dotted rectangles in panel (H) demarcate CGPs where TPM > 8 for both genes (HH-CGPs). *P*-values in panels (G) and (I) are calculated in the MWU and permutation test, respectively. All analyses utilize loops from the vegetative cells.

We assumed that high transcription levels in CGPs could be determined by the presence of regulatory elements similar to enhancers in higher eukaryotes. To our knowledge, enhancers in Dicty have not yet been systematically identified, although described for certain genes (93–96). To create a list of putative enhancer-like elements (ELEs), we reanalyzed previously published (20) ChIP-seq data for H3K27ac and H3K4me1, and chromatin accessibility measured by ATAC-seq (a scheme of the ELE calling is shown in Figure 6B), epigenetic features of enhancers in higher eukaryotes (97) frequently used for enhancer *de novo* identification, for example, by ENCODE consortium (98). In total, vegetative cells have 1165 putative ELEs with the median length of 984 bp (Supplementary Figure S5B and D, and Supplementary Table S7). ELE-containing genes are transcribed at a significantly higher level compared to other genes (11-fold, on average; *P* < 0.0001, MWU, Supplementary Figure S5C), suggesting that ELEs are positive regulatory elements. ELEs are overrepresented in CGPs and depleted in non-convergent genes (Figure 6C and Supplementary Figure S5E). This probably explains the high transcription level in CGPs.

We have noticed that many highly transcribed CGPs are located outside of loop anchors and that contact frequency between these CGPs does not exceed the expected values across a wide range of genomic distances (Figure 6D), resembling DGPs (Supplementary Figure S5F). We searched for specific characteristics distinguishing anchor-associated CGPs, and found two key properties of anchor-associated CGPs: significantly shorter intergenic spacers (1.5-fold, *P* < 0.0001, MWU) and longer genes (1.4-fold, *P* < 0.0001, MWU; Figure 6E).

Among anchor-associated CGPs, the long-gene and short-spacer CGPs form stronger interactions (Figure 6F and G), have a higher expression (Figure 6H) and are enriched with ELEs (Figure 6I). Thus, we concluded that ELE-containing convergent pairs of long, highly transcribed genes with short intergenic spacers are fair determinants of loop anchors.

### Convergent gene pairs shaping chromatin looping

We next asked what mechanism could potentially explain the formation and properties of loops observed in Dicty, including (i) the presence of scaling hump in Hi-C data, (ii) relatively narrow range of loop size, (iii) the presence of highly transcribed CGPs of long genes with short spacers in loop anchors and (iv) lack of notable hierarchy in interactions between loop anchors (only adjacent anchors contact each other). The latter suggests that loops are not formed by occasional collisions between anchors freely diffusing in the 3D nuclear space. In this scenario, it is hard to consider a mechanism preventing looping between anchors which are not consecutive. Instead, juxtaposition of loop anchors should be driven by distant communication along the chromatin fiber. We suppose that loop extrusion could provide this communication. Loop extrusion is a well-studied mechanism that is likely to be present in Dicty as well as in a wide range of species, from bacteria to mammals (33,99). In mammals and yeast, extrusion establishes a regular loop pattern along the genome (28,51). This mechanism involves an extruder complex that loads onto DNA and creates a progressively increasing loop connecting two genomic regions until the extruder detaches from DNA and starts the next cycle of extrusion in another location (59,100). Moreover, transcribing polymerase can interact with the extruder (33,37), leading to the redistribution of extruders in the direction of moving polymerase (30).

We hypothesized that convergent transcription at CGPs creates a bidirectional trap for the moving extruder, which can explain the formation of loops between the neighboring CGPs. Typical extruders in higher eukaryotes are cohesin and condensin. 

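The cohesin complex is built around the SMC1 and SMC3 proteins. The gene smc1 (DDB_G0291752; chromosome 6, 688164 to 692478) had 55.2 ± 1.74 TPM (SD, n = 2) in vegetative cells, 39.0 ± 8.37 TPM in migrating cells, 9.26 ± 3.22 TPM in early aggregates and 6.87 ± 1.08 TPM in late aggregates. The difference between the stages had an adjusted p of 2.02e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the log2 fold change from 0 h to 8 h was -2.88 (standard error 0.21). The gene smc3 (DDB_G0276101; chromosome 2, 6321257 to 6325878) had 58.1 ± 7.76 TPM in vegetative cells, 35.7 ± 12.9 TPM in migrating cells, 12.5 ± 0.928 TPM in early aggregates and 15.3 ± 1.67 TPM in late aggregates (adjusted p = 9.77e-08 in the same test of edgeR), with a log2 fold change of -1.81 from 0 h to 8 h. Among all genes with a position, smc1 ranked at the 64.8 percentile of TPM in vegetative cells and the 44.1 percentile in late aggregates, and smc3 at the 65.7 and 52.7 percentiles. The beta-tubulin gene tubB (DDB_G0269196) had 695 ± 65.2 TPM (SD, n = 2) in vegetative cells and 658 ± 10.6 TPM in late aggregates, and its log2 fold change of 0.03 (adjusted p = 0.843 in edgeR's test) was -0.25 with counts corrected for duplicate removal, a setting chosen after the data were seen. It was not constant across the stages, with 907 ± 49.7 TPM (SD, n = 2) in migrating cells and an adjusted p of 0.00861 in edgeR's test of any difference.

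**Figure D2:**
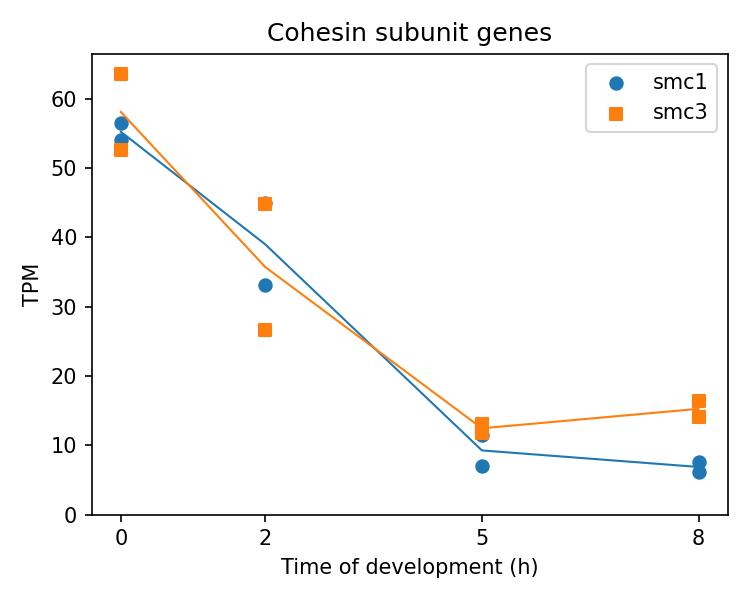
TPM of smc1 and smc3 (vertical axis, starting at 0) against time of development in hours (horizontal axis). Points are the 8 libraries, 2 per stage, and lines join the stage means (some points of the genes overlap), which go from 55.2 TPM at 0 h to 6.87 TPM at 8 h for smc1 and from 58.1 to 15.3 TPM for smc3.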

Key subunits of the cohesin complex are present in Dicty and are expressed at comparable high levels in all studied development stages (Supplementary Table S8). Previous studies have observed the accumulation of cohesin at the convergent genes in yeast (34,101) and looping between convergent genes in CTCF-WAPL DKO (double-knockout) cells of mammals (37). To study whether transcription at CGPs can shape the chromatin looping, we first focused on the subset of CGPs with both genes having high expression (‘high-high CGP’, HH-CGP, TPM > 8 for both genes). On averaged Hi-C maps, HH-CGPs form contact domains with boundaries at the gene promoters (Figure 7A) and establish stripes of interactions (100,102) in both upstream and downstream directions (Figure 7B). This is not the case for the pairs of weakly expressed or silent convergent genes and DGPs (regardless of their expression level) that do not tend to form contact domains and stripes (Supplementary Figure S6).

**Figure 7.**
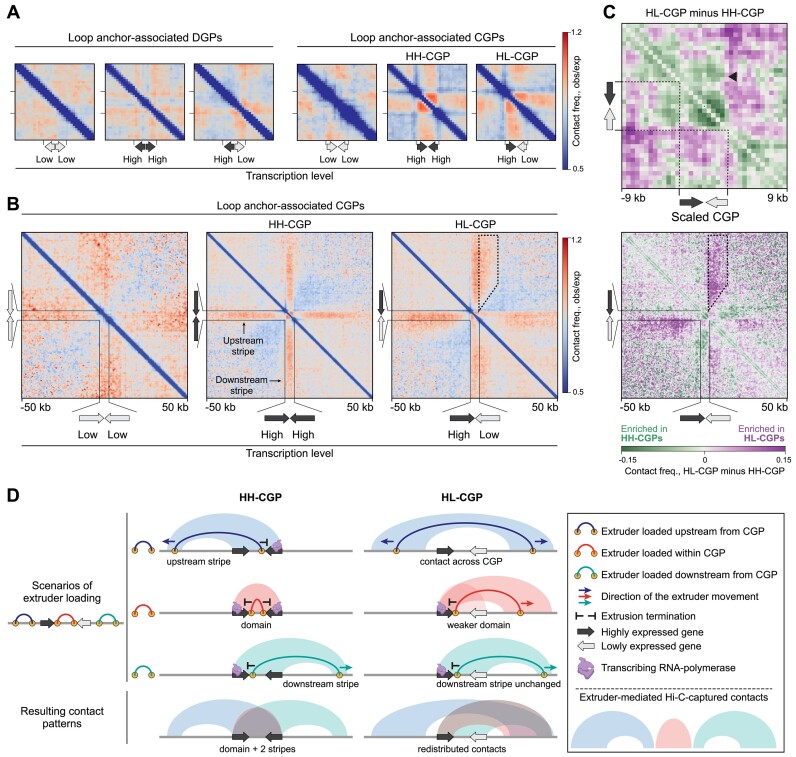
Convergent gene pairs shape chromatin interactions. (**A**) Averaged Hi-C maps centered at convergent and DGPs with different levels of transcription. These pictures show the contact patterns within a gene pair and in its immediate vicinity. (**B**) Averaged Hi-C maps centered at convergent gene pairs with different levels of transcription (genes transcribed at high and low levels are highlighted with dark gray and light gray, respectively). The area where contacts are enriched in HL-CGP is demarcated with a dashed line. (**C**) Subtraction of averaged Hi-C maps of scaled CGPs. The black triangle in the upper panel shows decreased contacts between the weakly expressed 3′-gene and regions upstream of the CGP. In the bottom panel, the area where contacts are enriched in HL-CGP is demarcated with a dashed line. (**D**) Schematic representation of contact patterns generated by interactions between extruders and RNA-polymerases at CGPs. All analyses utilize loops from the vegetative cells.

We then assessed the impact of imbalanced transcription in CGPs and considered pairs where one gene is highly transcribed, and the other is lowly transcribed (‘high-low CGPs’, HL-CGPs). We averaged the Hi-C maps around HL-CGPs with a highly transcribed gene always placed at the left, and a lowly transcribed one at the right. This revealed a partial and, most importantly, one-sided degradation of the CGP contact domain with the loss of short-range contacts, specifically at the side of the lowly expressed gene (Figure 7C, upper panel). This suggests that the extruder bypasses the lowly gene boundary. In line with that, the lowly expressed gene loses contacts within the ∼50-kb vicinity upstream of HL-CGP (from the side of the highly transcribed gene; Figure 7C). We also observed an asymmetrical gain of contacts across HL-CGP, with the immediate ∼15-kb downstream flank of the HL-CGP increasing interactions with ∼50-kb region upstream of the HL-CGP (Figure 7C lower panel, dashed area).

All these observations could be explained in terms of interactions of the extruders loaded within and outside CGPs with transcribing RNA-polymerase. Extruders, halted within CGPs, compact it into a self-interacting domain (Figure 7D, HH-CGP, upper middle line). Extruders, entrapped at CGPs from one side, and continuing uni-directional extrusion from another side (and thus moving away from the CGP) produce stripes (Figure 7D, HH-CGP, uppermost and lowermost lines). Redistribution of contacts across HL-CGP might be caused by the weak barrier activity of the lowly transcribed gene for the extruders coming from the loci upstream of the CGP. These extruders successfully pass the CGP, thus weakening the contact domain at CGPs and mediating gain of contacts between the CGP flanks (Figure 7B, HL-CGP).

Thus, we propose a scenario where CGPs shape chromatin looping by an interplay between extrusion and transcription. In the Hi-C map, this is manifested in the formation of contact domains and stripes at short and long genomic ranges, respectively.

### An interplay between extrusion and transcription at Dicty loop anchors

To get further confirmation on our hypothesis that the chromatin looping in Dicty can be explained by an interplay between loop extrusion and convergent gene transcription polymer simulations were performed (Figure 8A). Chromatin is represented as a standard bead-spring model of a polymer chain, with an extruder loading at an arbitrary monomer. The extruder contains two *molecular motors*, each of them reels in DNA and stalls independently, resulting in two-sided loop extrusion (103) (see Supplementary Methods for more details and (104) for a comprehensive review). We assumed that either another cohesin or transcribing polymerase acts as a barrier to the moving extruder. Additionally, we assumed that the transcribing polymerase can push the extruder co-directionally with its movement.

**Figure 8.**
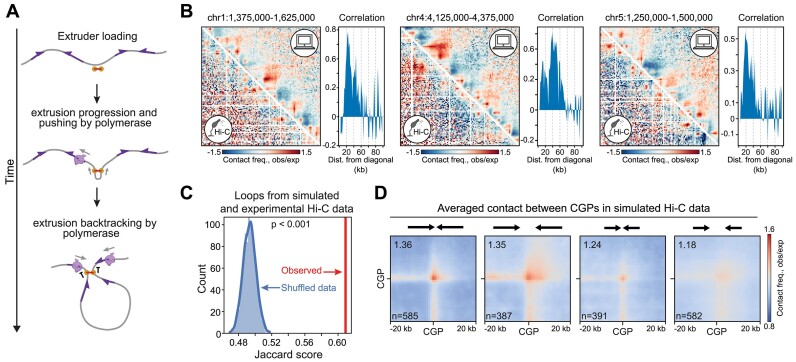
Simulations of Dicty chromatin folding based on interplay between extrusion and transcription. (**A**) Schematic of extrusion progression and termination at CGPs as a result of collision with transcribing RNA-polymerase. (**B**) Representative examples of simulated Hi-C data (upper map) in comparison with experimental Hi-C data (bottom map). Distributions of the Pearson correlation coefficient averaged over different genomic distances are shown to the right of the maps. (**C**) Jaccard score for the loops (taken as intervals) in simulated and experimental Hi-C data. Permutation test *P*-value is shown. (**D**) Averaged contacts between loop anchor-associated CGPs in simulated Hi-C data (compare with Figure 5F which demonstrates averaged contacts between CGPs in experimental Hi-C data). Schematic representation of CGP composition and the numbers of CGPs and are shown above and below the heatmaps, respectively.

To define the parameters of transcription and extrusion the following observations were taken into consideration. First, the RNA polymerase speed has been previously assessed for Dicty to be 1.3 kb/min (105), similar to that of *Drosophila* (∼1 kb/min) (106) and mammals (1.25–3.5 kb/min) (107), but faster than that of the yeast RNA polymerase (∼0.8 kb/min) (108). Second, using yeast data on the RNA polymerase density (109), we have assumed that there is approximately one RNA polymerase molecule per 17.4 kb of the genome with the expected average gene initiation rate of 0.115 (see Supplementary Methods, Supplementary Figure S10 and Supplementary Table S9). Finally, we have varied the extrusion speed, as some studies suggest that it is slower than the speed of transcribing RNA polymerase (110), whereas other papers claim that extruders move significantly faster (33).

We used these estimates as a starting point for the parameter sweep. First, we performed preliminary optimization (Supplementary Table S10) of the transcription initiation rate and the extruder/polymerase speed ratio in a model polymer containing four CGPs. This optimization was done to minimize the difference of loop strength between simulated and observed data. We used the median strength of contacts between neighboring CGPs in the Hi-C data for vegetative cells as a target value, and measured the loop strength between CGPs in the model polymer to determine suitable parameter windows (Supplementary Figure S7A). Relatively narrow ranges of both the transcription initiation rate and the extruder/polymerase speed ratio appear to be optimal: the extruder/polymerase speed ratio being equal to 0.05–0.1 and the transcription initiation rate being equal to 0.05–0.1 (Supplementary Figure S7B). The latter is close to *in vivo* measurements in Dicty (109).

Next, we performed local optimization of parameters (Supplementary Table S11) using a random genomic locus and the Pearson’s correlation between simulated and experimental region on Hi-C maps as a measure of simulation performance. With this metric, we found that the following set of parameters appear to be optimal: contact radius is 1.0–1.2 at the transcription initiation rate of 0.05 (Supplementary Figure S7C, left panel), while the extruder/polymerase speed ratio is 0.1 (Supplementary Figure S7C, right panel). Both sets of parameters indicated that the extruder processivity is 30 kb, which is close to the average loop size in Dicty (Figure 2B), but quite low compared to the 100–1000 kb extruder processivity in yeast and mammals (100,103,111).

Finally, we proceeded to whole-genome simulations and confirmed that the extruder processivity of 30 kb (Supplementary Table S12 and Supplementary Figure S8A) and the extruder/polymerase speed ratio of 0.1 (Supplementary Figure S8B) resulted in a higher overall correlation between the experimental and simulated data. At the same time, we observed a substantial variability in the quality of predictions between individual loci (Supplementary Figure S8C and D). Notably, the extruder/polymerase speed ratio of 0.1 corresponds to the absolute extrusion speed of 40 bp/s. This is substantially slower than the proposed speed for other species, but close to the estimate of the extrusion speed of 100 bp/s obtained from the estimations of extruder lifetime and the time of chromatin attachment (110).

The resulting simulations demonstrate close similarity to the experimental Hi-C data (Figure 8B), confirming our hypothesis of loop extrusion playing a major role in the organization of chromatin in Dicty through an interplay with transcribing polymerases. To test whether loop patterns are generally reproduced in simulations genome-wide, we called loops on a simulated Hi-C map using Сhromosight tool (50) with the same parameters as for the experimental data, which resulted with 1453 loops. The Jaccard index for two loop sets is 0.61, which is significantly higher than for random regions (Figure 8C, *P* < 0.001, permutation test). To further check the consistency between simulations and experimental data, we plotted the average loop between CGPs from Figure 6F using the simulation data. The strongest contacts between the long-gene and short-spacer CGPs were reproduced in simulations (Figure 7D). We thus concluded that the Dicty genome loops could be explained by relatively slow extruders with low processivity—most likely cohesins—terminating at convergent pairs of highly transcribed genes.

A key characteristic of simulated maps is that loops tend to appear consecutively rather than hierarchically, consistent with observations from real Hi-C maps. This similarity between simulations and experimental data allowed us to examine the statistical properties of loops beyond simple interaction enrichment in Hi-C. We started with the analysis of the frequency of loops between neighboring CGPs, finding that neighboring CGPs spend ∼20% of time in a close spatial proximity state, whereas CGPs separated by an intervening CGP interact only ∼2% of the time (see Materials and Methods). This frequent interaction among neighboring CGPs suggests a potential link to regulatory events between them, in contrast to the relative rarity of such events between more distantly separated CGPs. This estimate also allowed us to assess the heterogeneity of CGP loops across the cell population, showing that a specific loop between neighboring CGPs is present in ∼20% of cells at any given time, with an average loop event occurring every ∼10 s per cell. These findings imply that over the first 8 h of Dicty development, ∼3000 looping events take place, potentially enabling loop-dependent gene regulation.

### Potentially decreased ATPase activity of Dicty cohesin

To understand the possible reasons for low extrusion speed and processivity of Dicty cohesin, we performed a comparative analysis of amino acid composition of Dicty cohesin subunits with orthologs from 18 species selected based on iTOL eumetazoa branches using protein sequences from the UniProt database (Supplementary Figure S9A and B). ATP binding is required for cohesin loading onto DNA (112), and ATP hydrolysis is required for the extrusion progression (104). We hypothesized that the low extrusion speed and/or processivity could be caused by the less efficient ATP binding and/or hydrolysis. Thus, we focused research on the SMC3 and SMC1 subunits, as they form a heterodimeric ATP-binding cassette (ABC) with two ATPase sites within the cohesin’s head, each comprising the Walker A and Walker B motifs, D-loop and Signature motif (Figure 9A).

**Figure 9.**
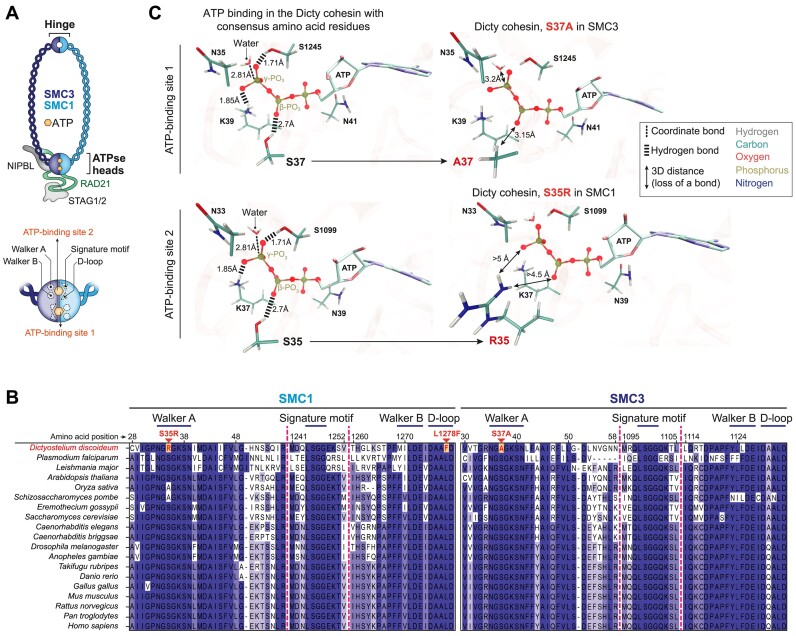
Molecular modeling of ATP binding in ATPase heads of the Dicty cohesin. (**A**) General schematic of the cohesin complex structure. Positions of ATP-binding motifs in ATPase heads are shown. (**B**) Alignments of amino acid sequences of SMC1 and SMC3 orthologs from different organisms. Substitutions in Dicty cohesin are shown in red. Dashed magenta lines show the positions of skipped parts of the alignment. Amino acid positions are shown according to Dicty SMC1 and SMC3. (**C**) Effects of amino acid substitutions in Walker A motifs on ATP binding. Left panels: ATP binding by Walker A motifs in the Dicty cohesin with consensus serine residues in positions 35 (in SMC1) and 37 (SMC3) in the Walker A motif. In sites 1 and 2, ATP is coordinated by the Walker A motif residues from SMC1 and SMC3, respectively. Only bonds affected by the S35R and S37A substitutions are shown. Right panels: consensus S35 and S37 are respectively replaced with arginine (R35) and alanine (A37) residues, originally present in the Dicty cohesin. K37 and K39 are the lysine residues in the Walker A motif of the SMC1 and SMC3 subunits, respectively. γ-PO_3_ and β-PO_3_ -γ- and β-phosphate group in ATP.

As expected (113), protein sequence alignment using MUSCLE revealed a high overall conservation of the ABC-like ATPase domains among the selected organisms (Figure 9B). However, we observed several amino acid substitutions in Dicty SMC3 and SMC1 orthologs, namely S37A (SMC3); S35R and L1278F (SMC1), that distinguish them from all other organisms from the list. Notably, the K38A substitution in human SMC3 has been shown to significantly impair cohesin ATPase activity and DNA binding (102). In Dicty SMC3, K38A corresponds to K39, which is in proximity to Dicty-specific A37. Additionally, L1278F in Dicty SMC1 corresponds to the L1166N substitution in *Schizosaccharomyces pombe* SMC1 that leads to altered ATPase activity (114).

To further test the effects of these substitutions on ATP binding and hydrolysis, we estimated the induced changes in nucleotide binding energy ($\Delta \Delta {G_{{\rm bind}}}$) (Supplementary Figure S9C) and the conformational mobility. Our analysis revealed that the S37A substitution in the SMC3 Walker A domain and the S35R substitution in the SMC1 Walker A domain destabilize ATP binding (Figure 9C). Specifically, S37A increases $\Delta {G_{{\rm bind}}}$ by 0.8 ± 0.2 kcal/mol (which is equivalent to 1.3 kT) due to the loss of a long hydrogen bond (2.70 Å) between the serine hydroxyl group and one of the β-phosphate oxygens. However, it does not significantly disturb the conformational dynamics of ATP in its binding site.

S35R substitution in the SMC1 Walker A domain affects the serine residue, homologous to S37 in the SMC3, and is responsible for maintaining β-phosphate as well. Due to its relatively large side chain and positive charge, arginine experiences strong repulsion from nearby residues (especially from K37 and N33, see Figure 9C) and turned out to be unable to form a stable short hydrogen bond with the γ- or β-phosphate oxygens. This leads to an increase in $\Delta {G_{{\rm bind}}}$ by 1.3 ± 0.3 kcal/mol (which is equivalent to 2.2 kT). Two remaining substitutions, L1278F and V1270I, showed no significant impact on ATP binding and hydrolysis efficacy, even in a cooperative manner. Taken together, these observations suggest that Dicty cohesin might have a low extrusion speed and/or low processivity, inline with our conclusions from polymer simulations.

## Discussion

Our findings suggest that Dicty chromatin is predominantly organized into consecutive, non-hierarchical loops, whose interior is only weakly insulated from the adjacent loci (Figure 2). Loop anchors are sites of convergent gene orientation (Figure 4E), which partition chromosomes into transcription-facilitating neighborhoods. Genes, located within the same loop, have similar expression trajectories (Figure 3B) during development and are often functionally-related (Figure 3D), suggesting that at least some loops may constitute functional domains of the Dicty genome. To our knowledge, this is the first report on the relationships between genome partitioning into functional domains and chromatin looping in lower eukaryotes. In this regard, Dicty genome represents an intermediate between yeasts where chromatin loops do not demarcate chromosomes into functional units, and higher eukaryotes where boundaries of TADs and loops frequently coincide with boundaries of epigenetic domains and areas of enhancer action. It is tempting to speculate that the partitioning of Dicty chromosomes into structural–functional blocks is related to the fact that, under certain conditions, this unicellular amoeba can form a multicellular fruit body.

Based on the experimental data and the results of polymer simulations, we propose that loop anchors are established by an interplay between transcription and extrusion at CGPs. The role of RNA polymerase in distant contacts is not fully understood as some observations indicate that RNA polymerase is crucial for enhancer–promoter contacts (90), whereas others report only modest impact on chromatin folding (115). RNA polymerases have been suggested to act as moving barriers for the cohesin- and condensin-driven extrusion (33,37). The question is: how oncoming and co-directional transcription (relative to the extrusion direction) contributes to the CGP barrier activity (Figure 7C)? In this respect, the important observation is that HH-CGPs located in loop anchors form contact stripes (Figure 7B and D). This suggests that such gene pairs constitute a barrier for extruders coming from the outside from both directions, and, hence, they mediate loop formation. We suppose that sites of convergent transcription could represent an ancient type of extrusion barriers that originated in evolution before the appearance of sequence-specific cohesin-interacting ‘architectural’ proteins such as CTCF in vertebrates.

Comparison of HH-CGPs with HL-CGPs revealed the loss of stripe selectively at the side of the weakly transcribed gene (right gene in Figure 7C), suggesting that stripes are formed by head-to-tail collisions of extruder and RNA polymerase. The increased contact frequency between loci located immediately downstream from the weakly transcribed gene and regions upstream of the HL-CGP (Figure 7C, upper panel, and Figure 7D) implies, that extruders coming from the upstream pass HL-CGPs more efficiently, if compared to HH-CGPs, because they do not face oncoming transcription of the right gene. At the same time, insulation at HL-CGPs is generally preserved, indicating that active transcription of the left gene (which is oncoming for extruders moving from the downstream direction) constitutes an effective barrier for the extrusion. In this regard, CGP may be described as a diode barrier for the extruder complexes. The directional barrier arises due to the difference in transcription levels of the genes that make up the convergent pair, which ensures effective extruder passage primarily from the side of the highly transcribed gene, possibly because co-directional transcription can be a less effective barrier than oncoming one (33).

Interestingly, the extruders passing through HL-CGP from the upstream loci (that is, from the side of the highly transcribed gene) mediate an increase of contact probability over a relatively small range of genomic distances (5–10 kb, dashed area in Figure 7C lower panel). This further confirms low processivity of the Dicty cohesin, which is in agreement with the results of polymer simulations. Moreover, the molecular dynamics simulation demonstrates that several amino acid substitutions that distinguish the Dicty cohesin ABC-like ATPse domains from these domains of other cohesins may decrease the rate of ATP hydrolysis. This would affect the extrusion parameters, probably decreasing its speed and/or processivity, and reduce the probability of passing through the barriers such as single RNA polymerase molecules (33). Low cohesin processivity may also deplete intra-loop interactions, thus preventing folding of a loop into a contact domain (Figure 2D), and contribute to the absence of loop hierarchy. In mammals, the increase in cohesin processivity upon depletion of the release factor WAPL results in a more hierarchical loop profile (116). Also, the absence of loop hierarchy in Hi-C maps suggests that only a subset of loops is formed at a time in each individual Dicty cell, further pointing to low efficiency of the extrusion process.

Why do neither active DGPs nor stand-alone highly transcribed genes act as barriers for the extrusion? One possibility is that not only transcription *per se*, but some other factors contribute to the cohesin stalling. A crucial difference between CGPs and DGPs is the type of supercoiling generated by elongating RNA polymerases: CGPs and DGPs accumulate positive and negative supercoils, respectively (117). A number of observations indicate that supercoiling is tightly linked to the activity of SMC complexes. It has been recently shown that two other SMC-complexes—condensin (118) and Smc5/6 (119) from budding yeast—bind the tips of supercoiled DNA plectonemes and start extrusion. In yeast, CGPs with short intergenic spacers accumulate high levels of positive supercoiling (120). The yeast cohesin is also reported to preferentially compact positively supercoiled DNA (121). Besides facilitating SMC-complex binding, supercoiling may potentially act as a barrier for the extrusion (122). Since loops in the Dicty chromatin are predominantly formed between CGPs of long, highly expressed genes with short spacers (Figure 9C), we suppose that positive supercoiling generated within these CGPs may contribute to the termination of extrusion. Further, supercoils *per se* can compact chromatin, and it has been proposed as a mechanism of the contact-domain formation in the dinoflagellate genome (92). Since we observed that loop anchor-associated CGPs are organized into contact domains whose structure depends on transcription level of both genes in a pair (Figure 7A and D), it is tempting to assume that Dicty cohesin complexes loaded at supercoiled regions (most probably, at intergenic spacers) within the CGP collide with RNA-polymerases. This results in CGP compaction into the contact domain by halted extruders.

Finally, we should note that while we propose cohesin-driven extrusion as a mechanism of loop formation in the Dicty chromatin, we cannot rule out the contribution of other SMC complexes.

## Supplementary Material

gkaf006_Supplemental_Files

## Data Availability

Raw sequencing reads for Hi-C and RNA-seq libraries, along with processed Hi-C maps in *mcool* format, loops in *bedpe* format, TPM-normalized RNA-seq genome-wide signal in *bigwig* format and read count matrix, generated in this study, are available as a GEO SuperSeries under accession number GSE247397 (https://www.ncbi.nlm.nih.gov/geo/). The analysis code used to produce and analyze data has been made publicly available at Zenodo: https://doi.org/10.5281/zenodo.14188222.

# Supplementary material for: Convergent pairs of highly transcribed genes restrict chromatin looping in Dictyostelium discoideum
**Source:** Nucleic Acids Res. 2025 Jan 22;53(2):gkaf006. doi: 10.1093/nar/gkaf006
**Supplement:** gkaf006_Supplemental_Files

**SUPPLEMENTARY MATERIALS**

**Supplementary Table S1.** Sequencing statistics of Hi-C libraries.

**Supplementary Table S2.** Las-loops identified in the vegetative (A) and late aggregation stages (B).

**Supplementary Table S3.** Loop coordinates in vegetative cells, migrating, and aggregating Dicty cells. The following parameters are listed: coordinates of the 2-kb genomic bin identified as the 5’-anchor (chrom1, start1, end1), coordinates of the 2-kb genomic bin identified as the 3’-anchor (chrom2, start2, end2), loop score (the same as the loop strength), loop type (elongated or regular), development stage.

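The table lists the counts of the 8 RNA-seq libraries by gene. Of its 17169 rows, 1999 were compared with the deposited counts, and 15992 of 15992 values were equal.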

**Supplementary Table S4.** Gene expression levels in vegetative, migrating, and aggregating Dicty cells, separately for replicates.

**Supplementary Table S5.** Loops containing genes with highly similar networks of gene ontology terms, as revealed by the best match average (BMA) analysis (BMA-loops). The following parameters are listed: loop coordinates (chrom, start, end), fold change over the random control, log10 of Mann-Whitney *p*-value, Kruskal-Wallis *p*-value; median BMA-value for all gene in loops, key GO terms.

**Supplementary Table S6.** Convergent (A) and divergent (B) gene pairs in the Dicty genome. The following parameters are listed for CGP: chrom, start, end of CGP; start and end of 5’-gene, start and end of 3’-gene, gene IDs, expression levels in TPM, length of genes, anchor group based on loop anchors intersection with CGP intergenic, log10 of intergenic length and sum gene length, group based on length both of the intergenic and gene length. The following parameters are listed for DGP: chrom, start, end of DGP; start and end of 5’-gene, start and end of 3’-gene, gene IDs, expression levels in TPM, intergenic length, expression group based on expression levels of both genes, anchor group based on loop anchors intersection with DGP intergenic,

**Supplementary Table S7.** Enhancer-like elements (ELEs) in the Dicty genome. Intergenic ELEs are designated by empty cell in the Gene ID column. The following parameters are listed: ELE coordinates (chrom, start, end), ID of the encompassing gene.

**Supplementary Table S8.** Dicty cohesin subunits: gene name, Dicty gene IDs, Uniprot ID, protein existence evidence from UniProt, and TPM-normalized transcription levels at four development stages. Median expression levels for all Dicty genes and beta-tubulin is also shown for comparison purpose.

**Supplementary Table S9.** Assessment of the RNA-polymerase density on Dicty chromatin and expected average initiation rate at TSS. Number of polymerases per kb of a gene is assumed based on yeast studies (1).

**Supplementary Table S10.** Preliminary optimization of parameters. The following parameters are listed: extruder processivity, extruder/polymerase speed ratio, transcription initiation rate, contact radius and loop strength.

**Supplementary Table S11.** Local optimization of parameters. The following parameters are listed: extruder processivity, extruder/polymerase speed ratio, transcription initiation rate, contact radius, average Pearson and Spearman correlations.

**Supplementary Table S12.** Whole-genome parameter optimization. The following parameters are listed: extruder processivity, extruder/polymerase speed ratio, transcription initiation rate, contact radius, region coordinates, average Pearson and Spearman correlations.

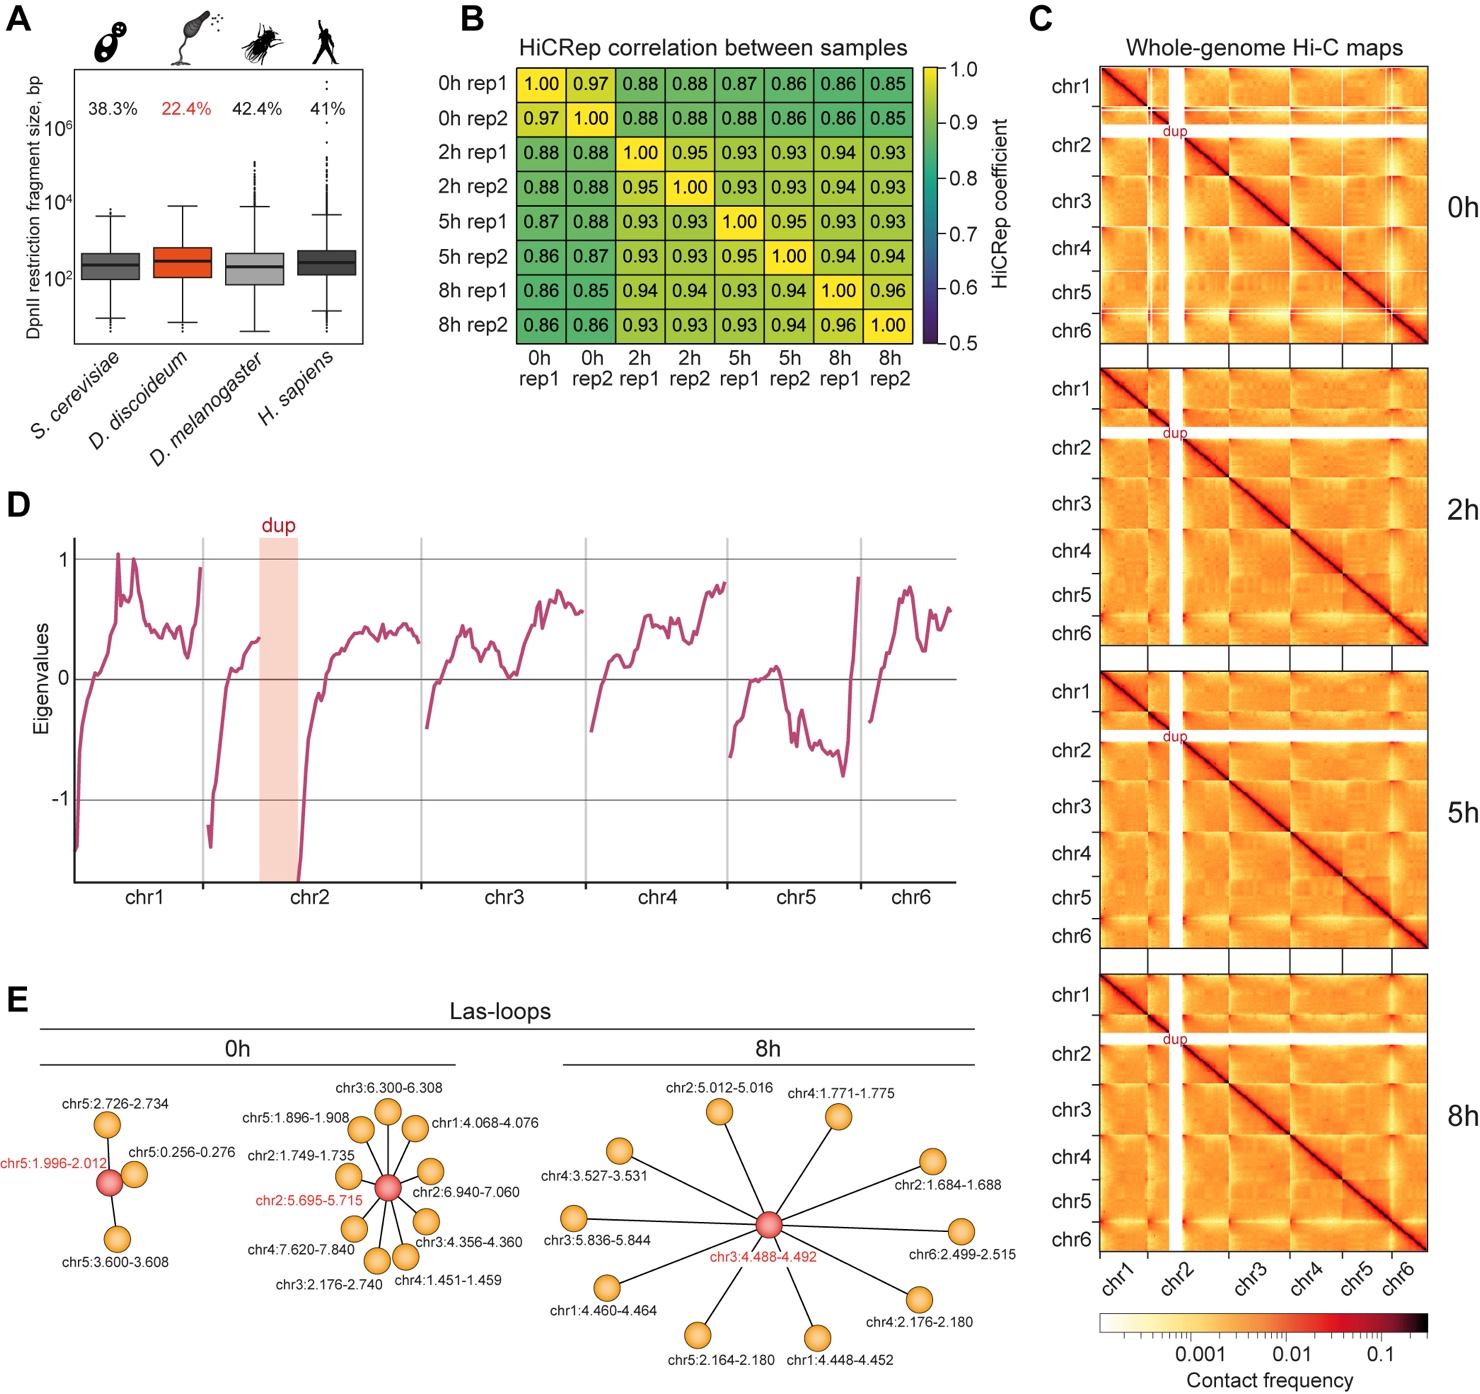

**Supplementary Figure S1.** (**A**) Size distribution of DpnII restriction fragments in *D. discoideum*, *S. cerevisiae*, *D. melanogaster*, and *H. sapiens* genomes. GC-content of the genome is shown above the boxplots. (**B**) Clustering of Hi-C replicates. (**C**) Whole-genome Hi-C maps at Dicty development stages. (**D**) Eigenvector profile across Dicty chromosomes. **e**, Network of las-loops identified in vegetative cells (0h) and late aggregates (8h).

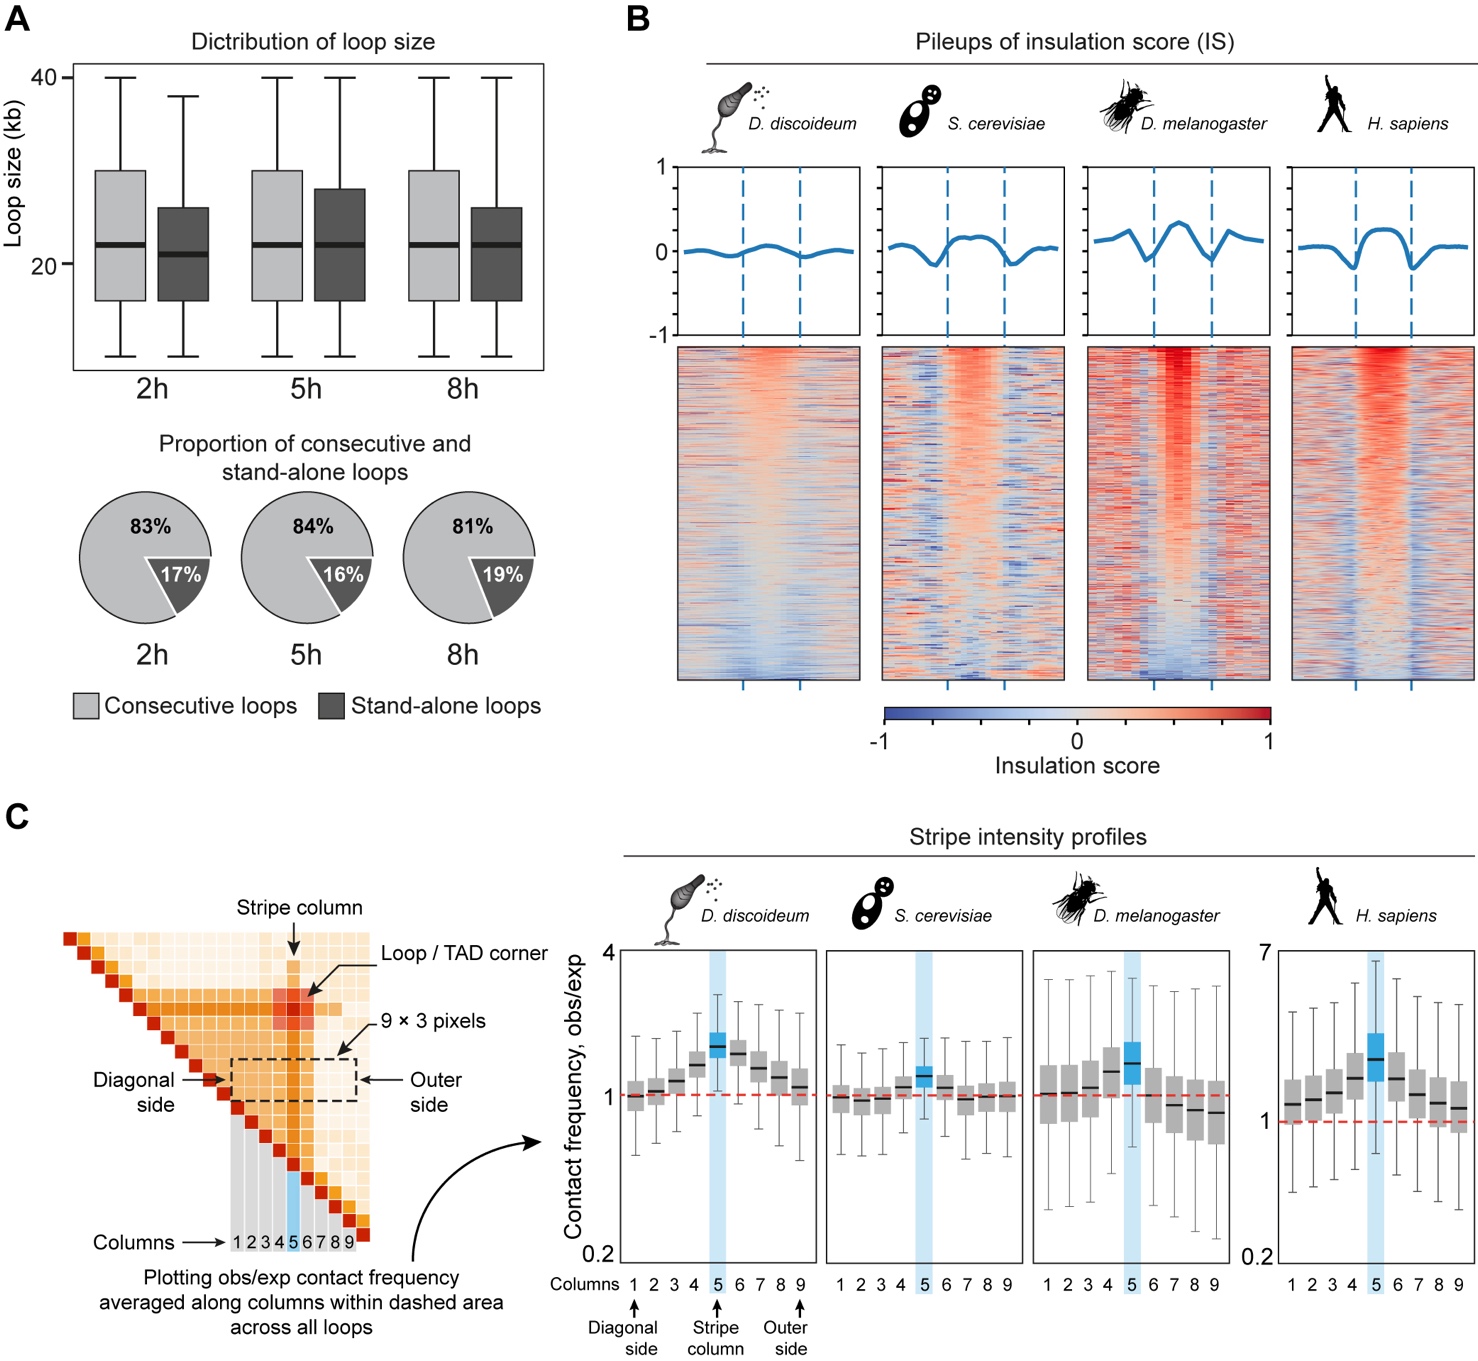

**Supplementary Figure S2.** (**A**) Size distribution (upper panel) and proportion (bottom panel) of consecutive and stand-alone loops. (**B**) Pileups of IS profiles (related to Figure 2D). Data source: *S. cerevisiae* - Micro-C XL in S-phase cells (51); *D. melanogaster* - Hi-C in spermatogonia (52); *H. sapiens* - Hi-C in GM12878 lymphoblastoid cells (53). (**C**) Schematic of stripe intensity quantification (left) and stripe intensity profiles derived from loops (Dicty, yeast, human cells) and TADs (Drosophila cells).

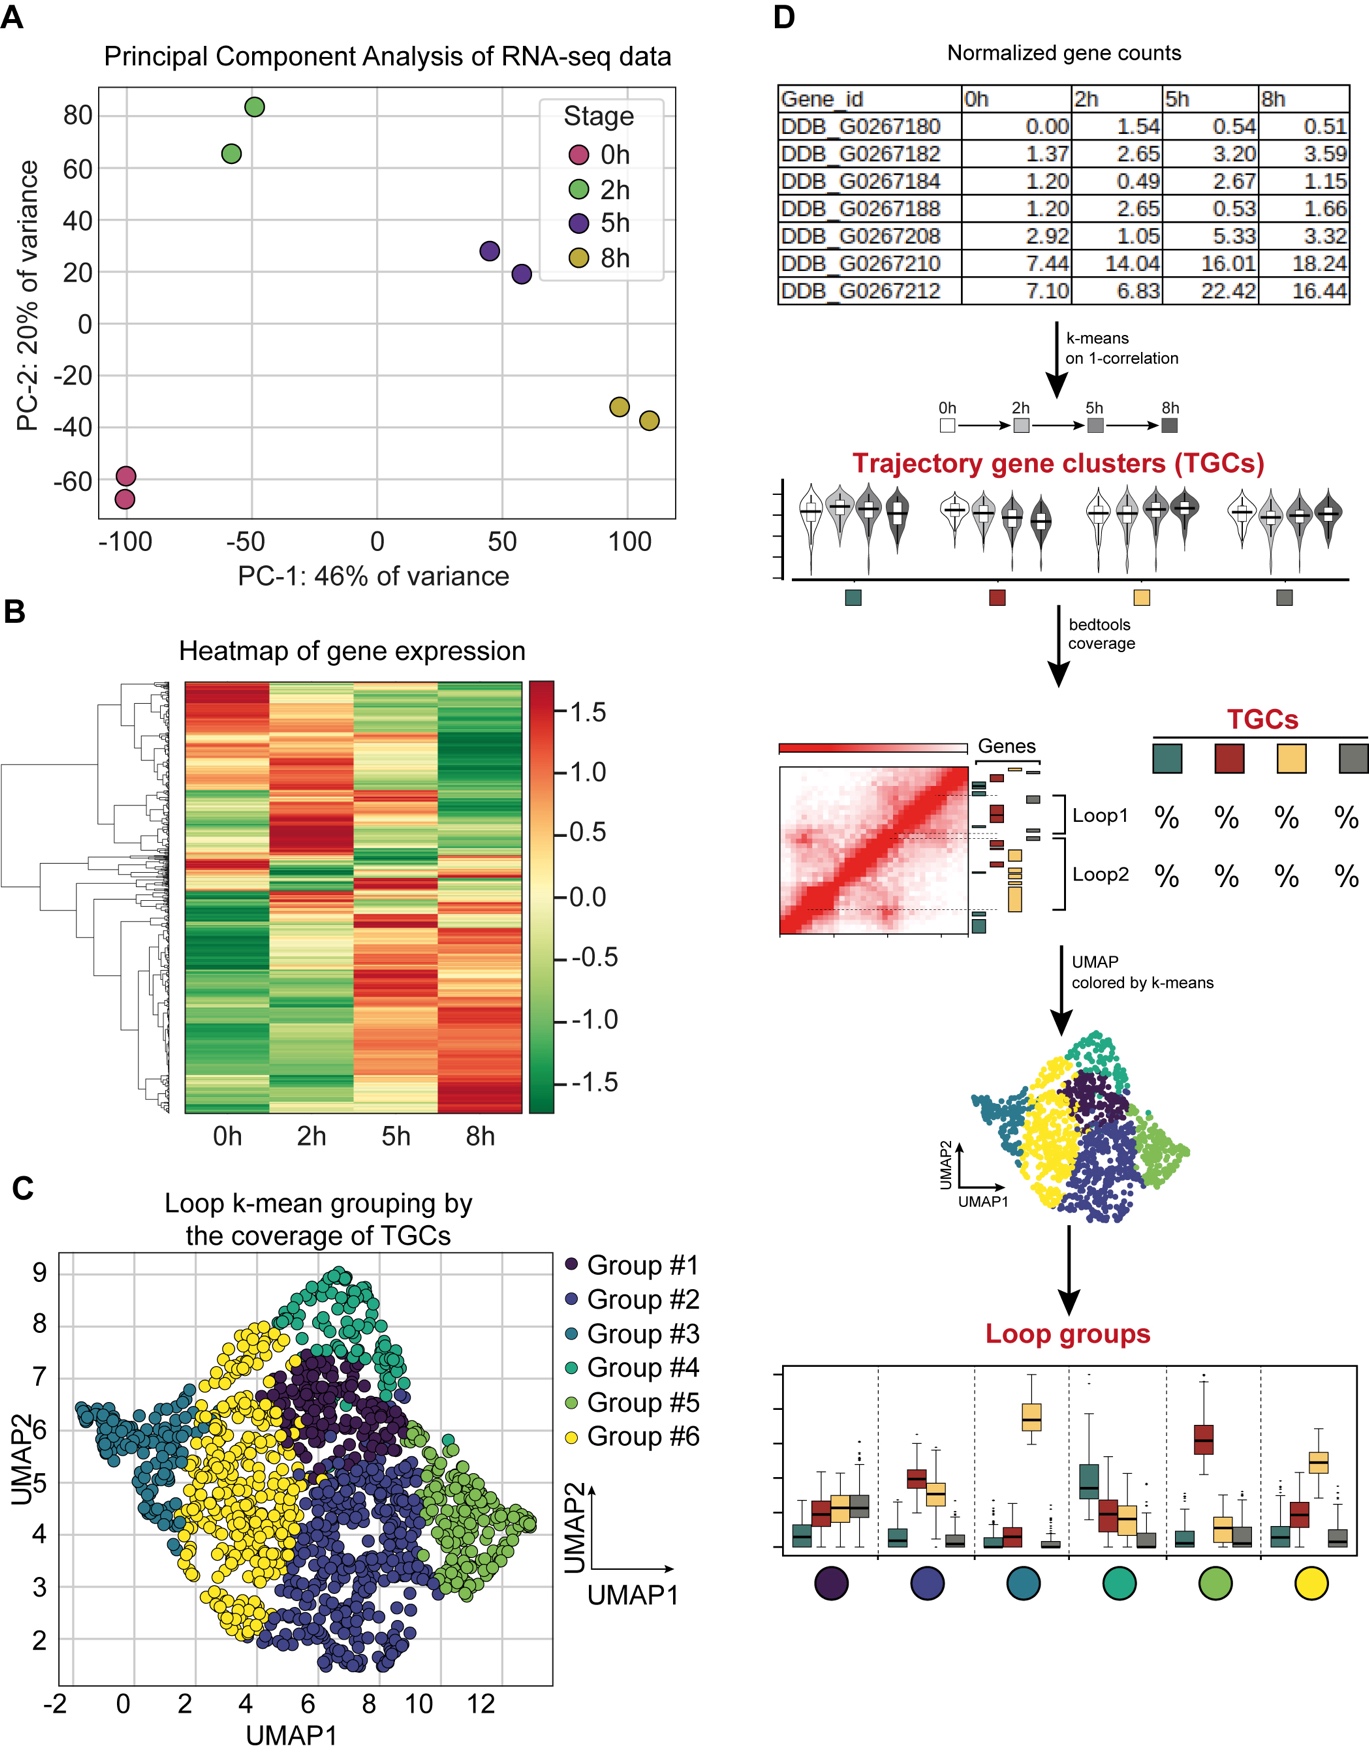

**Supplementary Figure S3.** (**A**) Clustering of RNA-seq replicates. (**B**) A heatmap of gene expression at Dicty development stages. One row represents one gene. Genes are ordered according to hierarchical clustering. (**C**) UMAP of loop k-means clustering according to the coverage of genes with the same developmental trajectories. (**D**) Schematic of the genes clustering into TGCs and grouping of loops by the TGC coverage.

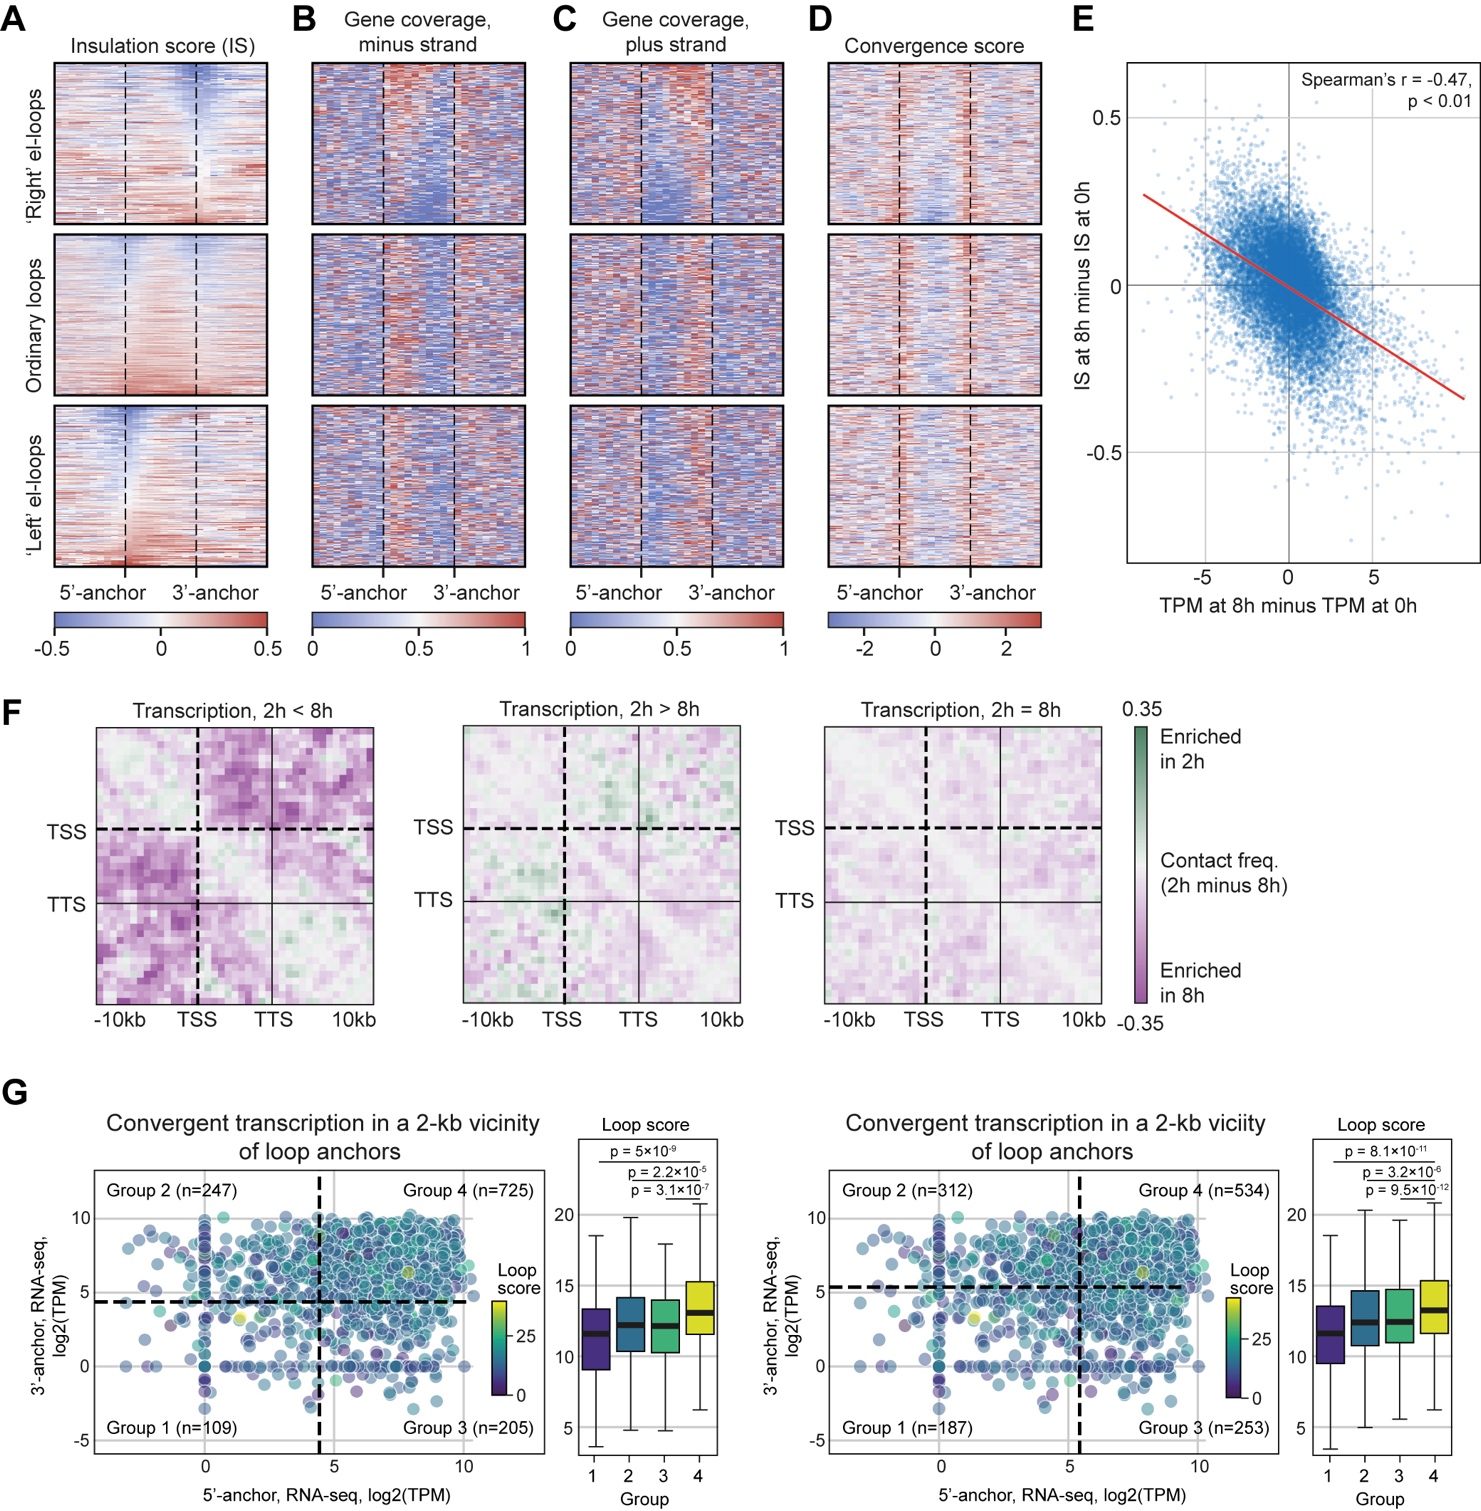

**Supplementary Figure S4.** (**A-D**) Pileups for Figures 4D-F. (**E**) Dependency between changes of insulation score (IS) and transcription in 2-kb bins in comparison between vegetative cells (0h) and late aggregates (8h). (**F**) Averaged Hi-C maps centered at genes downregulated (left panel) and upregulated (middle panel) at 2h stage compared to 8h stage, and at genes ubiquitously expressed at both stages (right panel). (**G**) Related to Figure 5A: the same picture, but groups of loops are defined by 25^th^ percentiles (left) and 35^h^ percentiles (dashed lines) of transcription level around loop anchors to demonstrate the robustness of the analysis.

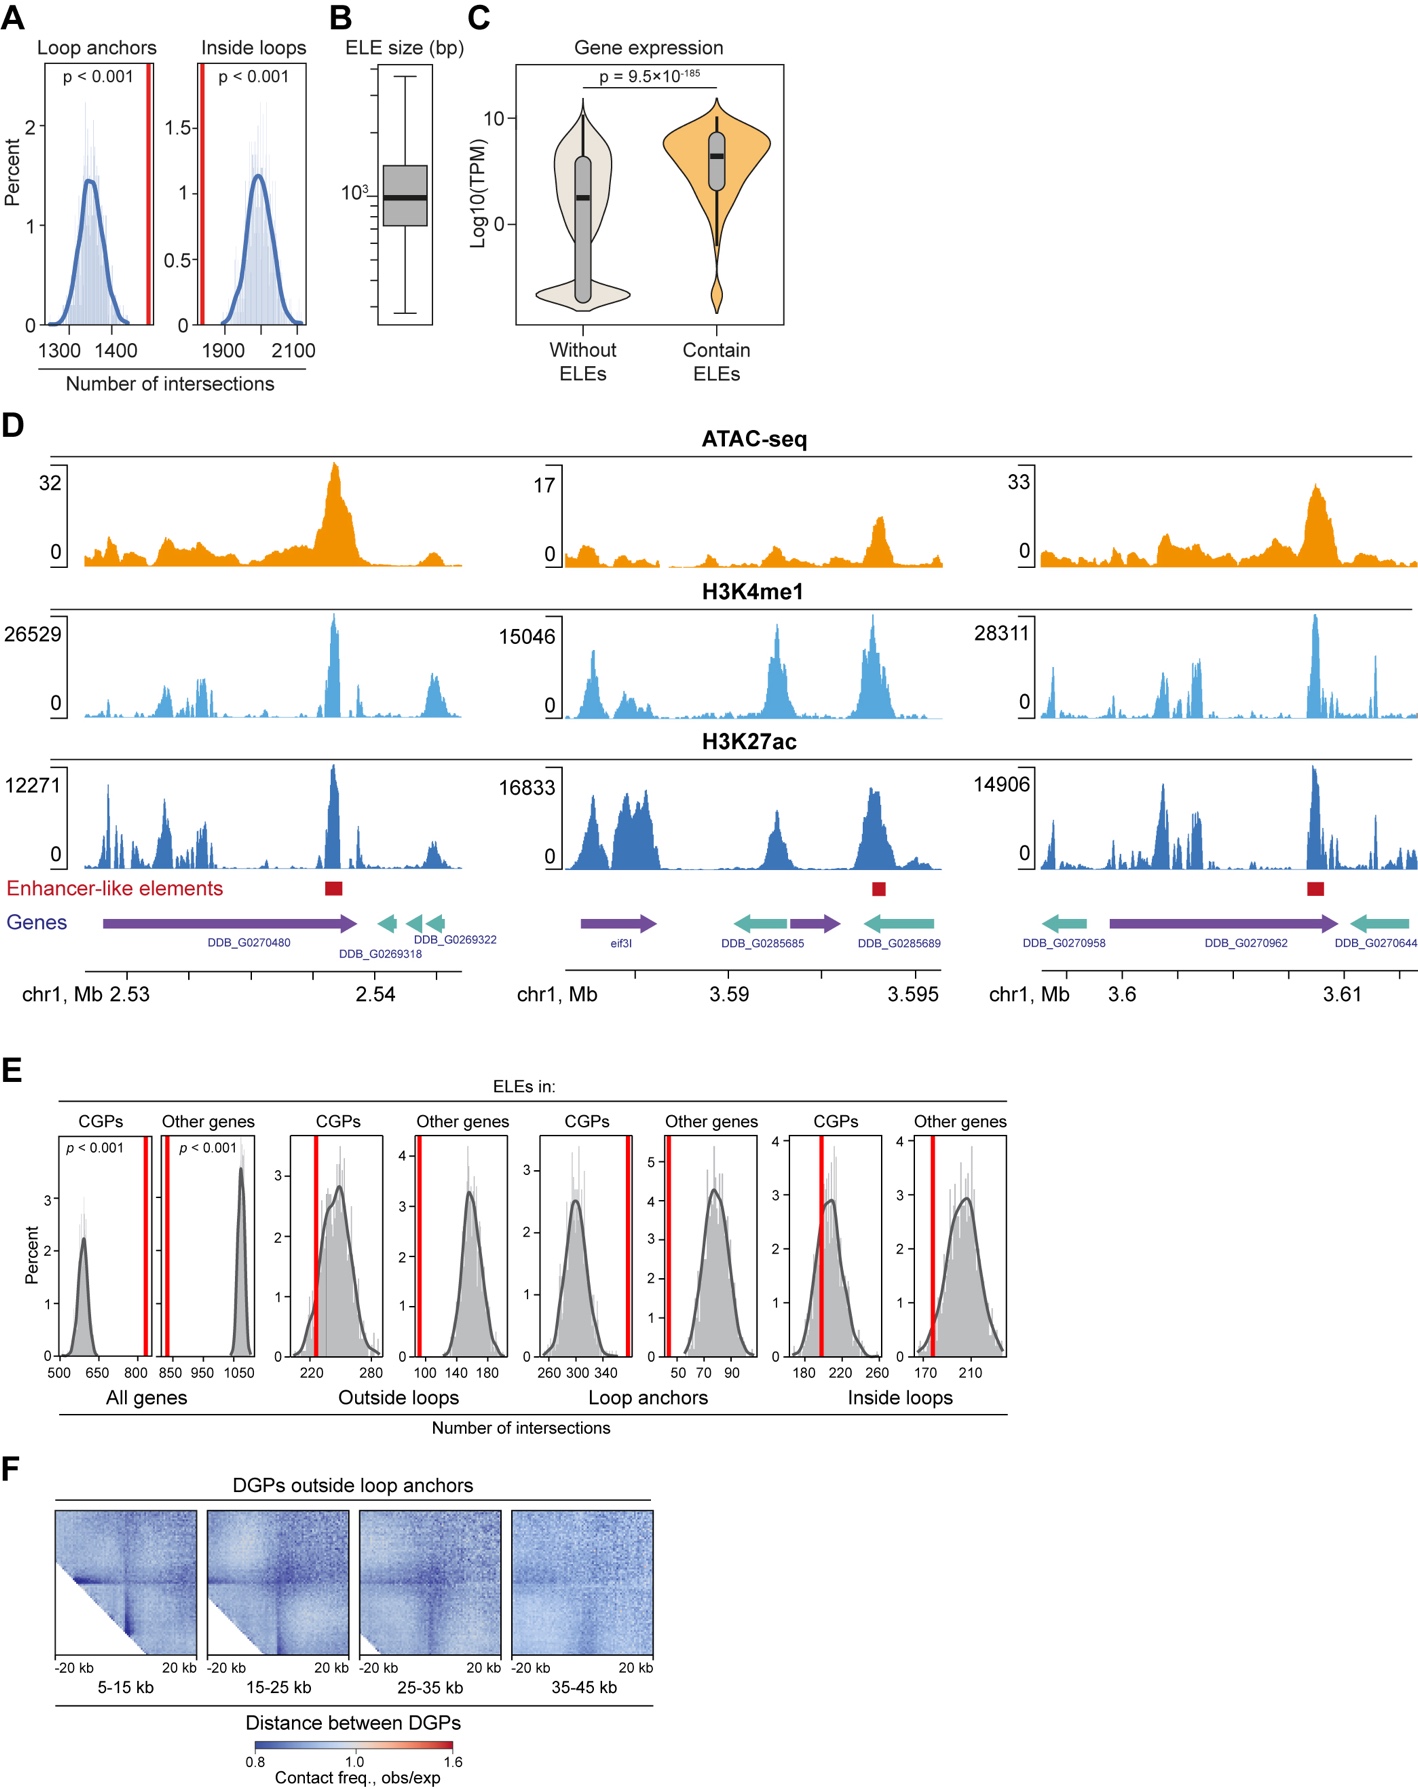

**Supplementary Figure S5.** (**A**) CGP enrichment at loop anchors and inside loops. (**B**) Size distribution of ELEs. (**C**) Distributions of expression level of genes which contain and do not contain ELEs. *p*-value in the MWU. (**D**) Representative examples of ELEs. H3K27ac, H3K4me1, ATAC-seq profiles and gene positions are shown. (**E**) Enrichment of ELEs in gene groups shown in Figure 5A. p-value in the permutation test. (**F**) Averaged interaction between DGPs separated by different genomic distances.

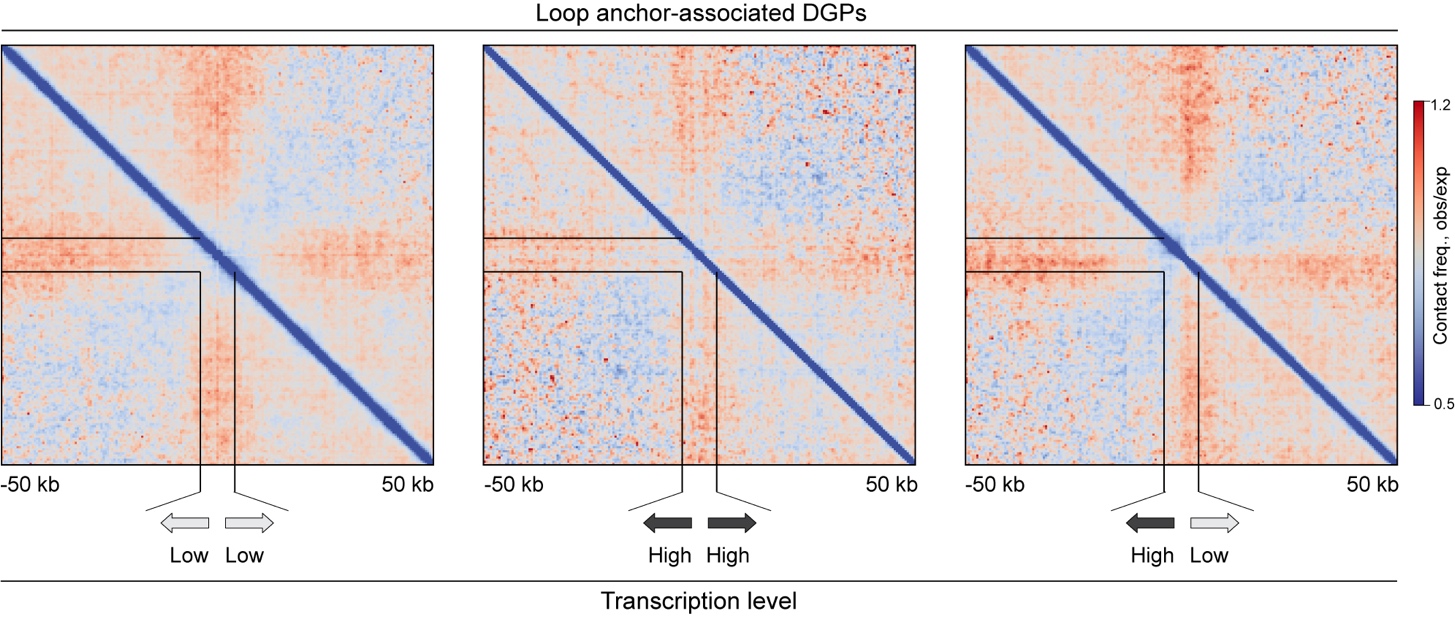

**Supplementary Figure S6.** Averaged Hi-C maps centered at divergent gene pairs (DGPs) with different levels of transcription (genes transcribed at high and low levels are highlighted with dark gray and light gray, respectively).

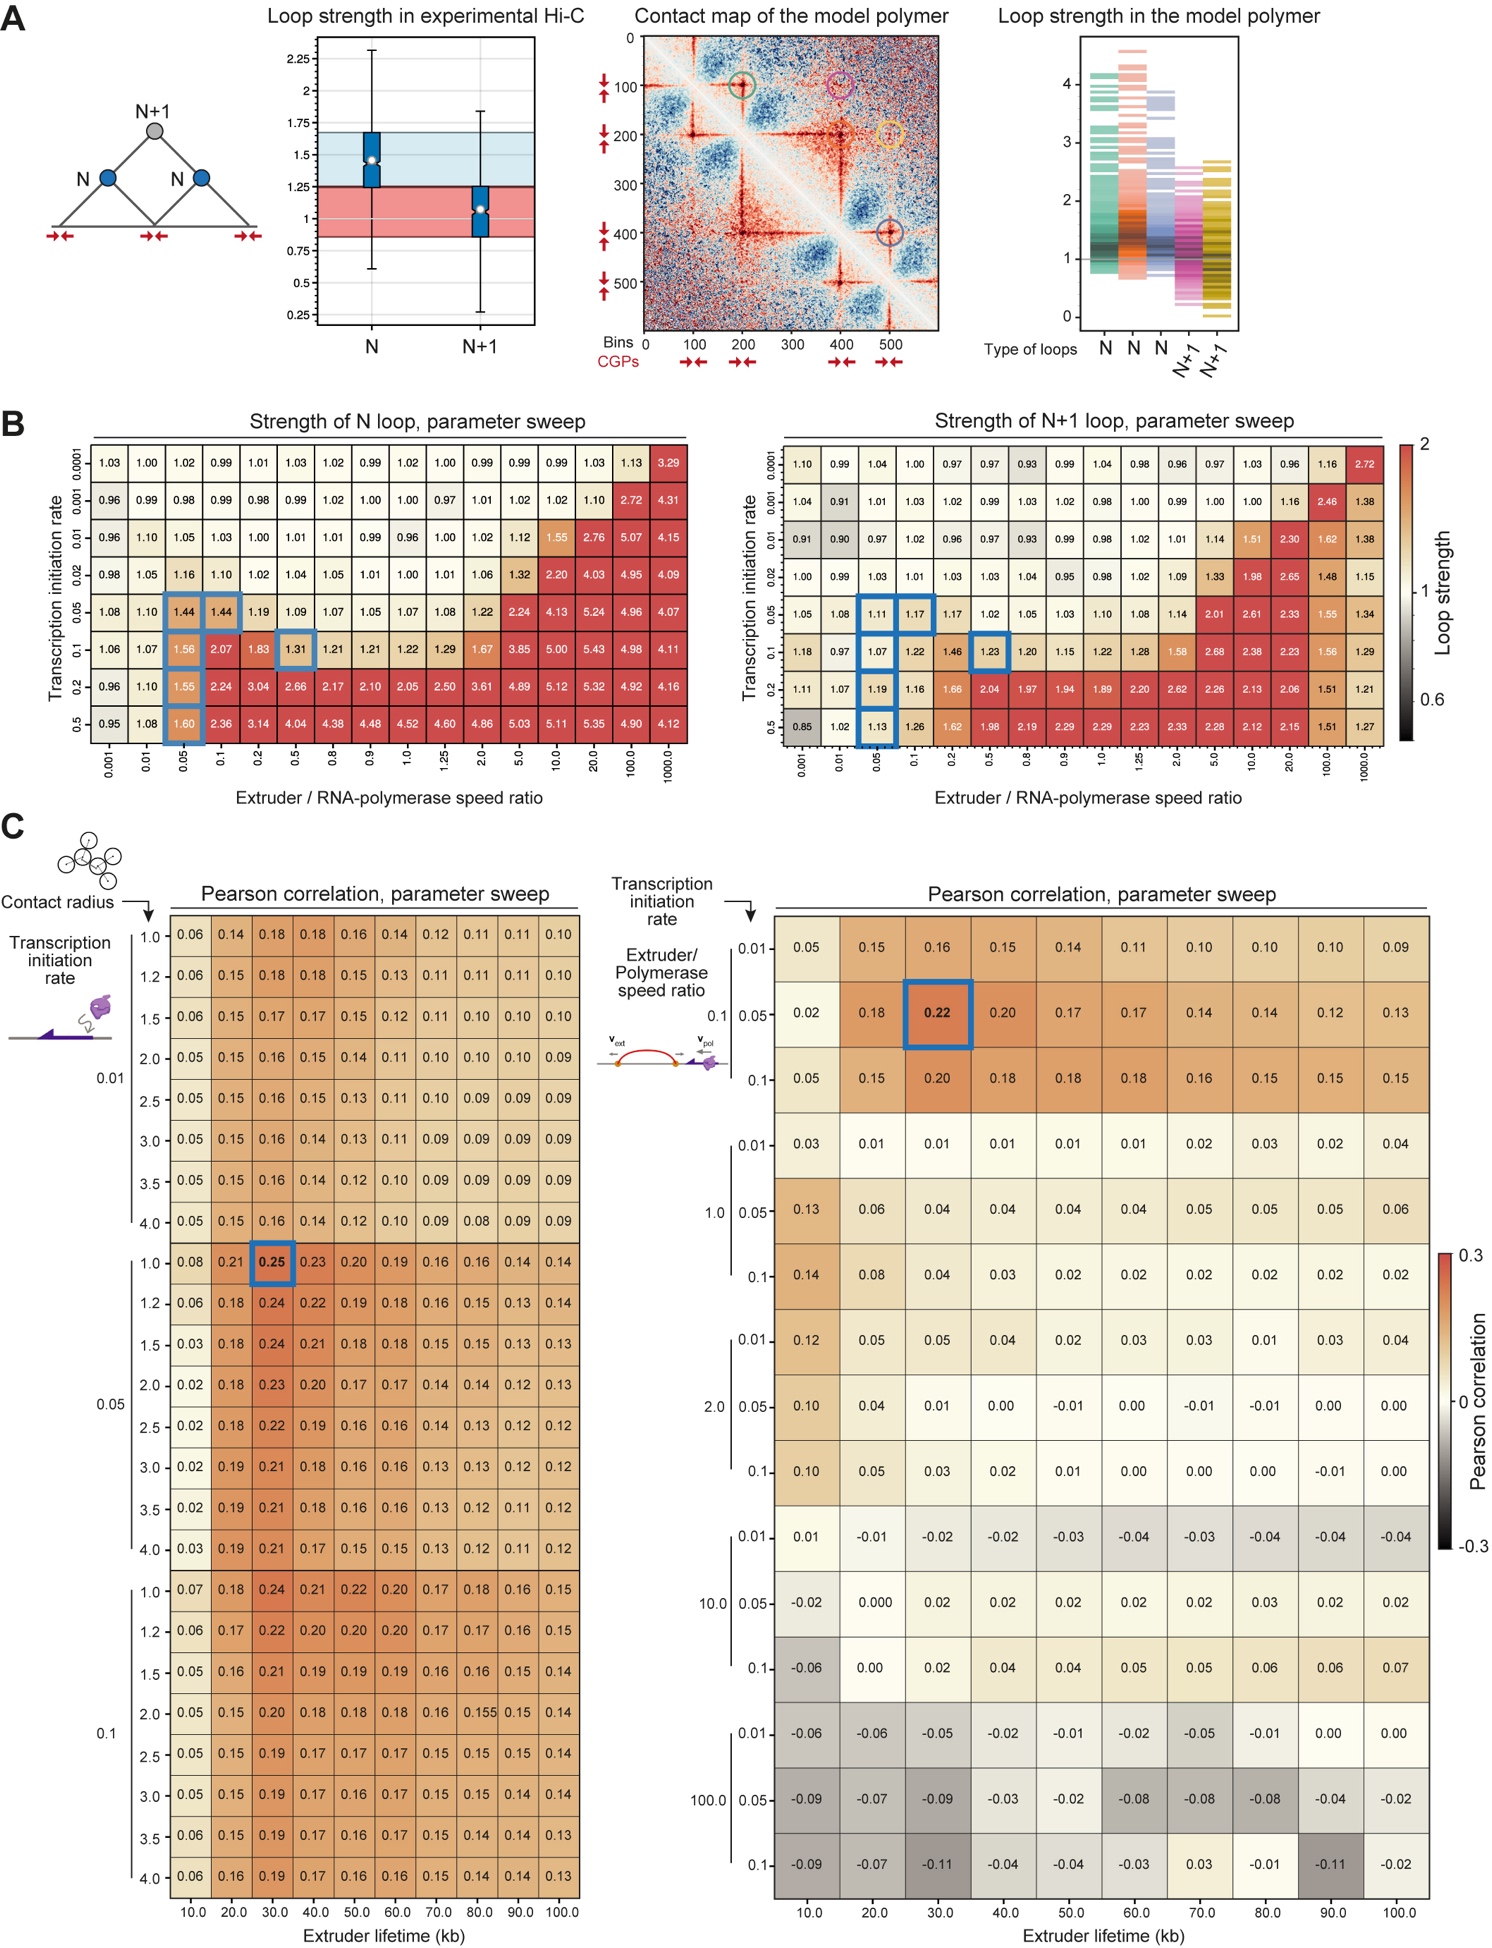

**Supplementary Figure S7.** Preliminary sweep and local optimization of polymer simulation parameters. (**A**) Quality metric for the preliminary parameters sweep. As Dicty loops are non-hierarchical, we used the median value of N loop strength from the experimental data, while keeping N+1 loop strength at around 1. Schematic of N and N+1 hierarchical loops (leftmost), loop strength in experimental Hi-C data (central left; blue zone - target values for the strength of N loops, red zone - target values for the strength of N+1 loops), model polymer used for preliminary parameter sweep (central right), loop strength distributions in the model polymer under different parameters (rightmost). Circles in different colors highlight loops in the model polymer used as a quality measurement, red arrows represent convergent gene pairs (CGPs). (**B**) Transcription initiation rate vs extruder/RNA-polymerase speed ratio preliminary parameter sweep using strength of average N loop (left) and strength of average N+1 loop (right) as target values for optimal parameter windows selection. Optimal values falling into the inter-quartile range of Hi-C loop strength are designated with blue rectangles. (**C**) Local parameter optimization using random genomic locus (chr4:750,000-1,000,000). Pearson correlation between experimental and simulated Hi-C maps is a quality metric for simulation performance. Transcription initiation rate and contact radius vs extruder lifetime in kb (left), extruder/RNA-polymerase speed ratio and transcription initiation rate vs extruder lifetime in kb (right). Optimal values are designated with blue rectangles.

**
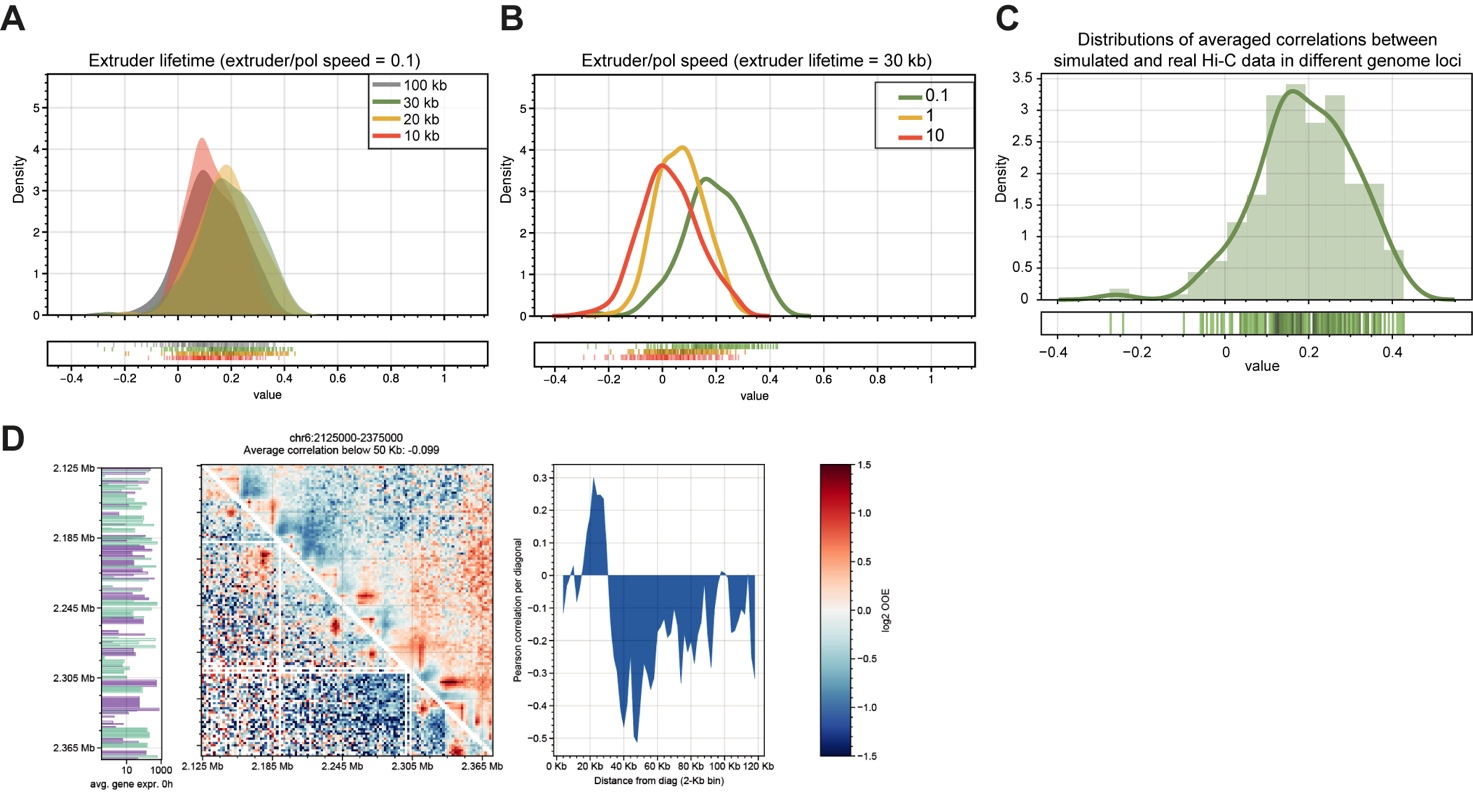
**

**Supplementary Figure S8.** Distributions of correlations between simulated and experimental Hi-C data averaged over 244 partially overlapping 250-kb intervals covering the entire Dicty genome. (**A**) Simulations performed at the extruder/polymerase speed ratio equal to 0.1, extruder lifetimes 10, 20 and 30 kb are tested. (**B**) Simulations performed at the extruder lifetime 30 kb, extruder/polymerase speed ratios equal to 0.1, 1 and 10 are tested. (**C**) Distribution of averaged correlations obtained at optimal simulation parameters: extruder/polymerase speed ratio = 0.1, extruder lifetime = 30 kb, transcription initiation rate = 0.05, contact radius = 1. Correlation has been calculated for contacts less or equal to 50 kb. (**D**) An example of the genome locus whose structure is poorly predicted by simulations.

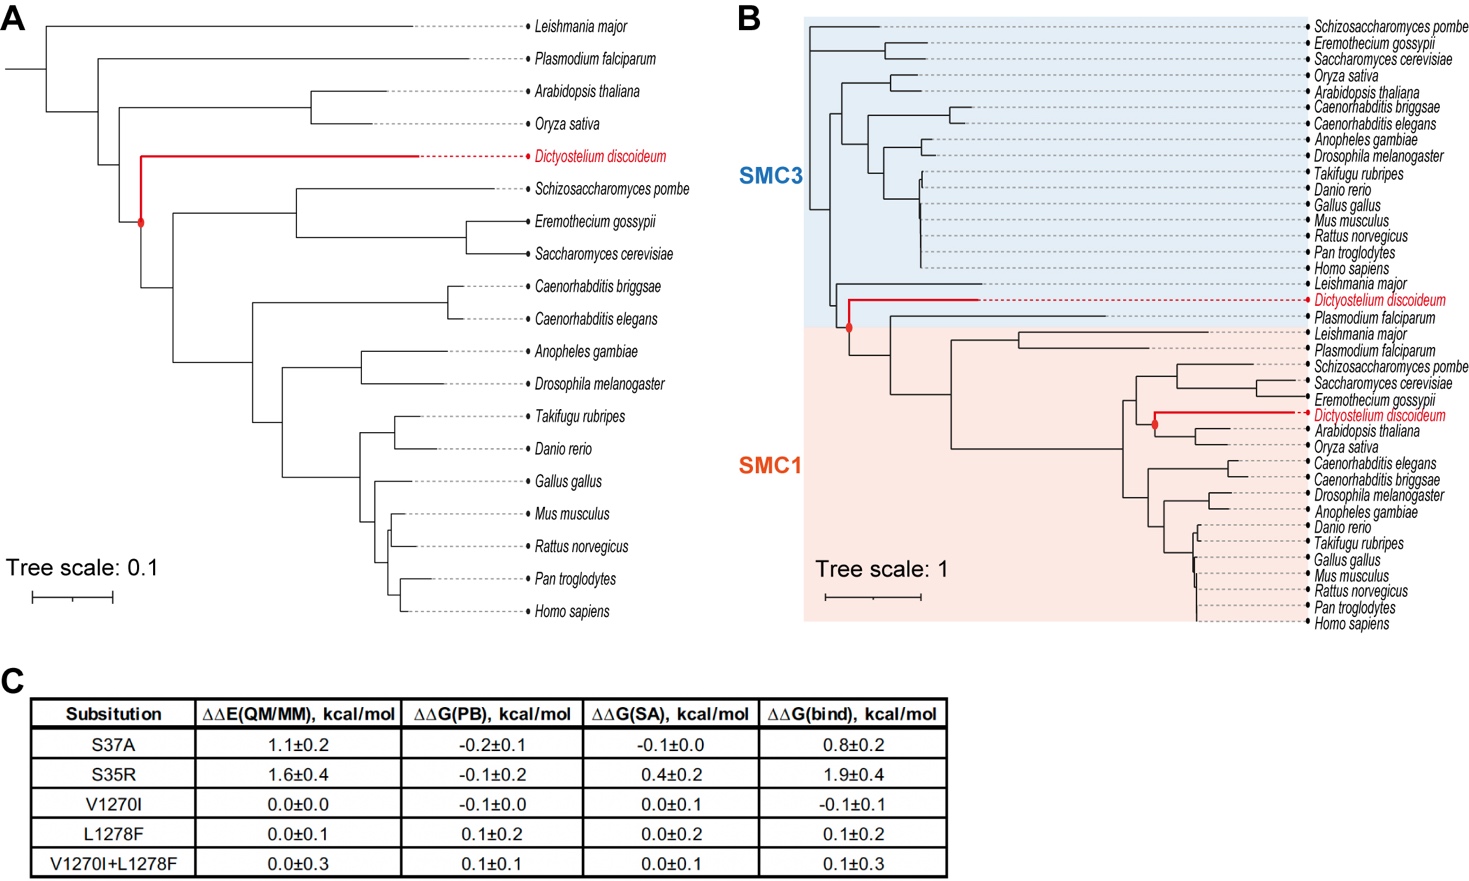

**Supplementary Figure S9.** Dicty cohesin substitutions. (**A**) Tree of Life from iTOL, Dicty is colored in red. (**B**) Phylogenetic tree of SMC3 and SMC1. SMC1 is highlighted in pink, SMC3 is highlighted in blue, Dicty is colored in red. (**C**) Resulting values in molecular dynamics modelling, columns: Dicty substitution, gas-phase QM/MM energy difference change, polar solvation energy difference change computed by solving Poisson-Boltzmann equation, non-polar solvation energy change calculated in terms of SASA/mbondi2 model.

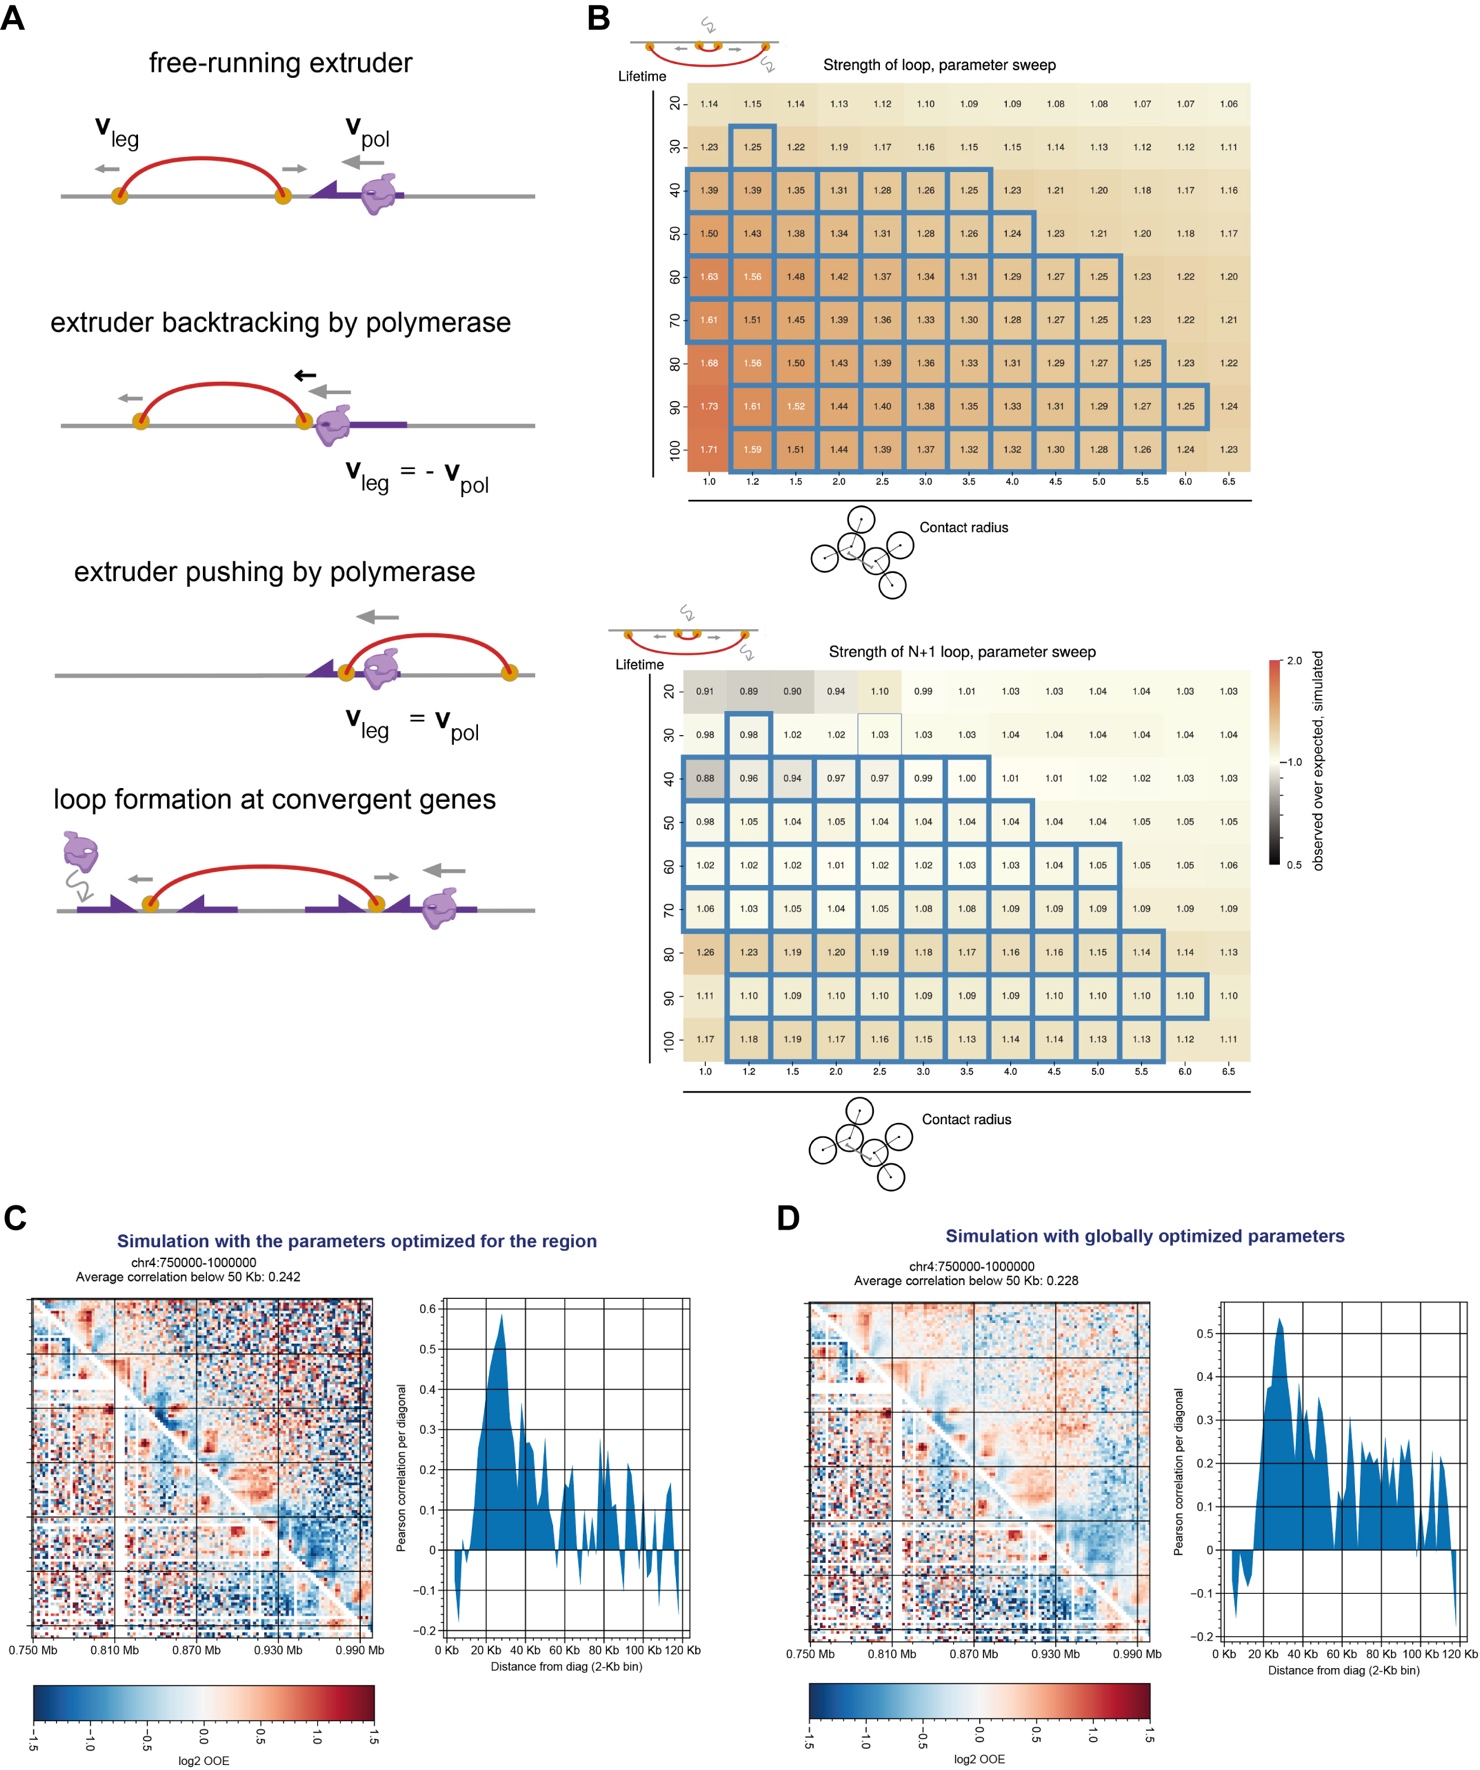

**Supplementary Figure S10.** (**A**), Different rules for 1D extrusion interplay with polymerase movement. (**B**), Lifetime vs contact radius cutoff for preliminary parameter sweep using strength of average N loop (left) and strength of average N+1 loop (right) as target values for optimal parameter windows selection. Optimal values falling into the interquartile range of Hi-C loop strength are designated with blue rectangles. (**C**), Representative example of simulated Hi-C data (upper map) in comparison with experimental Hi-C data (bottom map) for a locus simulated with optimal parameters in Supplementary Figure S7C. Distributions of the Pearson correlation coefficient averaged over different genomic distances are shown to the right of the maps. (**D**), Same locus as in Supplementary Figure 10C, but simulated with globally optimized parameters.

# Supplementary material for: Convergent pairs of highly transcribed genes restrict chromatin looping in Dictyostelium discoideum
**Source:** Nucleic Acids Res. 2025 Jan 22;53(2):gkaf006. doi: 10.1093/nar/gkaf006
**Supplement:** gkaf006_Supplemental_Files

**Supplementary Methods**

**Polymer simulations of 3D genome**

# *Bead-Spring Polymer Model*

We used the classical bead-spring model using `OpenMM` (v7.7) (2) and the `polychrom` toolkit (v0.1.0) (https://github.com/open2c/polychrom), as described in previous studies (3-5) using publicly available code as a basis (https://github.com/mirnylab/moving-barriers-paper/tree/main). In brief, each DNA monomer is represented as a bead connected to neighboring genomic regions by a spring. The polymer chain of connected beads forms a linear chromosome. Polymer chain is placed into periodic boundary conditions.

A genomic region of 250 bp was selected as a single monomer, because: (1) it roughly corresponds to the DNA wrapped around a nucleosome, (2) it is smaller than the best resolution of Hi-C maps for Dicty (2 Kb), and (3) it is smaller than the average sizes of genes and intergenic regions (~1540 bp and ~670 bp, respectively), allowing most genes and intergenic regions to be represented by several monomers. Additionally, a typical Dicty chromosome (e.g., chr5, ~5.1 Mb) can be represented as ~20,000 monomers of this size, making simulations feasible and relatively fast on standard GPUs.

The polymer was initialized as a random walk on a cubic lattice using polychrom’s `grow_cubic` function with a density of 0.1. The bond distance was set to 1.0 with a 0.1 wiggle distance. The angle force for the polymer chain was set to 1.5, and repulsion between monomers was set to the "trunc" parameter at 1.5, allowing chain crossing.

Extruders were simulated as additional bonds between looped monomers, with a bond length of 0.5 and a 0.2 wiggle distance. The extruders did not alter the polymer’s other properties. Polymerases were not explicitly simulated in the bead-spring model.

The polymer dynamics were simulated with a variable Langevin integrator, with an error tolerance set to 0.01. The interaction of the polymer with the surrounding solvent was simulated with a collision rate of 0.03, following previous works (3).

## *Simulations of Extruder Movement and Interaction with Polymerase*

Before running polymer simulations, we sampled trajectories of extruder and polymerase movement on a linear DNA lattice, where the grid size corresponded to the bead size in 3D simulations. To simplify calculations, we simulated lattice walkers on a single DNA region with a small system size (300 monomers or 75 Kb for the “Four Convergent Gene Pairs Model” and 1000 monomers or 250 Kb for the “Genomic Locus Simulations”) and repeated it 50 times to model the whole chromosome.

Each extruder had two sides (left and right), each occupying one grid element on the lattice (Supplementary Figure 10A, top). Extruders loaded on a single grid element and moved in opposite directions unless encountering an obstacle (another extruder) or being pushed by a polymerase. Extruders could spontaneously detach with a probability defined by the lifetime parameter, immediately re-attaching to a random lattice position. The pool of extruders was limited and defined by the separation parameter. We assumed uniform extruder loading, although a bias towards open chromatin regions is possible (6).

Each polymerase occupied one grid element on the lattice, loading at the gene start and progressing towards the transcription end site (Supplementary Figure 10A, top). Polymerases did not stall, and their pool was not limited. The number of polymerases on the lattice is defined by the polymerase loading rate at transcription starts (probability of polymerase loading at a given position at each simulation step). Polymerases in our simulations did not pause at transcription start sites (TSSs), terminated strictly at termination sites, and detached immediately thereafter (although promoter-proximal pausing of polymerase is likely in Dicty (7)).

The lattice simulation steps corresponded to single movements of extruder sides (when vleg≥vpol) or polymerase movements (when vleg<vpol ), depending on their relative speeds. When vleg≥vpol, the speed of polymerase is defined as a number from 0 to 1 that corresponds to the probability of stepping of polymerase at each step of extruder. When vleg<vpol, the speed of extruder leg is defined as a number from 0 to 1 that corresponds to the probability of stepping of extrider side at each step of polymerase.

Extruders encountering polymerases in head-to-head collisions were stopped and pushed back by the polymerase in the direction of the polymerase movement (Supplementary Figure 10A, central top). In head-to-tail collisions, extruders moved forward with the polymerase speed (this scenario is only possible when vleg>vpol). Extruders overtaken by polymerases in tail-to-head collisions were pushed by the polymerase (this scenario is only possible when vleg<vpol , Supplementary Figure 10A, central bottom).

In our simulations: (1) extruder lifetime was unaffected by collisions with polymerases, and (2) extruders could not bypass polymerases unless they detached at the gene end. We explored these scenarios by introducing and adjusting corresponding parameters but found no substantial improvement in model fitting (data not shown).

*Simulations of 3D Dynamics of Polymer Model*

We converted 1D lattice walkers into a dynamic 3D polymer model. Each extruder corresponded to an additional bond in the polymer chain, with bond locations changing with each 1D step. We ran 200 polymer dynamics steps per 1D step and stored the 3D conformation at each 1D step. In total, we ran 11,000 steps of 1D dynamics for each simulation in “Four Convergent Gene Pairs Model” and “Genomic Locus Simulations”.

## *In silico Hi-C Map Generation*

For each simulation run, we took all generated 3D conformations, identified bead pairs within the contact radius, and counted them using the `monomerResolutionContactMapSubchains` function of `polychrom`. The contact radius was one of the parameters optimized in our simulations (see below).

*In silico* Hi-C maps were treated as regular Hi-C maps. We calculated observed-over-expected maps after normalizing by per-diagonal expected values using the cooltools function `observed_over_expected` (`lib.numutils`) (8) for genomic region simulations or custom Python code for toy simulations. For comparison to experimental Hi-C, we coarse-grained *in silico* maps to 2-kb resolution using `cooltools.lib.numutils.coarsen`. Whole-genome simulation contacts were stored as `cool`-files with `cooler.create_cooler` (9) and visualized in the Resgen Higlass-based 3D genome browser(10).

We assumed that *in silico* Hi-C does not have any unmappable regions (e.g., telomeric regions or repeats at TSSs known for Dicty (7)), and does not have any sequencing biases (11), with all observed polymer contacts resulting in *in silico* Hi-C map contacts without sampling. Although we tried to simulate sampling of contacts due to experimental Hi-C biases, it did not improve the quality of Hi-C prediction based on simulations (data not shown).

## *Initial Parameter Range Choice*

To parameterize the rules for this minimal model, we considered several observations. RNA polymerase speed for Dicty has been assessed at 1.3 kb/min (12), similar to *Drosophila* (~1 kb/min) (13) and mammals (1.25-3.5 kb/min) (14), but faster than yeast RNA polymerase (~0.8 kb/min) (15). Using yeast data on RNA polymerase II density (0.078 mol/kb in genes) (1), we estimated approximately one RNA polymerase molecule per 17.4 kb of the Dicty genome, with an expected average gene initiation rate of 0.115 (see “Methods: Estimating number of RNA polymerase per TSS” and Supplementary Table S9). Despite reports that cohesin can bypass polymerase (16), we assumed polymerase acts as an impermeable barrier to extruders in Dicty simulations in both heads-on and co-directional encounters (4). We also assumed that extruder processivity was close to the linear separation between extruders, similar to previous assessments in mammals (17,18).

We made weak assumptions about extruder speed. Studies suggest condensin movement can range from 60 bp/s (19) to 1.5 kb/s (20), with some simulations using even larger speed ratios (3).

*Estimating number of RNA polymerase per TSS*

The RNA polymerase rate of synthesis for Dicty is 1.3 kb/min (12). With an average size of the *Dictyostelium* gene of 1.5 kb, this suggests that one polymerase travels the gene in ~69 seconds, slightly more than a minute. The density of polymerases was not estimated in Dicty, but suggesting the similarity of genome sizes, gene density, and polymerase speed, the closest guess could be the polymerase density from yeast *S. cerevisiae* (0.078 mol/kb) (1). This estimate suggests that, given the gene coverage of 73.5% out of the 33.95 Mb genome, there are ~2000 polymerases working in the Dicty genome (or one polymerase per 17.4 kb of the genome). With 0.681 TSSs per kb of transcribed genome, this results in an average initiation rate at TSS of 0.115, see Supplementary Table S9.

## *Four Convergent Gene Pairs Model*

We used these estimates for parameter optimization in toy simulations of convergent genes. The simulated system was 300 beads or 75 Kb, repeated 50 times to produce a 3.75 Mb chromosome.

Genes were in convergent orientations with TSSs at positions 93, 107, 193, and 207. Each gene was 6 beads long (1,500 bp, close to average in Dicty), with intergenic regions of 3 beads (750 bp, close to 670 bp average in Dicty). The spacing between CGPs was 100 beads, or 25 kb, which is close to the estimated median loop size in Dicty.

We estimated the goodness of fit of simulated lop with Hi-C ones. The procedure was defined as follows.

(1) We first calculated in silico Hi-C matrices. We used “extended” regime where we looked not only at the contacts within 300-bead repeated regions, but also at the interactions between them. This allowed us to compute also the strength of N+1 and N+2 loops between CGPs (and the simulated region, thus, corresponded to 150 kb, see Supplementary Figure S7A, central right).

(2) We then calculated the observed over expected (o.o.e.) maps and the strength of loops (N, N+1 and N+2) between the CGP positions (where the position of CGP was defined as the bead between two TESs of convergent genes). The strength was estimated as the median of the o.o.e. contacts in 30-bead window (7.5 kb) around the CGP pair. Loop strength was compared to the loop strength calculated from experimental Hi-C maps between N and N+1 loops (Supplementary Figure S7A, central left).

(3) Mean N loop strength in Dicty Hi-C was ~1.47 and mean N+1 loop strength was ~1.07. We, thus, selected, the empirical criterium of goodness of fit in four CGP model: (i) strength of each N loop in the *in silico* map should be no less than 1.27, and (ii) strength of each N+1 and N+2 loop should be no more than 1.27, where the number 1.27 is the midpoint between mean N and N+1 loop strength.

We varied extruder leg / polymerase speed ratio, transcription initiation rate (Supplementary Figure S7B), as well as extruder lifetime and contact radius for four CGP model (Supplementary Figure 10B):

extruder leg / polymerase speed ratio: [0.0001, 0.001, 0.01, 0.05, 0.1, 0.2, 0.5, 0.8, 0.9, 1.0, 1.25, 2.0, 5, 10, 20, 100, 1000, 10000]
 transcription initiation rate: [0.0001, 0.001, 0.01, 0.02, 0.05, 0.1, 0.2, 0.5]

extruder lifetime: [20, 30, 40, 50, 60, 70, 80, 90, 100]

contact radius: [1.0, 1.2, 1.5, 2.0, 2.5, 3.0, 3.5, 4.0, 4.5, 5.0, 5.5, 6.0, 6.5]

We tried all possible combinations of these parameters and present two tables with marked optimal ranges (Supplementary Figure S7B and Supplementary Figure 10B).

While the broad range of extruder lifetimes from 40 to 100 and multiple contact radii from 1.0 to 6.0 produced suitable results, only one area of speed ratio speed ~ 0.1 was optimal (Supplementary Figure S7B, blue). Transcription initiation rate for the suitable ranges was from 0.05 to 0.5. We used this parameter sweep as a starting point for investigation of parameters for simulations of realistic genomic locus (see below).

## *Genomic Locus Simulations*

We then noted that toy simulations between four CGPs do not represent all the variability of the gene and intergenic region sizes, distributions in the positioning and orientation of the genes. Thus, we extended our simulations to two random 250-kb regions of Dicty genome, #1: chr4:750,000-1,000,000 and #2: chr5:2,125,000-2,375,000, and devised simulations that simulate polymerase and cohesin movement at all genes in these regions, proportional to the RNA-Seq-measured transcriptional activity.

Using *bioframe* (21), we overlapped the selected genomic regions with non-overlapping genes, and selected the genes that are fully contained within the studies regions. We then converted the positions of these genes into 1D grid lattice with 250-bp grid element size, and assigned the relative polymerase initiation rate to each TSS proportional to the mean-normalized RNA-Seq signal on these genes. Note that relative polymerase initiation rate reflects relative to the average in the genome, while average initiation rate in simulations is varied separately by corresponding parameter (see above).

We then run polymer simulations for the corresponding genomic regions, and constructed *in silico* Hi-C maps for them, while sweeping extruder transcription initiation rate and contact radius (Supplementary Figure S7C left), as well as extruder lifetime and leg / polymerase speed ratio (Supplementary Figure S7C right).

For each simulation, we coarse-grained maps to 2 kb, calculated observed over expected (see “Methods: In silico Hi-C Map Generation”), compared each diagonal of *in silico* map to experimental Hi-C map by taking Pearson correlation (see Figure 7B “Correlation” panels), and then took average across distances from 6 Kb to 50 kb. Resulting maps of average by-diagonal Pearson correlation coefficients are shown in (Supplementary Figure S7C left, right).

We varied extruder leg / polymerase speed ratio, transcription initiation rate (Supplementary Figure S7C left), as well as extruder lifetime and contact radius for *in silico* Hi-C (Supplementary Figure S7C right):

extruder leg / polymerase speed ratio: [0.1, 1, 2, 10, 100]
 transcription initiation rate: [0.01, 0.05, 0.1]

extruder lifetime: [10, 20, 30, 40, 50, 60, 70, 80, 90, 100

contact radius: [1.0, 1.2, 1.5, 2.0, 2.5, 3.0, 3.5, 4.0]

We tried all possible combinations of these parameters and present tables with marked optimal correlations (Supplementary Figure S7C): transcription initiation rate 0.05, leg / polymerase speed ratio 0.1, cutoff 1.0, and lifetime 30 (see Supplementary Figure 10C for visualization of the result).

However, when we repeated the same procedure for other loci of the genome, we found that the optimal parameters were slightly different for other loci (data not shown). Thus, the parameters optimized for a single region are not necessarily the best for each genomic region. This might be due to (1) potentially imprecise and/or biased assessment of RNA polymerase presence on the genes by RNA-Seq, (2) biological factors that might vary across the genome and impact loop extrusion or polymerase properties, but not accounted for in our model (such as targeted loading, density of targeted loading sites, variable extrusion seed across the genome).

We thus divised whole-genome simulations of all 250-Kb regions in the genome, to find the globally optimal parameters of loop extrusion with polymerase as the moving barrier.

## *Whole-Genome Simulations*

For whole-genome simulations, we split the genome in 250-kb windows that tile the whole genome and overlap by their half (thus, each genomic region participated in simulations twice). We excluded low-mappability regions (>20% of unmapped bins in Hi-C for Dicty’s vegetative stage) and regions without genes, resulting in 244 genomic regions.

We then run polymer simulations for each of these regions, while sweeping the parameters:

extruder lifetime: [10, 20, 30, 100]

leg / polymerase speed ratio: [0.1, 1, 10]

 Due to heavy computations needed for these simulations, we set the contact radius to 2.0, and varied lifetime while fixing the speed ratio to 0.1 and varied speed ratio while fixing lifetime to 30. We also randomly sampled the regions for simulations with other parameters and combinations (from the list in section “Methods: Genomic Locus Simulations”), but have not found any that will be better by comparing medians of correlation distributions (data not shown). We found that changes in either lifetime or speed ratio from optimal (lifetime 30, speed ratio 0.1) resulted in worse predictions by medians (Supplementary Figure S8A, B).

Importantly, these globally optimal parameters resulted in the simulated map of the region from “Methods: Genomic Locus Simulations” that was visually similar to Hi-C map, and subjectively more so, despite the formally lower average correlation (Supplementary Figure 10D, comp. to Supplementary Figure 10C). Moreover, when we took one of the worst predicted region for the global optimal parameters, we found that visual similarity between *in silico* and experimental Hi-C maps was distinguishable in both cases (Supplementary Figure S8D). In summary, the globally optimal parameters were effective for whole-genome simulations, highlighting the challenge of finding a single parameter set suitable for all genomic regions.

Finally, leg speed to polymerase ratio of 0.1 corresponds to 21.6 bp/sec speed of extruder leg (assuming speed of PolII is 1.3 kb/sec (12)), and, thus, to ~40 bp/sec speed for the two-sided extruder.

*Estimation of CGP Interaction Frequency*

To estimate the interaction frequency between CGP pairs, we conducted loop extrusion simulations using the optimal parameters identified in the section “Four Convergent Gene Pairs Model” (slow extruder with a leg/polymerase speed ratio of 0.1, a lifetime and separation of 30 Kb, and a transcription initiation rate of 0.05). The simulations were run for 11,000 steps, with the final 1,000 steps used to estimate CGP interaction frequency.

We sampled the polymer conformation every 10 steps (coarse-grained simulation) and measured the fraction of conformations in which two CGPs, separated by 25 Kb (100 beads), came into close proximity (within a radius of 2). As a control, we performed the same calculation for CGPs separated by 75 Kb (300 beads), with an intervening CGP (see Extended Figure 7a).

To convert simulation steps to time units, we used the correspondence between one simulation step and one step of polymerase movement (vleg < vpol regime, see above; one step corresponds to one bead or 250 bp). Based on the polymerase speed (1.3 Kb/sec), we calculated the duration of one simulation step to be approximately 0.19 seconds (or ~1.9 seconds per coarse-grained step).

We then assumed that the average time between events where CGPs come into proximity is determined by the fraction of simulations during which they were observed to be in close proximity. A table summarizing these calculations is provided below:

|  | Neighboring CGPs | Two CGPs separated by another CGP |
| --- | --- | --- |
| Fraction of coarse-grained simulation steps where CGPs were found in proximity | 19.64 % | 1.76 % |
| Number of coarse-grained steps between two proximity events | 5.09 | 56.82 |
| Time (sec) between two proximity events | 9.79 | 109.27 |

**References**

1. Pelechano, V., Chavez, S. and Perez-Ortin, J.E. (2010) A complete set of nascent transcription rates for yeast genes. *PLoS One*, **5**, e15442.

2. Eastman, P., Swails, J., Chodera, J.D., McGibbon, R.T., Zhao, Y., Beauchamp, K.A., Wang, L.P., Simmonett, A.C., Harrigan, M.P., Stern, C.D. *et al.* (2017) OpenMM 7: Rapid development of high performance algorithms for molecular dynamics. *PLoS computational biology*, **13**, e1005659.

3. Banigan, E.J., Tang, W., van den Berg, A.A., Stocsits, R.R., Wutz, G., Brandao, H.B., Busslinger, G.A., Peters, J.M. and Mirny, L.A. (2023) Transcription shapes 3D chromatin organization by interacting with loop extrusion. *Proc Natl Acad Sci U S A*, **120**, e2210480120.

4. Brandao, H.B., Paul, P., van den Berg, A.A., Rudner, D.Z., Wang, X. and Mirny, L.A. (2019) RNA polymerases as moving barriers to condensin loop extrusion. *Proc Natl Acad Sci U S A*, **116**, 20489-20499.

5. Fudenberg, G., Abdennur, N., Imakaev, M., Goloborodko, A. and Mirny, L.A. (2017) Emerging Evidence of Chromosome Folding by Loop Extrusion. *Cold Spring Harb Symp Quant Biol*, **82**, 45-55.

6. Galitsyna, A., Ulianov, S.V., Bykov, N.S., Veil, M., Gao, M., Perevoschikova, K., Gelfand, M., Razin, S.V., Mirny, L. and Onichtchouk, D. (2023) Extrusion fountains are hallmarks of chromosome organization emerging upon zygotic genome activation. *bioRxiv*.

7. Chang, G.S., Noegel, A.A., Mavrich, T.N., Muller, R., Tomsho, L., Ward, E., Felder, M., Jiang, C., Eichinger, L., Glockner, G. *et al.* (2012) Unusual combinatorial involvement of poly-A/T tracts in organizing genes and chromatin in Dictyostelium. *Genome Res*, **22**, 1098-1106.

8. Open2C, Abdennur, N., Abraham, S., Fudenberg, G., Flyamer, I.M., Galitsyna, A.A., Goloborodko, A., Imakaev, M., Oksuz, B.A., Venev, S.V. *et al.* (2024) Cooltools: Enabling high-resolution Hi-C analysis in Python. *PLoS computational biology*, **20**, e1012067.

9. Abdennur, N. and Mirny, L.A. (2020) Cooler: scalable storage for Hi-C data and other genomically labeled arrays. *Bioinformatics*, **36**, 311-316.

10. Kerpedjiev, P., Abdennur, N., Lekschas, F., McCallum, C., Dinkla, K., Strobelt, H., Luber, J.M., Ouellette, S.B., Azhir, A., Kumar, N. *et al.* (2018) HiGlass: web-based visual exploration and analysis of genome interaction maps. *Genome Biol*, **19**, 125.

11. Imakaev, M., Fudenberg, G., McCord, R.P., Naumova, N., Goloborodko, A., Lajoie, B.R., Dekker, J. and Mirny, L.A. (2012) Iterative correction of Hi-C data reveals hallmarks of chromosome organization. *Nat Methods*, **9**, 999-1003.

12. Muramoto, T., Cannon, D., Gierlinski, M., Corrigan, A., Barton, G.J. and Chubb, J.R. (2012) Live imaging of nascent RNA dynamics reveals distinct types of transcriptional pulse regulation. *Proc Natl Acad Sci U S A*, **109**, 7350-7355.

13. Akhtar, J., Kreim, N., Marini, F., Mohana, G., Brune, D., Binder, H. and Roignant, J.Y. (2019) Promoter-proximal pausing mediated by the exon junction complex regulates splicing. *Nature communications*, **10**, 521.

14. Muniz, L., Nicolas, E. and Trouche, D. (2021) RNA polymerase II speed: a key player in controlling and adapting transcriptome composition. *EMBO J.*, **40**, e105740.

15. Zenklusen, D., Larson, D.R. and Singer, R.H. (2008) Single-RNA counting reveals alternative modes of gene expression in yeast. *Nat Struct Mol Biol*, **15**, 1263-1271.

16. Pradhan, B., Barth, R., Kim, E., Davidson, I.F., Bauer, B., van Laar, T., Yang, W., Ryu, J.K., van der Torre, J., Peters, J.M. *et al.* (2022) SMC complexes can traverse physical roadblocks bigger than their ring size. *Cell reports*, **41**, 111491.

17. Fudenberg, G., Imakaev, M., Lu, C., Goloborodko, A., Abdennur, N. and Mirny, L.A. (2016) Formation of Chromosomal Domains by Loop Extrusion. *Cell reports*, **15**, 2038-2049.

18. Goloborodko, A., Marko, J.F. and Mirny, L.A. (2016) Chromosome Compaction by Active Loop Extrusion. *Biophys J*, **110**, 2162-2168.

19. Terakawa, T., Bisht, S., Eeftens, J.M., Dekker, C., Haering, C.H. and Greene, E.C. (2017) The condensin complex is a mechanochemical motor that translocates along DNA. *Science*, **358**, 672-676.

20. Ganji, M., Shaltiel, I.A., Bisht, S., Kim, E., Kalichava, A., Haering, C.H. and Dekker, C. (2018) Real-time imaging of DNA loop extrusion by condensin. *Science*, **360**, 102-105.

21. Open2C, Abdennur, N., Fudenberg, G., Flyamer, I.M., Galitsyna, A.A., Goloborodko, A., Imakaev, M. and Venev, S. (2024) Bioframe: operations on genomic intervals in Pandas dataframes. *Bioinformatics*, **40**.

How the deposited data were processed for this re-analysis (not part of the article)

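RNA-seq libraries of Dicty cells at 0 h, 2 h, 5 h and 8 h of development, 2 per stage, were analysed. The authors mapped the reads to version 2.7 of the genome with hisat2, kept uniquely mapped reads, removed duplicates with samtools markdup and deposited whole-number counts per gene without normalization. The total count per library was between 2350557 and 3827172, with a median of 2671860. A count of 3 was used as the floor in the fold bounds of named genes. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. All columns of the table were used. The paper's loops of vegetative cells, with their types and scores, were taken from its supplementary table. The copy used here held 1999 of 5133 loops of all stages, and all 1286 loops used are of vegetative cells. The copy of the table of convergent pairs held 1067 of 5174 rows, and no overlap or enrichment test was run on it.

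Gene names and positions came from the RefSeq annotation of the same genome version, which matched 13234 of 17169 gene identifiers. Of 1941 genes that the paper's table of convergent pairs also lists, 1818 (93.7%) had the same coordinates. TPM was computed from the counts over the gene span. It was between 1.02 and 1.03 times the paper's TPM in the median gene, with Spearman's rho between 0.998 and 0.999. The annotation used here gives no strands, so results that need convergent or divergent pairs are not analysed here.

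Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment, threshold 0.05) in 1 fit of all 8 libraries, over 13463 genes with at least 1 count in 2 samples. DESeq2 1.42.0 was the alternative test, and its rlog values entered the principal components and the TGCs. Standard errors of fold changes were taken as the absolute log2 fold change over the square root of the F statistic. Trajectory clusters were computed with scikit-learn 1.9.0 (k-means, 4 clusters, 20 starts). Loop results were compared with 1000 circular shifts along the chromosomes and, where stated, 100000 permutations. Gene pairs in loops were compared up to 40 kb apart. The AUC came from scikit-learn's logistic regression with its default settings, leaving out 5 bins at each chromosome end. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

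The rule for the genes named in the text was fixed before the data were examined. It takes the genes the paper names, the cohesin subunits, genes of cAMP signaling as a check of the stage labels, the 3 genes with the largest rise and the 3 with the largest fall from 0 h to 8 h among genes past the threshold with a mean of at least 10 CPM after TMM normalization and both 8 h libraries on the same side of both 0 h libraries, and at most 2 genes in each of the 2 loops drawn in Figure 3C. The rule did not name the measure of rise and fall, and edgeR's fitted log2 fold change was used. The symbols smcl1, mef2A and rad21 had no match in the annotation. Of the paper's other names, srfA had 0 counts in all libraries.

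The procedures were tested on simulated data. Of 200 genes changed in simulated counts, edgeR recovered 93.0% with 7.92% false calls, and DESeq2 recovered 86.5% with 2.26% false calls, over 12560 genes. The clustering of 4000 simulated genes gave an adjusted Rand index of 0.997 with the known clusters. The permutation tests of TGC concentration and of coexpression in loops found planted signals in 13146 genes with p = 0.0099, the smallest that 100 draws can give, and gave p = 0.723 and p = 0.673 without a signal. The permutation test of genes inside against outside loops gave p = 0.0005 with a planted difference, the smallest that 2000 draws can give, and p = 0.614 without. The AUC was 0.740 with a planted signal and 0.514 without.

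Alternatives covered the normalization, the filter on low counts, the test, the transformation, the clustering, the window around anchors, the pseudocount, the unit, the test chromosome, the replicate block and each library left out in turn.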

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

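Alternatives were chosen before the data were examined, except those named here, which were chosen after seeing the data: counts corrected for duplicate removal, leaving out genes or bins of the chromosome 2 duplication, equal weighting of bins in the logistic regression, differential expression with a library left out, every setting of the comparison of all genes by location, the measures of transcription around anchors, and the settings of the relation between loop score and transcription. Of 406 values under alternatives, 339 kept their direction and side of the threshold or stayed within the spread that was set for them.

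A minimum absolute log2 fold change of 1 lowered the number of genes to 2831 from 0 h to 2 h, 3930 from 2 h to 5 h and 2510 from 5 h to 8 h, as fewer genes can pass it. Under the other settings, the counts of differentially expressed genes stayed within 1.5 times of those reported. DESeq2 called 3826, 4914 and 3264 genes in these comparisons.

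The first principal component held 71.9% of the variance with filterByExpr and 78.2% in the 500 most variable genes, and from 66.2% to 72.7% across the fits that each left out 1 library. The second held 13.7% in the 500 most variable genes and from 14.1% to 20.2% across the fits that left out 1 library. TGC-1 held 1147 genes with filterByExpr, where fewer genes were clustered, and 3102 with standardized trajectories. TGC-4 held 967 genes with filterByExpr. The adjusted Rand index between replicates was 0.486 with log2(CPM + 1), 0.694 with filterByExpr, 0.496 with 3 clusters and 0.390 with 6 clusters. The cause of these changes was not tested, apart from the counting noise of low genes considered among the other observations.

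The mean largest TGC share of a loop was 61.9% with filterByExpr (permutation p = 0.0609 from shifted labels) and 66.4% with genes fully between the inner edges of the anchors (p = 0.123), both above the shifted labels but past no threshold. Across the fits that left out 1 library it was from 59.2% to 60.7%, and the number of loops led by TGC-2 or TGC-3 was from 501 to 564. That number was 591 with filterByExpr (permutation p = 0.0480 from shifted labels) and 611 with genes between the inner edges (p = 0.0200). The difference in correlation between gene pairs of the same loop and pairs that an anchor separates was -0.000110 with filterByExpr (p = 0.572), reversed in sign, and 0.0177 with genes between the inner edges (p = 0.0280), now past the threshold. The cause was not tested.

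The AUC of total expression was 0.441 on chromosome 5, 0.446 with the bins next to an anchor counted as anchors, 0.445 with counts corrected for duplicate removal, and 0.556 without the bins of the chromosome 2 duplication, where the fitted coefficient changed sign. It was 0.444 both without 0 h replicate 1 and without 0 h replicate 2. The genes at anchors were 1.09-fold above those outside loops when genes needed at least 1 count in 2 samples (permutation p = 0.325), 1.07-fold with the anchor bin only (p = 0.687), and reversed to 0.785-fold without genes of the duplication (p = 0.0114). The same fold rose from 1.81 to 2.67 with 2 bins on each side of the anchor, 2.51 with any overlap of the gene and 2.19 with CPM (permutation p = 1e-05 for each, the smallest possible). Across all settings of this comparison, the fold between inside and outside was from 1.95 to 5.89 and the fold between inside and anchors was from 1.79 to 4.20. The rank correlation of loop score with transcription was from 0.0967 to 0.0971 with a vegetative library left out.

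For genes at anchors of las-loops of vegetative cells, the median log2 fold change was -0.87 when only genes fully inside the anchor were counted. Across the fits that left out 1 library it was from -0.59 to -0.22, and the last value, without 8 h replicate 2, rests on that library. For las-loops of late aggregates it was from 0.77 to 1.08. The log2 fold change of tubB was reversed to -0.25 with counts corrected for duplicate removal (adjusted p = 0.0614 in edgeR's test).

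With the replicate block, 5535 genes were called from 0 h to 2 h, 6468 from 2 h to 5 h, 4640 from 5 h to 8 h, 8308 from 0 h to 8 h, 7560 from 2 h to 8 h and 9590 across the stages, and smc1 and smc3 stayed past the threshold. The replicates of different stages share only a number. The correlation of their deviations from the stage means was between -0.0763 and 0.0888 over 9386 genes, so the numbers were not treated as pairs.

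Several alternatives were not run. The annotation used here gives no strands or exons, so the fold changes and number of convergent pairs, the shares of highly transcribed pairs, the relation of loop score to convergent or divergent transcription, the AUC of convergent expression and of the convergence score, and the exon-length settings were not run. Leaving out genes with a near-identical copy needs a genome sequence and was not run. The libraries hold between 2350557 and 3827172 counts, and 3366 genes in the lowest quartile of mean count had a median of 1.25 counts per library, which limits their assignment to a TGC.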

Differences from the paper's values

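No value of the paper that was also computed here differed beyond both limits, the spread and 1.5 times. The limit of 1.5 times is too wide to judge the AUC values, which are set out below. The value closest to both limits was the first principal component. It held 68.6% of the variance against the paper's about 46% in Supplementary Figure S3A, read by eye. With log2(CPM + 1), filterByExpr or the 500 most variable genes, and without a 2 h or a 5 h library, it was over 1.5 times the paper's value.

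The paper states that key cohesin subunits are expressed at comparable high levels in all stages. Here smc1 was 8.04-fold higher in vegetative cells than in late aggregates and smc3 was 4.67-fold higher in vegetative cells than in early aggregates, with adjusted p values of 2.02e-09 and 9.77e-08 in edgeR's test of any difference between stages. Both stayed past the threshold under DESeq2, its size factors in edgeR and filterByExpr, all set before the data were examined, and with counts corrected for duplicate removal, chosen after seeing the values. The paper's own table of these levels was not used here.

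In Fig. 4G, the AUC of transcription is highest for sharp anchors and lowest for elongated anchors, about 0.52 and about 0.48, read by eye. Here it was 0.465 for sharp and 0.549 for elongated anchors, with 95% intervals of 0.414 to 0.515 and 0.497 to 0.605 that overlap. The fitted coefficients had opposite signs, 0.0814 for sharp and -0.0347 for elongated anchors. A change of sign turns the AUC of a single feature into 1 minus its value. The order of these AUC values therefore depends on the signs too. Alone it does not show for which anchors transcription ranks better. For all anchors and for ordinary loops, about 0.51 in Fig. 4G, the AUC was 0.444 and 0.434. The 95% intervals, 0.419 to 0.469 and 0.401 to 0.467, lay below the value read from the figure. None of the alternatives set before the data were examined gave a value above 0.446 for all anchors. Without the bins of the chromosome 2 duplication, chosen after seeing the values, it was 0.556.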

Other observations

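The tests of ribosomal protein genes and of transcription around anchors were chosen only after the result was seen, and for the ribosomal genes the form of the test was chosen after their medians were seen, from several that were considered. For the counts per base pair, the differences between replicates and the sign of the coefficient in the AUC, the design names no condition that differs, and no biological explanation was tested.

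The highest count per base pair of a gene was between 1.63 and 1.90 in the libraries. A candidate explanation is that removal of duplicate reads caps the counts of highly transcribed genes. It predicts that, where the replicates differ in depth, their log2 ratio is lower for dense genes. The ratio was lower in dense than in sparse genes by a difference of -0.425 at 0 h (95% interval -0.441 to -0.413), where the depth ratio was 1.31, by -0.318 at 8 h (depth ratio 1.23), and by -0.182 at 2 h (depth ratio 1.08). At 5 h, with a depth ratio of 1.01, it was -0.00349 (-0.0208 to 0.0112). This is consistent with a cap, and TPM and fold changes of the most highly transcribed genes may therefore be compressed. With counts corrected for it, 8519 genes differed between 0 h and 8 h, against 8430.

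The 585 genes of the inverted duplication on chromosome 2 had a median total of 3 counts, against 438 for 2697 other genes of that chromosome. Reads that match both copies and were not counted are a candidate explanation. The 4 ribosomal protein genes inside it had a median total of 249.5 counts and 72 elsewhere had 3023, but 28 of the 72 were at or below the highest of the 4 (exact permutation test of the rank sum, one-sided p = 0.119). With 4 genes, this explanation and a region of low transcription cannot be told apart. The receptor gene carA-2, which lies there, was at least 11.8-fold higher in late aggregates than in vegetative cells, and carA-1 had 0 counts in all libraries.

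Genes inside loops had a higher median TPM than genes outside. If the duplication were the whole cause, the fold without its genes would be 1.1 or less, and it was 2.20, down from 5.05. The fold fell without these genes but stayed above that level, which argues against the duplication as the whole cause. Around loop anchors, the summed TPM was not above that of shifted anchors, as 0.3% of 1000 shifted sets lay below it, which argues against the explanation that anchors lie at the most highly transcribed loci as measured by this sum. Loops with more transcription at the weaker anchor had slightly higher scores (Spearman's rho = 0.0970 across 1286 loops, permutation p = 0.00054; loops are not independent replicates).

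Loops held genes of 1 TGC more often than permuted labels. Sharing between neighboring genes wherever the loops lie is a candidate explanation. Labels shifted along the chromosomes reached the observed share with a permutation p of 0.001, the smallest that 1000 shifts can give. Sharing as the shifts keep it thus fell short of the observed share. The shifts also parted each label from the length and counts of its gene. The test therefore cannot tell whether loop positions or these properties gave the excess. Under 2 alternatives the permutation by shifts gave p = 0.0609 and p = 0.123, so for the largest share the excess rests on the setting. Under the same alternatives, the number of loops led by TGC-2 or TGC-3 stayed above shifted labels (permutation p = 0.0480 and p = 0.0200). Pairs of genes in the same loop and pairs at the same distance separated by an anchor differed in correlation by 0.00888 (permutation p = 0.292 from shifted loops), a negative result for the hypothesis that loops bring together genes with a shared trajectory, although with genes between the inner edges the difference was 0.0177 (p = 0.0280).

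The clusters of the replicate 1 and the replicate 2 libraries differed. Counting noise of genes with few counts is a candidate explanation. The adjusted Rand index rose by 0.609, from 0.126 in the lowest quartile of genes by mean count to 0.735 in the highest, as that explanation needs. The silhouette of the clusters, computed after the data were seen, was 0.554 with 2 clusters and 0.418 with 4.

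The AUC of total expression lay below 0.5. Bins of the duplication, which hold few counts and no anchors, may set the sign of the fitted coefficient. Without them the coefficient for all anchors turned negative and the AUC was 0.556. The coefficient also turned negative for ordinary loops (-0.0560), but it stayed positive for sharp anchors (0.0283). With a single feature, a change of sign turns an AUC of 0.444 into 0.556 by construction, so the test bears only on the sign of the coefficient.

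The paper tested lncRNA genes at anchors of las-loops with other RNA-seq data. Here all genes at these anchors were taken, so the gene sets differ. In these libraries, 47 genes at 14 anchors of las-loops of vegetative cells had a median log2 fold change of -0.56 from 0 h to 8 h, at the 2.81 percentile of 10000 random lists matched on expression. Without 8 h replicate 2 it was -0.22, at the 15.85 percentile. The 20 genes at 12 anchors of las-loops of late aggregates had a median of 0.94, at the 98.59 percentile. The random lists drew genes singly, while genes at the same anchor are neighbors and not independent, so these percentiles may overstate the difference.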
